# Lamina-associated polypeptide 2α is required for intranuclear MRTF-A activity

**DOI:** 10.1038/s41598-022-06135-5

**Published:** 2022-02-10

**Authors:** Ekaterina Sidorenko, Maria Sokolova, Antti P. Pennanen, Salla Kyheröinen, Guido Posern, Roland Foisner, Maria K. Vartiainen

**Keywords:** Cell biology, Cytoskeleton, Actin, Gene regulation, Gene expression

## Abstract

Myocardin-related transcription factor A (MRTF-A), a coactivator of serum response factor (SRF), regulates the expression of many cytoskeletal genes in response to cytoplasmic and nuclear actin dynamics. Here we describe a novel mechanism to regulate MRTF-A activity within the nucleus by showing that lamina-associated polypeptide 2α (Lap2α), the nucleoplasmic isoform of Lap2, is a direct binding partner of MRTF-A, and required for the efficient expression of MRTF-A/SRF target genes. Mechanistically, Lap2α is not required for MRTF-A nuclear localization, unlike most other MRTF-A regulators, but is required for efficient recruitment of MRTF-A to its target genes. This regulatory step takes place prior to MRTF-A chromatin binding, because Lap2α neither interacts with, nor specifically influences active histone marks on MRTF-A/SRF target genes. Phenotypically, Lap2α is required for serum-induced cell migration, and deregulated MRTF-A activity may also contribute to muscle and proliferation phenotypes associated with loss of Lap2α. Our studies therefore add another regulatory layer to the control of MRTF-A-SRF-mediated gene expression, and broaden the role of Lap2α in transcriptional regulation.

## Introduction

In eukaryotic cells, precise control of gene expression depends on the coordinated work of transcription factors and their cofactors, which also link cellular signaling events to RNA polymerase II recruitment and activation at gene promoters. Many transcription factors themselves have relatively low effector activity, and they therefore cooperate with a cofactor that has this activity^1^. One well-described example of such cooperation is serum response factor (SRF), and its cofactors, which together regulate the expression of both immediate-early and many cytoskeletal and muscle-specific genes^2,3^.

Two families of signal-regulated coactivators, which interact with SRF in a competitive manner, mediate differential regulation of SRF target gene expression^4,5^. The ternary complex factor (TCF) family of proteins, regulated by the Ras-ERK signaling, mediates the immediate-early transcriptional response^6^. The myocardin-related transcription factors (MRTFs) MRTF-A (also known as MKL1 or MAL), MRTF-B, and myocardin regulate the expression of muscle-specific and cytoskeletal genes. Expression of myocardin is restricted to smooth and cardiac muscle, but both MRTF-A and MRTF-B are expressed rather ubiquitously, regulate the expression of cytoskeletal genes and respond to the Rho-actin pathway^4,7^. The subcellular localization and activity of MRTF-A (and MRTF-B) is regulated by cytoplasmic and nuclear actin dynamics, which create a feedback loop, where cytoskeletal dynamics controls the expression of its constituents^7^. In resting, unstimulated conditions, MRTF-A is mainly localized to the cytoplasm, due to the formation of a complex between monomeric actin and RPEL domain of MRTF-A. The bipartite nuclear localization signal (NLS) of MRTF-A is buried by actin-binding, which restricts import factor access, and thus prevents nuclear import of MRTF-A at high actin monomer concentrations^8–10^. In addition, actin-binding also promotes nuclear export of MRTF-A via an unknown mechanism^8,10^. Chemical or mechanical stimulation, which induce actin polymerization, for example via activation of the small GTPase RhoA, leads to dissociation of actin monomers from MRTF-A, and consequently increased nuclear import and decreased nuclear export of MRTF-A. This results in nuclear localization of MRTF-A, binding to SRF and expression of MRTF-A/SRF target genes^9,10^.

Also nuclear actin dynamics contribute to MRTF-A regulation. Serum-stimulation leads to formin-dependent polymerization of actin within the nucleus, which is required for MRTF-A nuclear localization and SRF activation^11^. Subsequent study clarified the signaling events leading to nuclear actin polymerization by demonstrating that release of Ca^2+^ from the endoplasmic reticulum targets inner nuclear membrane (INM) localized formin INF2 to promote the formation of linear actin filaments emanating from the INM^12^. Interestingly, also other proteins localized to the INM have been linked to MRTF-A/SRF regulation. Loss of lamin-A or lamin-A mutations that cause dilated cardiomyopathy-associated laminopathies result in decreased nuclear localization of MRTF-A, and impaired expression of MRTF-A/SRF target genes^13^. Mechanistically, defects in lamin A cause mislocalization of emerin, an actin-binding protein^14^ from the INM to the outer nuclear membrane (ONM), which causes defects in actin dynamics^13^. In addition, emerin seems to play a critical role in the mechanical regulation of MRTF-A activity especially on stiff substrates^15^. Proteins of the linker of nucleoskeleton and cytoskeleton (LINC) complex, emerin and lamin A are also required for cell spreading-induced nuclear actin polymerization, which depends on integrin activation, and regulates the MRTF-A/SRF pathway^16^. LINC complex may also regulate MRTF-A activity by controlling the upstream signaling pathways, since Sun2-containing complexes have been demonstrated to activate RhoA and focal adhesion assembly, while Sun1 antagonizes these activities^17^. Taken together, several proteins of the nuclear envelope influence MRTF-A activity, most often by regulating actin dynamics in the cytoplasm or in the nucleus.

This study focuses on the role of lamina-associated polypeptide 2α (Lap2α) as a novel regulator of MRTF-A activity. The Lap2 family contains six alternatively spliced isoforms derived from the *Tmpo* gene^18,19^. All Lap2 isoforms share an N-terminus responsible for chromatin binding, and most of them contain a C-terminal transmembrane domain that anchors them at the INM. These anchored isoforms interact with lamin B, and help to organize heterochromatin at the nuclear periphery^20–22^. Lap2α is the largest isoform of Lap2 with a unique C-terminus lacking the transmembrane domain and expressed only in mammals^23^. Lap2α thus localizes to the nucleoplasm, where it specifically interacts with the nucleoplasmic pool of lamin A affecting lamin A properties and function^24–26^. Lap2α expression, in turn, is affected by Lamin A/C, since the absence of lamin A/C increases Lap2α protein levels^27^. Both lamin A/C and Lap2α interact with chromatin, and their binding sites overlap in euchromatic regions. Loss of Lap2α shifts lamin A/C towards more heterochromatic regions, and results in changes in epigenetic histone marks at these sites^28^. In addition to general regulation of euchromatin, Lap2α has also been linked to transcription factor regulation. It interacts with the cell-cycle regulator protein retinoblastoma (pRb) and affects E2F-pRb-dependent gene expression^29^. Indeed, loss of Lap2α leads to inefficient cell-cycle arrest, and hyperproliferation of, for example, erythroid and epidermal progenitor cells in mice^26^. Another important role of Lap2α was shown recently in human adipose-derived stem cells (hASCs), where loss of Lap2α suppresses osteogenic differentiation of hASCs via activation of NF-κB transcription factor^30^. Moreover, loss of Lap2α impairs heart function, and results in deregulation of the cardiac transcription factors GATA4 and MEF2c^31^. In addition, both Lap2β and Lap2α regulate the activity of Gli1 transcription factor by regulating its acetylation-dependent trafficking between the nuclear lamina and nucleoplasm^32^. Thus, Lap2α appears to affect the activity of different transcriptional factors in various signaling pathways.

In this work, we show that Lap2α is required for efficient MRTF-A/SRF target gene expression, and consequently for cell migration. Unlike other nuclear lamina-associated proteins implicated in this pathway, Lap2α is dispensable for MRTF-A nuclear localization. Mechanistically, Lap2α binds directly to MRTF-A and modulates MRTF-A intranuclear activity prior to chromatin binding.

## Results

### Lap2α is required for MRTF-A-SRF transcriptional activity

Nucleoskeletal proteins were earlier shown to affect MRTF-A nuclear localization, and hence MRTF-A activity, via modulating nuclear actin dynamics^13,16,33^. We hypothesized that also other nuclear lamina proteins might regulate MRTF-A/SRF pathway, and are here focusing on the role of lamina-associated polypeptide (Lap2) in MRTF-A/SRF regulation. To study this, we first performed siRNA-mediated knock-down of total Lap2, targeting both anchored and nucleoplasmic isoforms (Supplementary Fig. S1a), in NIH 3T3 mouse fibroblast cell line, which has been extensively used to study the MRTF-A signaling pathway^4,10,34^. 

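RNA-seq was carried out on NIH 3T3 cells, an immortalized line of mouse embryo fibroblasts, in 4 groups of 3 libraries each. Cells treated with control siRNA or with Lap2 siRNA were kept in 0.3% FBS, or received 15% FBS for 45 min after starvation. Total RNA was depleted of ribosomal RNA and made into directional libraries. The authors aligned the reads to the mm10 mouse genome with TopHat2 at its default settings, counted the reads on each gene with HTSeq, and deposited these counts without normalization for 49671 genes per library. The paper's text does not state whether the counting used the strand of the reads, so counts of genes that overlap on opposite strands could hold reads from both. Total counts ranged from 18816519 to 23457484 (median 20693718) in serum-starved control siRNA treated cells and from 21191927 to 26265253 (median 23665623) in serum-stimulated control siRNA treated cells. In Lap2-depleted cells they ranged from 18026298 to 20535682 (median 18315374) in 0.3% FBS and from 19230387 to 22838900 (median 20726653) in 15% FBS. The 10 genes with the most reads took 7.21% to 8.92% of the counts of a library.

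From these counts, the 18668 genes with a count above 1 in at least 3 of the 12 libraries were tested. The paper used DESeq and a count cutoff above 1, without stating in how many libraries. Here, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was used after TMM normalization, with a mean for each of the 4 groups in a single fit, so that the groups shared an estimate of the spread between replicates. The scaling between libraries could change the numbers. The TMM factors averaged 1.04 in 0.3% FBS and 0.900 in 15% FBS with control siRNA, and 1.12 and 0.955 with Lap2 siRNA. Scaling to total counts alone moved the median log2FC of all tested genes by -0.21 for serum stimulation in control siRNA treated cells, by -0.23 in Lap2-depleted cells, and by 0.11 for Lap2 siRNA in 0.3% FBS. Upper-quartile normalization moved it by -0.11 for serum stimulation in Lap2-depleted cells. In a principal component analysis of the 12 libraries, component 1 (35.1% of the variance) separated the serum conditions and component 2 (21.5%) separated the siRNAs.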

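The target of the Lap2 siRNA was examined in every library. Tmpo (ENSMUSG00000019961), which encodes the Lap2 isoforms, lies on the minus strand of chromosome 10 of mm10 from 91147571 to 91181315. The 19-base sense strand of the siRNA, GATGTGACAGAGCTCTCTA, matched chromosome 10 from 91166000 to 91166018, in coding sequence of exon 2. It was found in 10 of the 13 Tmpo transcripts of GENCODE M21 and in 5 of the 5 protein-coding transcripts, which include the α isoform (ENSMUST00000020123.6) and the β isoform (ENSMUST00000072239.13). No other gene's transcripts held it (0 genes). Tmpo had 2822 ± 57 normalized counts (SD, n = 3) in serum-starved and 3175 ± 136 (SD, n = 3) in serum-stimulated control siRNA treated cells. In Lap2-depleted cells it had 1083 ± 97.3 (SD, n = 3) in 0.3% FBS, 38.4% of control, and 706 ± 87.0 (SD, n = 3) in 15% FBS, 22.2% of control. The log2FC was -1.38 in 0.3% FBS (standard error 0.08, edgeR adjusted p = 8.7e-16) and -2.17 in 15% FBS (standard error 0.08, edgeR adjusted p = 3.8e-19). Every library of Lap2-depleted cells was below every library of control siRNA treated cells in the same serum condition (two-sided exact permutation test, p = 0.1 in each, the smallest p that 3 libraries against 3 allow). Among the other scalings, filters and fits of all libraries, scaling to total counts moved these values most, to -1.27 and -2.09. With each library left out in turn they ranged from -1.43 to -1.30 and from -2.23 to -2.07. A long noncoding RNA gene, Gm26765, overlaps Tmpo on the opposite strand.

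**Figure D1:**
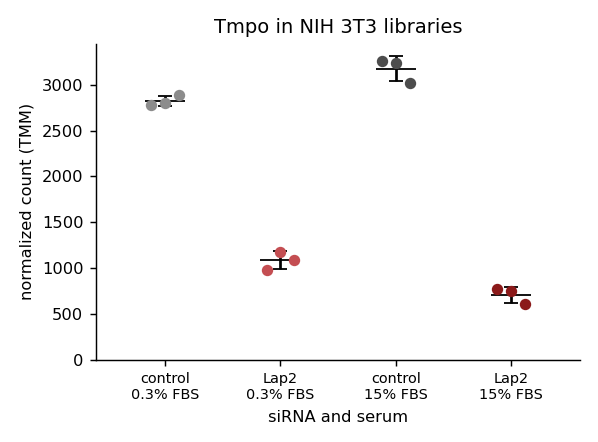
Normalized counts of Tmpo in each of the 12 libraries (points) by siRNA and serum condition, with the mean and SD of each group of 3. The groups treated with Lap2 siRNA have means of 1083 and 706, against 2822 and 3175 with control siRNA.

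**Figure D2:**
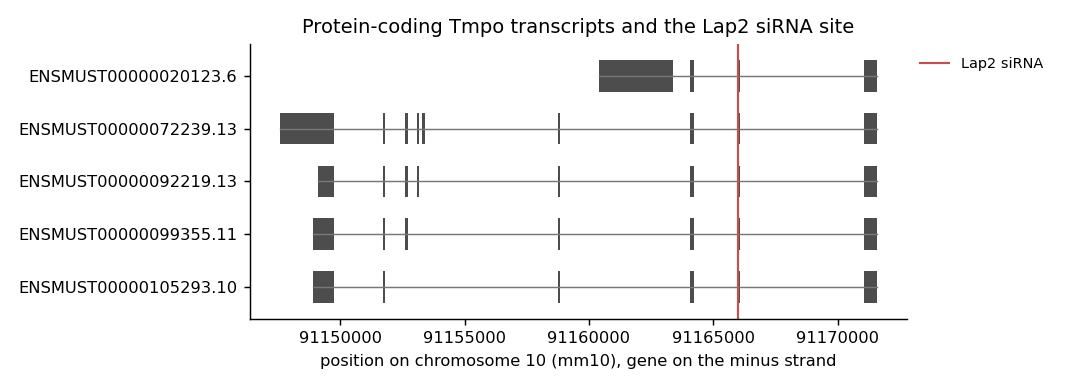
Protein-coding transcripts of Tmpo along chromosome 10 of mm10 (x axis, position in bases), with exons as boxes and the site of the Lap2 siRNA marked. The site, from 91166000 to 91166018, falls in exon 2, which these transcripts share.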

To investigate the effect of Lap2 knockdown on gene expression, we performed RNA sequencing (RNA-seq) analysis of control and Lap2-depleted cells cultivated overnight in serum-starved conditions and after 45 min of serum stimulation (Fig. 1a and Supplementary Table S1.1). Serum-responsive genes responded to stimulation in both control and Lap2-depleted cells (Fig. 1a top). 

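Serum stimulation changed 5512 of the 18668 tested genes in control siRNA treated cells (2915 higher and 2597 lower) and 6197 in Lap2-depleted cells (3420 higher and 2777 lower), at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The division into higher and lower depended on the scaling. Scaling to total counts gave 1632 higher and 5847 lower genes with control siRNA, and 1658 higher and 5951 lower genes with Lap2 siRNA. Upper-quartile normalization gave 2183 higher and 3878 lower, and 2383 higher and 3942 lower. Of the 702 genes with a log2FC above 1 in control siRNA treated cells, 664 (94.6%) also had a log2FC above 0 in Lap2-depleted cells. Of the 701 induced in Lap2-depleted cells, 597 (85.2%) had a log2FC above 0 in control siRNA treated cells. The log2FC with the 2 siRNAs had a Pearson r of 0.69 (Spearman rho 0.58) across the 702 genes, of 0.55 (Spearman rho 0.43) across the 701 genes and of 0.39 (Spearman rho 0.38) across all tested genes. These correlations are across genes, which are not independent replicates. Among genes with a mean of at least 100 normalized counts and groups that did not overlap, the largest increases in control siRNA treated cells were those of Ptgs2 (log2FC 8.29), Egr4 (8.23) and Nr4a1 (8.16). In Lap2-depleted cells they were those of Nr4a1 (7.43), Fosb (7.23) and Nr4a3 (7.06). In 0.3% FBS, Egr4 had a mean of only 3.04 normalized counts with control siRNA, and Nr4a3 of 5.97 with Lap2 siRNA. The size and rank of these increases are therefore uncertain. With each library left out in turn, the log2FC of Egr4 with control siRNA ranged from 7.89 to 9.23. Zfp503 had the largest decrease with both siRNAs (log2FC -3.39 and -2.83).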

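With an induced gene defined by a log2FC above 1 and an edgeR adjusted p under 0.05, 702 genes were induced by serum in control siRNA treated cells and 701 in Lap2-depleted cells. Without a threshold on p, the numbers rose to 1585 and 1622, the largest change among the settings tried. With an adjusted p under 1e-05 they were 524 and 482, with scaling to total counts 559 and 505, and with DESeq2 681 and 640. With each library left out in turn, they stayed between 657 and 686 in control siRNA treated cells and between 640 and 671 in Lap2-depleted cells.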

We identified 515 serum-inducible genes (log2FC > 1) in control samples and 521 genes that responded to stimulation (log2FC > 1) in Lap2-depleted cells (Supplementary Fig. S1b and Table S1.2). 

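The serum-induced sets of control siRNA treated and Lap2-depleted cells shared 412 genes, while 290 were induced only with control siRNA and 289 only with Lap2 siRNA. The shared set had 388 to 411 genes with each library left out in turn and 671 genes without a threshold on p. For each library, log2 CPM (TMM-scaled, prior count 2) was averaged over the 412 genes. The average rose from 3.18 ± 0.04 (SD, n = 3) in 0.3% FBS to 5.71 ± 0.03 (SD, n = 3) in 15% FBS with control siRNA, and from 3.27 ± 0.02 (SD, n = 3) to 5.45 ± 0.04 (SD, n = 3) with Lap2 siRNA. The response was therefore 2.53 in control siRNA treated cells and 2.19 in Lap2-depleted cells, a difference of -0.34 (two-sided exact permutation test of the siRNA labels within each serum condition, p = 0.005, the smallest p of the 400 arrangements). Lap2-depleted cells were higher by 0.08 in 0.3% FBS and differed by -0.26 in 15% FBS (two-sided exact permutation test, p = 0.1 in each, the smallest p of 20 arrangements). The choice of genes moved the difference most: over all genes induced with either siRNA it was -0.07 (two-sided exact permutation test, p = 0.615), over all genes induced with control siRNA it was -0.58, and over all genes induced with Lap2 siRNA it was 0.29 (two-sided exact permutation test, p = 0.165), with the opposite sign. The last set was added after the values had been seen. The 2 sets with these p-values were lower with Lap2 siRNA in both serum conditions, and exchanging labels in a single serum condition carries that effect into the difference, so that both tests have little power.

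Across genes, 296 of the 412 (71.8%) had a smaller log2FC in Lap2-depleted cells, with a median of 1.85 against 2.08 in control siRNA treated cells. Across genes (n = 412 genes), a Mann–Whitney U test gave p = 3.4e-04 and a Wilcoxon signed-rank test of the paired values p = 8.7e-23. Both tests treat genes as independent, which they are not.

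**Figure D3:**
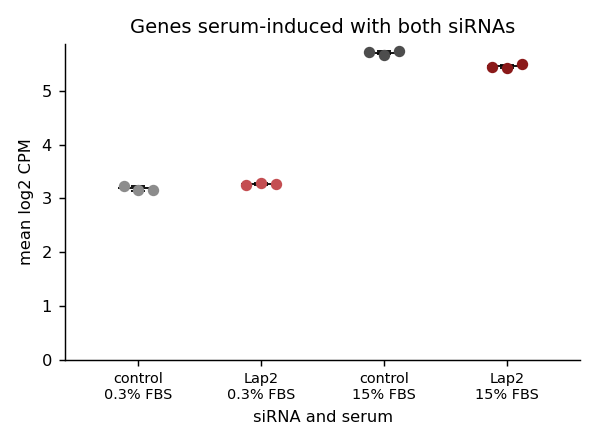
Mean log2 CPM over the 412 common serum-induced genes in each of the 12 libraries (points), by siRNA and serum condition, with the mean and SD of each group of 3. The rise from 0.3% to 15% FBS is 2.53 with control siRNA and 2.19 with Lap2 siRNA.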

Of these genes, 356 were common for control and Lap2-depleted samples (Supplementary Fig. S1b), but they displayed weaker response to serum stimulation in Lap2-depleted cells compared to control siRNA treated cells (statistically significant differences tested by Mann–Whitney U statistical test, *P* < 0.0001) (Supplementary Fig. S1c). Serum-responsive genes clustered in two groups: the first had increased baseline expression (Fig. 1b top, column 3) and the second decreased baseline expression and decreased serum-induction (Fig. 1b bottom, columns 3, 4) in Lap2 depleted cells compared to control cells. 

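Lap2 siRNA changed 6810 of the tested genes in 0.3% FBS (3330 higher and 3480 lower) and 4375 in 15% FBS (2125 higher and 2250 lower) at an edgeR adjusted p under 0.05. With scaling to total counts, the split was 4692 higher and 2638 lower in 0.3% FBS and 3471 higher and 1678 lower in 15% FBS. The 702 genes induced by serum in control siRNA treated cells were divided by their log2FC between Lap2-depleted and control siRNA treated cells, without a threshold on p. In 0.3% FBS, 230 genes (32.8%) were raised by more than 0.6. Their median log2FC was 1.23 in 0.3% FBS, and 160 of the 230 were called higher (edgeR adjusted p under 0.05). Of the genes not raised in this way, 149 (21.2%) had a log2FC under -0.6 in 0.3% FBS, in 15% FBS or in both. Their median log2FC was -0.45 in 0.3% FBS and -0.87 in 15% FBS. The other 323 genes met neither rule. Of the 230 raised genes, 49 were also below -0.6 in 15% FBS. The serum response itself was called weaker with Lap2 siRNA for 125 of the 230 raised genes and for 45 of the 149 decreased genes, and called stronger for 13 of the decreased genes (edgeR interaction test, adjusted p under 0.05). The interaction is the log2FC with Lap2 siRNA in 15% FBS minus that in 0.3% FBS. Choosing genes by a rise in 0.3% FBS therefore favors a weaker response, and 229 of the 230 had a difference below 0. The 125 against 45 is thus no separate result. The number of raised genes was 156 when a count above 1 was required in every library. With each library left out in turn it ranged from 204 to 258.

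**Figure D4:**
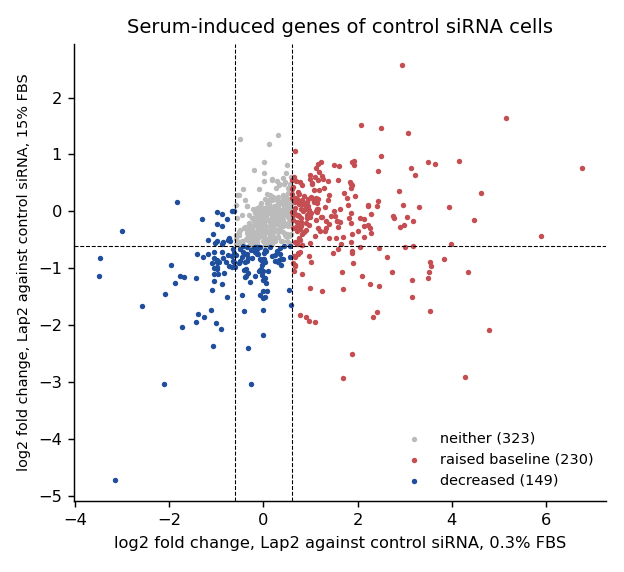
log2FC of Lap2-depleted against control siRNA treated cells in 0.3% FBS (x axis) and in 15% FBS (y axis) for the 702 genes induced by serum with control siRNA, with dashed lines at -0.6 on both axes and at 0.6 on the x axis. Each point is a gene, colored as raised in 0.3% FBS (230), decreased (149) or neither (323).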

Out of the 515 genes that were stimulated by serum in control siRNA treated cells, 110 genes displayed decreased baseline expression in starved conditions (n = 13), decreased response to serum stimulation (n = 68), or both (n = 29) (log2FC < 0.6) in Lap2-depleted cells (Supplementary Table S1.2). 

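Of the 149 decreased genes, 19 had a log2FC under -0.6 in 0.3% FBS only, 81 in 15% FBS only and 49 in both. With an adjusted p under 0.05 required in the same contrast, 126 genes were left (16, 74 and 36). With a weaker serum response in place of lower expression in 15% FBS, there were 167 (61, 99 and 7). Of the 515 serum-inducible genes listed in the paper's Table S1.2, 514 were induced in control siRNA treated cells here, and 188 further genes were induced here. Of the genes the paper marks as down in that table, 104 of 110 were decreased here.

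Acta2, Tagln and Vcl were among the decreased genes. Acta2 (ENSMUSG00000035783), which encodes smooth muscle actin, lies on chromosome 19 of mm10 from 34241090 to 34255336. It rose from 6910 ± 1118 normalized counts (SD, n = 3) to 40870 ± 549 (SD, n = 3) with control siRNA, and from 3175 ± 181 (SD, n = 3) to 12306 ± 178 (SD, n = 3) with Lap2 siRNA. The log2FC of Lap2-depleted cells was -1.12 in 0.3% FBS (standard error 0.08, edgeR adjusted p = 9.7e-14) and -1.73 in 15% FBS (edgeR adjusted p = 2.1e-17). Its serum response fell from 2.56 to 1.95 on the log2 scale (edgeR interaction test, adjusted p = 8.1e-05). Its transcript is close in sequence to those of other actin genes, between which the counting could have divided reads.

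Tagln (ENSMUSG00000032085), on chromosome 9 from 45929619 to 45936058, had 1567 ± 184 normalized counts (SD, n = 3) in 0.3% FBS and 12040 ± 773 (SD, n = 3) in 15% FBS with control siRNA, against 429 ± 47.1 (SD, n = 3) and 5065 ± 192 (SD, n = 3) with Lap2 siRNA. Expression in Lap2-depleted cells was lower in 0.3% FBS (log2FC -1.87, edgeR adjusted p = 6.9e-18) and in 15% FBS (log2FC -1.25, edgeR adjusted p = 1.4e-14). The serum response of Tagln was larger with Lap2 siRNA (log2FC 3.56) than with control siRNA (2.94; edgeR interaction test, adjusted p = 1.5e-04). Pcsk7 and Gm48529 overlap Tagln on the opposite strand.

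Vcl (ENSMUSG00000021823), on chromosome 14 from 20929433 to 21033673, rose from 6201 ± 324 (SD, n = 3) to 19071 ± 2686 (SD, n = 3) normalized counts with control siRNA and from 5599 ± 488 (SD, n = 3) to 11790 ± 1301 (SD, n = 3) with Lap2 siRNA. A difference was not detectable in 0.3% FBS (log2FC -0.15, edgeR adjusted p = 0.17), while Vcl was lower in 15% FBS (log2FC -0.69, edgeR adjusted p = 5.6e-08) and its serum response was smaller (1.07 against 1.62; edgeR interaction test, adjusted p = 0.0011). Ap3m1 overlaps Vcl on the opposite strand.

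**Figure D5:**
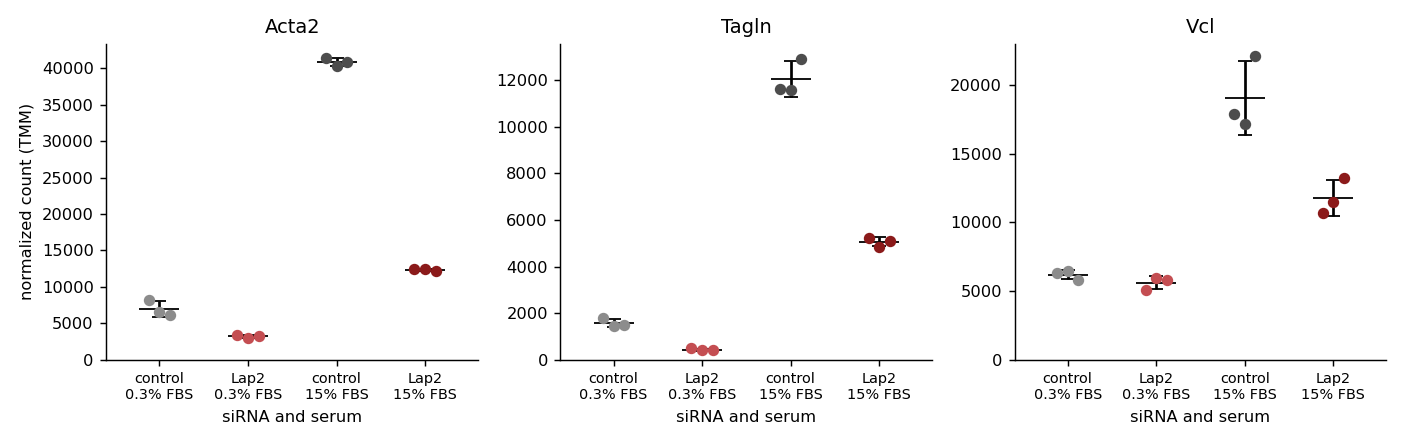
Normalized counts of Acta2, Tagln and Vcl in each library (points) by siRNA and serum condition, with the mean and SD of each group of 3. In 15% FBS the means with Lap2 siRNA are 12306, 5065 and 11790, against 40870, 12040 and 19071 with control siRNA.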

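The 149 serum-induced genes with decreased expression in Lap2-depleted cells were compared with a list of 42 cytoskeletal genes that was written before the counts were examined. The list holds Acta2, Tagln and Vcl, which the paper had already reported as lower after Lap2 depletion. Of the 25 listed genes that were serum-induced in control siRNA treated cells, 15 were decreased: Acta2, Actg2, Cnn1, Cnn2, Csrp1, Dstn, Fhl1, Filip1l, Lmod1, Myl9, Nexn, Palld, Tagln, Tpm1 and Vcl. Against the other serum-induced genes, this gave an odds ratio of 6.06 (Fisher's exact test across genes, p = 1.9e-05, adjusted p = 5.8e-05 over the 3 lists tested). Genes raised in 0.3% FBS could not count as decreased by this rule. With such genes kept, a test added after the values had been seen, 16 of the 25 were below -0.6 in at least 1 serum condition (odds ratio 4.82, Fisher's exact test across genes, p = 1.6e-04, adjusted p = 4.7e-04). Acta1 and Fhl2 were counted as raised in 0.3% FBS, by the size of the log2FC alone for Acta1, where no difference was detectable (edgeR adjusted p = 0.29). Fhl2 had a log2FC of 0.91 (edgeR adjusted p = 1.5e-10). In 15% FBS, Acta1 had a log2FC of -1.94 (edgeR adjusted p = 2.1e-09). Over all 42 genes, the mean log2FC of Lap2-depleted against control siRNA treated cells was -0.62 in 15% FBS (limma's camera on the edgeR fit, adjusted p = 1.4e-37) and -0.24 in 0.3% FBS (adjusted p = 0.0012). In 15% FBS, 36 of the 42 genes were called lower. In 0.3% FBS, 16 were called lower and 9 higher. The serum response of the list was weaker with Lap2 siRNA by a mean of -0.38 (adjusted p = 8.1e-11). These p-values use camera's preset correlation between genes of 0.01. With the correlation estimated from the libraries, the adjusted p was 7.2e-04 in 15% FBS, 0.17 in 0.3% FBS and 0.014 for the serum response.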

Gene ontology enrichment analysis of these genes revealed a number of actin cytoskeleton–related genes (Fig. 1c and Supplementary Table S1.3), strongly indicating that they likely represent MRTF-A/SRF target genes^7,35^.

**Figure 1:**
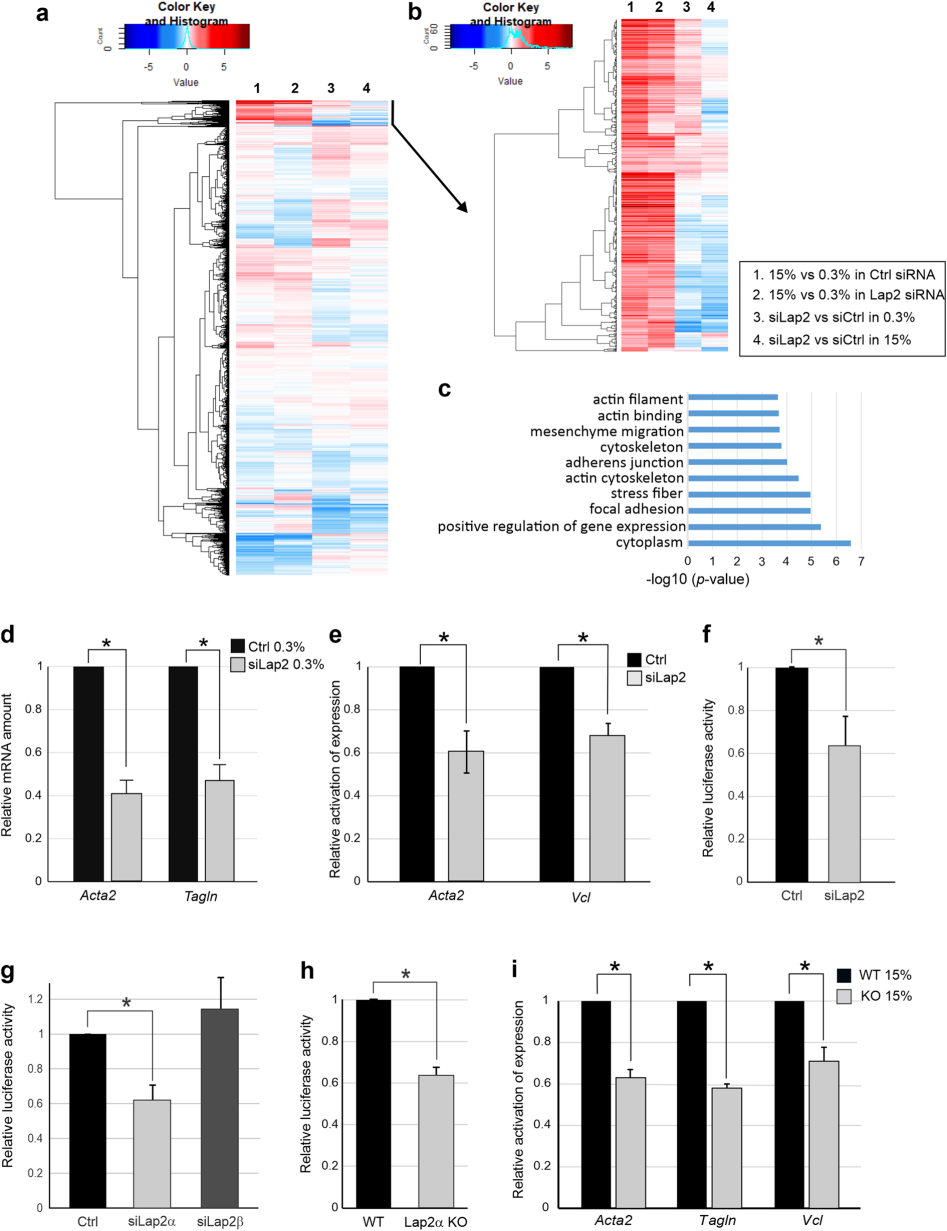
Lap2α is required for MRTF-A/SRF transcriptional activity. **(a)** Heatmap showing expression of all genes in control and Lap2-depleted fibroblasts in serum-starved (0.3% serum) and serum-stimulated (15%) conditions from RNA-seq. **(b)** Heatmap showing expression of serum-responsive genes (subset of panel **a**) in control and Lap2-depleted fibroblasts in serum-starved and serum-stimulated conditions, as above. **(c)** Gene Ontology enrichment analysis of genes with decreased baseline expression or decreased activation upon serum stimulation in Lap2-depleted NIH 3T3 fibroblasts. **(d)** Depletion of total Lap2 (siLap2) decreases baseline expression (expression in serum-starved conditions) of MRTF-A target genes compared to control (Ctrl). Data is the mean with n = 5, normalized to Ctrl and error bars are standard error of the mean (s.e.m). Statistically significant differences (*; *P* < 0.00001) tested by Student’s *t*-test. *P*-values: Ctrl vs siLap2 for *Acta2* 2.41 × 10^–6^, Ctrl vs siLap2 for *Tagln* 9.12 × 10^–5^. **(e)** Depletion of total Lap2 decreases transcriptional induction of MRTF-A target genes upon serum stimulation. Data is the mean with n = 5, normalized to Ctrl and error bars are s.e.m. Statistically significant differences (*; P < 0.001) tested by Student’s *t*-test. *P*-values: Ctrl vs siLap2 for *Acta2* (15%FBS) 5.14 × 10^–4^, Ctrl vs siLap2 for *Vcl* (15% FBS) 4.46 × 10^–4^. **(f)** Depletion of Lap2 decreases serum-induced activation of a SRF reporter. Data is the mean with n = 5, normalized to Ctrl siRNA and error bars s.e.m. Statistically significant differences (*; *P* < 0.01) tested by Student’s *t*-test. *P*-values: Ctrl vs siLap2 (15% FBS) 3.5 × 10^–3^. **(g)** Depletion of the α-isoform (siLap2α), but not β-isoform (siLap2ß) decreases serum-induced SRF reporter activation. Data is mean with n = 4, normalized to Ctrl siRNA and error bars are s.e.m. Statistically significant differences (*; *P* < 0.01) tested by Student’s *t*-test. *P*-values: Ctrl vs siLap2α 4.55 × 10^–3^. **(h)** Serum-induced activation of SRF reporter activity is decreased in Lap2α KO mouse dermal fibroblasts (MDF) compared to Lap2a WT MDFs. Data is the mean with n = 7, normalized to Lap2α WT MDFs and error bars are s.e.m. Statistically significant differences (*; *P* < 0.000001) tested by Student’s t-test. *P*-values: WT vs KO (15% FBS) 6.84 × 10^–7^. **(i)** Serum-induced activation of MRTF-A/SRF target gene expression is decreased in Lap2α KO cells (KO) compared to Lap2α WT cells (WT). Data is the mean with n = 5, normalized to WT, and error bars are s.e.m. Statistically significant differences (*; *P* < 0.001) tested by Student’s t-test. *P*-values: for *Acta2* 3.35 × 10^–5^, for *Tagln:* 8.21 × 10^–7^, for *Vcl* 7.19 × 10^–7^. See also Supplementary Fig. 1.

To confirm the recruitment of MRTF-A and SRF to serum-responsive genes, we used chromatin immunoprecipitation (ChIP) followed by deep sequencing (ChIP-seq) in serum-starved and serum-stimulated NIH 3T3 cells. Peak calling (see Materials and Methods for details) revealed that out of the 515 serum-inducible genes identified by RNA-seq, 176 genes contained peaks of either MRTF-A or SRF, or both within 100 kb from the transcription start site (TSS), indicating that many of these genes could be MRTF-A/SRF targets (Supplementary Table S1.2). Further analysis revealed increased enrichment of both SRF (Supplementary Fig. S1d-f, left) and MRTF-A (Supplementary Fig. S1d-f, right) on the SRF containing peaks upon serum stimulation (statistically significant differences tested by Mann–Whitney U test, *P* < 0.00001, Supplementary Fig. S1e*).*

To confirm the RNA seq data, we utilized qPCR to study expression of classical MRTF-A/SRF target genes *Acta2*, *Tagln,* and *Vcl.* Depletion of Lap2 resulted in both decreased basal expression (Fig. 1d), as well as decreased transcriptional induction upon serum stimulation (Fig. 1e) of these genes. Lap2 depletion also decreased the serum-induced activation of an SRF reporter gene (Fig. 1f), further suggesting that Lap2 is a potential novel regulator of the MRTF-A/SRF transcriptional activity.

The *Tmpo* gene produces several isoforms of the Lap2 protein^18,19^. To establish which isoform is involved in regulating MRTF-A/SRF activity, we designed siRNAs targeting individually both the nucleoplasmic isoform alpha (α) (ENSMUST00000020123.6) and the anchored isoform β (ENSMUST00000072239.13) (Supplementary Fig. S1g, h). Interestingly, depletion of the Lap2α-isoform impaired the activation of the SRF reporter, whereas depletion of Lap2β-isoform had no effect (Fig. 1g).

To study this further, we took advantage of mouse dermal fibroblasts (MDF) derived from Lap2α knockout mouse^26^. As established previously, this cell line does not express any *Lap2α* mRNA^26^ or Lap2α protein, whereas expression of Lap2β isoform is unaffected (Supplementary Fig. S1i). Also in this cell model, Lap2α was required for efficient MRTF-A/SRF activity, since both the SRF reporter (Fig. 1h), and MRTF-A target genes (Fig. 1i) displayed decreased serum-induced activation in Lap2α knockout (KO) cells compared to Lap2α wild type (WT) cells. These results establish Lap2α as the Lap2 isoform responsible for MRTF-A/SRF regulation.

TCFs are another set of SRF cofactors, which act as general antagonists of MRTF-dependent SRF target gene expression, competing directly with MRTFs for access to SRF^5,36^. We found that typical TCF/SRF target genes, such as *Egr1, Egr3* and *Fos* were more highly induced by serum in Lap2α KO cells than in Lap2α WT cells (Fig. 2a). Moreover, we noticed that many immediate-early genes, such as *Ctgf, Ptgs2, Cyr61, Dusp6,* and *Ier3,* were found among genes with high response to serum stimulation and increased baseline expression in Lap2-depleted cells (Supplementary Table S1.1). This result underscores the role of Lap2α in regulating specifically MRTF-A activity, and not SRF in general.

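In control siRNA treated cells, Ctgf (Ccn2, ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683) rose from 393 ± 99.0 normalized counts (SD, n = 3) in 0.3% FBS to 65220 ± 2024 (SD, n = 3) in 15% FBS. In Lap2-depleted cells it rose from 1970 ± 70.6 (SD, n = 3) to 17973 ± 1018 (SD, n = 3). Lap2 siRNA raised it in 0.3% FBS (log2FC 2.33, edgeR adjusted p = 1.2e-18) and lowered it in 15% FBS (log2FC -1.86, edgeR adjusted p = 5.7e-17). An antisense transcript, Gm15270, overlaps this gene. Ptgs2, Cyr61 (Ccn1), Dusp6 and Ier3 were also raised in 0.3% FBS, with log2FC of 2.22, 1.54, 1.39 and 0.95 (edgeR adjusted p from 3.1e-21 to 1.3e-11). In 15% FBS, Cyr61 and Dusp6 were lower in Lap2-depleted cells (log2FC -0.47 for each, edgeR adjusted p = 2.5e-05 and 1.2e-06), and no difference was detectable for Ptgs2 (log2FC 0.10, edgeR adjusted p = 0.27) or Ier3 (log2FC 0.10, edgeR adjusted p = 0.33). With scaling to total counts, both were called higher (log2FC 0.19, edgeR adjusted p = 0.018, and log2FC 0.18, edgeR adjusted p = 0.032). The serum response of Ptgs2 was 8.29 with control siRNA and 6.17 with Lap2 siRNA, that of Cyr61 7.90 and 5.89, that of Dusp6 4.37 and 2.51, that of Ier3 4.41 and 3.56, and that of Ctgf 7.38 and 3.19. All 5 responses were smaller in Lap2-depleted cells (edgeR interaction test, adjusted p from 1.7e-21 to 2.2e-07).

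Over a list of 33 immediate-early genes written before the counts were examined, the mean log2FC with Lap2 siRNA was 0.70 in 0.3% FBS (camera adjusted p = 1.6e-13, 21 called higher and 6 lower). In 15% FBS it was -0.09 (camera adjusted p = 0.043, or 0.34 with the correlation estimated from the libraries). The list holds Ctgf, Ptgs2, Cyr61, Dusp6 and Ier3, which the paper had named from this same RNA-seq. It is therefore not independent of these counts. Of the 32 listed genes that were serum-induced with control siRNA, 19 had a raised baseline and were by that rule not counted as decreased. With raised genes kept, a test added after the values had been seen, 2 of the 32 were below -0.6 in at least 1 serum condition (odds ratio 0.161, Fisher's exact test across genes, p = 0.0039, adjusted p = 0.0059). The mean difference in serum response was -0.80 (camera adjusted p = 2.8e-35). From the induction of TCF/SRF target genes in Lap2α KO cells and the immediate-early genes it names, the paper reasons that Lap2α regulates MRTF-A activity specifically, and not SRF in general.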

**Figure 2:**
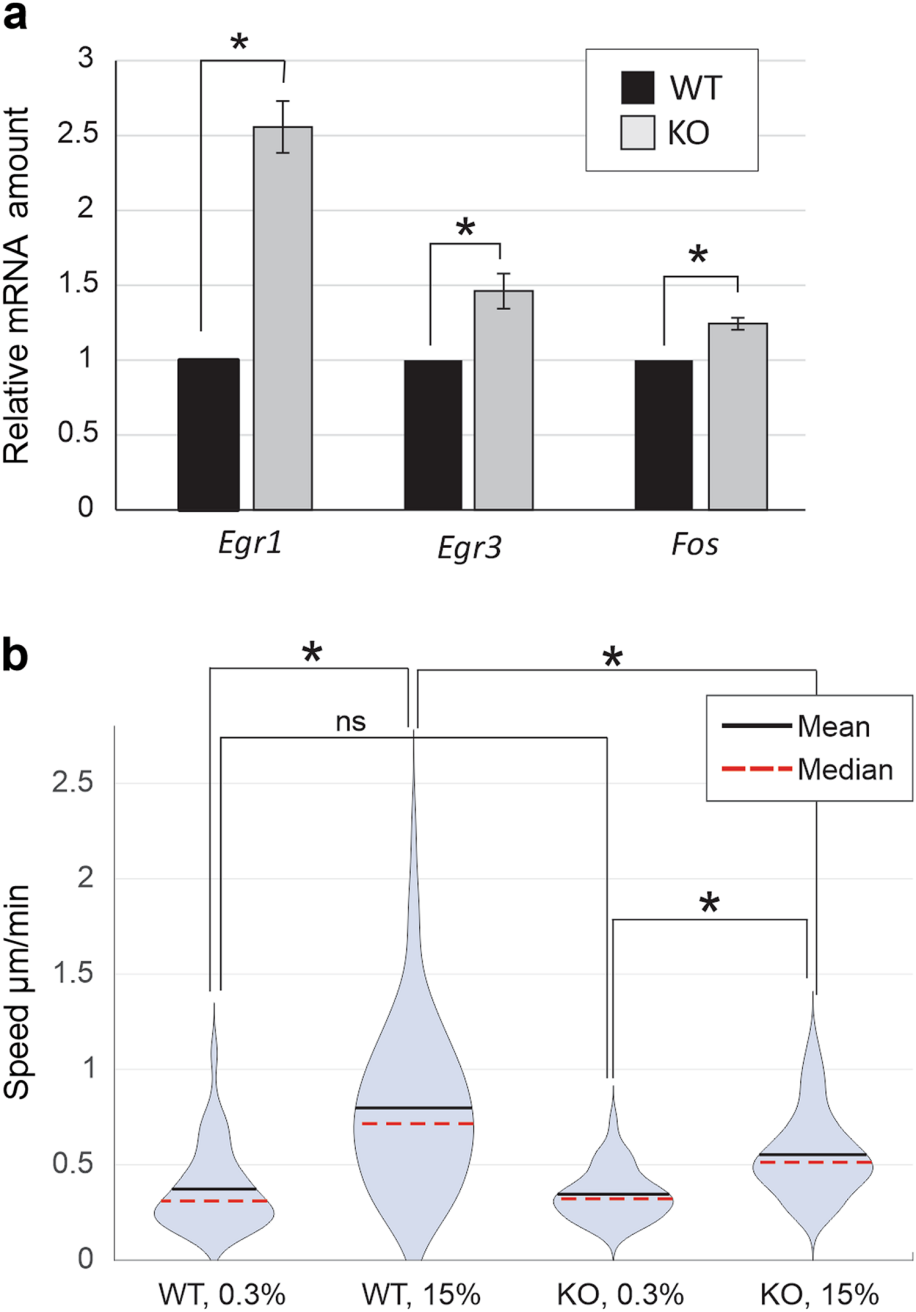
Loss of Lap2α leads to increased expression of TCF/SRF target genes and reduced cell migration. **(a)** Serum-induced activation of TCF/SRF target genes is increased in Lap2α KO MDFs compared to Lap2α WT MDFs. The data is shown as mean with n = 4, normalized to Lap2α WT cells and error bars are s.e.m. *Statistically significant differences (*P* < 0.01) tested by Student’s *t*-test *P*-values: WT vs KO for *Egr1* 1.08 × 10^–4^, WT vs KO for *Egr3* 2.5 × 10^–3^, WT vs KO for *Fos* 1.45 × 10^–3^. **(b)** Single cell tracking assay shows decreased motility of Lap2α KO MDFs compared to Lap2α WT MDFs in serum-stimulated conditions. Data is presented as violin plots showing distribution of average speeds for each condition with mean and median indicated. Total number of tracks: N = 89 WT 0.3%, N = 89 WT 15%; N = 107 KO 0.3%, N = 106 KO 15%. Mean values and s.t.d.: WT 0.3% 0.369 ± 0.216; WT 15% 0.783 ± 0.4; KO 0.3% 0.352 ± 0.14; KO 15% 0.556 ± 0.22. Statistically significant differences (*) tested by Kolmogorov–Smirnov test with 0.05 significance level. ns., not significant. D-values: WT 0.3% vs WT 15% 0.614; KO 0.3% vs KO 15% 0.489; WT 15% vs KO 15% 0.383; WT 0.3% vs KO 0.3% 0.174 (non-significant).

To study, if decreased MRTF-A/SRF activation also leads to any phenotypic consequences at the cellular level, we studied cell motility, because many MRTF-A target genes are responsible for cytoskeletal organization, and MRTF-A activity has been shown to be required for efficient cell migration^37–39^. Both Lap2α WT and KO cells responded to serum stimulation by increasing their motility (Fig. 2b). However, in serum-stimulated conditions, the Lap2α KO cells displayed greatly reduced migration speed compared to Lap2α WT cells (Fig. 2b**)**. Taken together, we have established that Lap2α is a novel regulator of MRTF-A activity, and required for appropriate expression of MRTF-A target genes, which then play a critical role, for example, in cell migration.

### Lap2α is not required for MRTF-A nuclear localization

One of the main mechanisms to regulate MRTF-A activity takes place via its nucleo-cytoplasmic transport, which depends on actin dynamics both in the cytoplasm and in the nucleus^10,11^. Hence, we first investigated whether Lap2α would regulate nuclear localization of MRTF-A, similarly to other components of the nuclear lamina, such as lamin A/C and emerin^13^. However, endogenous MRTF-A accumulated into the nucleus similarly in Lap2α WT and KO MDFs after 10 min or 45 min of serum stimulation (Fig. 3a, Supplementary Fig. S3a). Similarly, MRTF-A-GFP did not show any defects in serum-induced nuclear localization upon siRNA-mediated depletion of Lap2α in NIH 3T3 cells (Supplementary Fig. S3b). Moreover, MRTF-A nuclear localization upon Leptomycin B treatment, which inactivates Crm1/Exportin1^40^, the established nuclear export receptor for MRTF-A^9,10^ or upon Cytochalasin D treatment, which directly disrupts the MRTF-A-actin complex^10^ was not perturbed in Lap2α KO cells (Supplementary Fig. S3 c, d). These results indicate that nuclear localization of MRTF-A is not dependent on Lap2α. To our surprise, we found that in Lap2α KO fibroblasts, MRTF-A was present in nuclei of many cells even in starved conditions (Fig. 3a–c). This indicates that unlike lamin A/C and emerin^13^, Lap2α is not required for MRTF-A nuclear localization, but rather modulates its activity within the nucleus.

**Figure 3:**
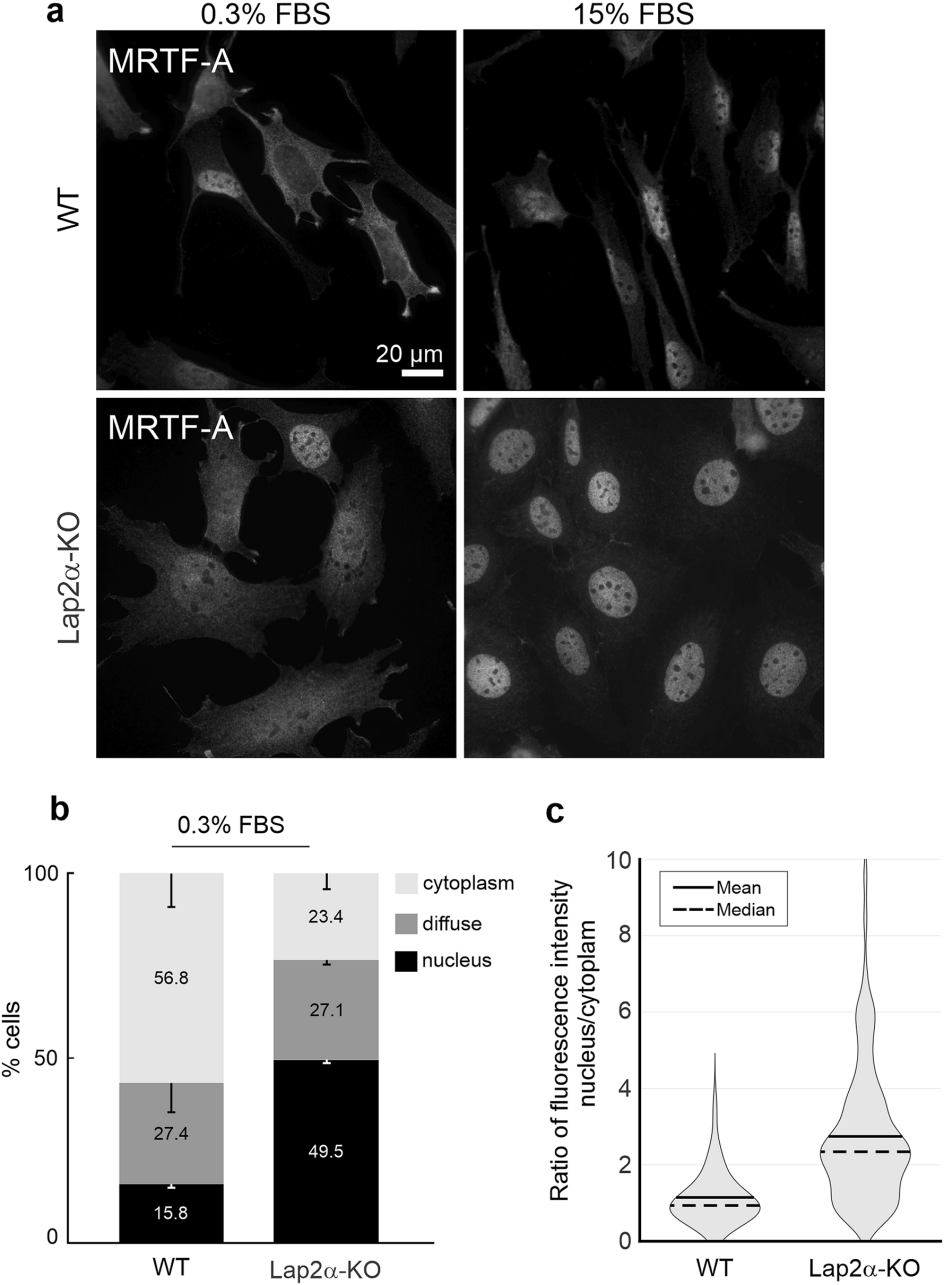
Lap2α is not required for MRTF-A nuclear localization. **(a)** MRTF-A localization in Lap2α WT and KO MDFs in serum starved (0.3% FBS) cells and after 10 min stimulation with 15% FBS. scale bar = 20 µm. **(b)** Quantification of MRTF-A localization in Lap2α WT and KO MDFs in serum-starved conditions (0.3%). Cells were counted in three independent experiments; total number of counted cells: for WT 395; for KO 412. Statistically significant differences (*; *P* < 0.01) tested by Student’s *t*-test *P*-values: WT nucleus vs KO nucleus 2.47 × 10^–4^; WT cytoplasm vs KO cytoplasm 3.57 × 10^–3^. **(c)** Fluorescence intensity ratio between the nucleus and the cytoplasm for endogenous MRTF-A in WT and Lap2a KO MDF cells under starved conditions (0.3% FBS). Violin plot showing distribution of cells according to the intensity ratio (nuc/cyt). For WT: n = 117, mean = 1.147, median = 0.936, s.d. = 0.64. For KO: n = 92, mean = 2.745, median = 2.344, s.d. = 1.763. See also S3.

### Lap2a is required for MRTF-A recruitment to SRF target genes

To further study the role of Lap2α in the regulation of MRTF-A activity, we examined MRTF-A-chromatin interaction in Lap2α WT and KO MDFs. We performed chromatin immunoprecipitation (ChIP) followed by deep sequencing (ChIP-seq) of MRTF-A in MDFs under serum starved (0.3% FBS) condition and 45 min after serum stimulation (15% FBS). In addition, Pol II phosphorylated at serine 5 (Pol II S5P) was included to monitor transcription activation of serum-inducible genes.

First, based on peak calling we identified the total number of MRTF-A peaks in Lap2α WT and KO cells under both conditions (Fig. 4a and Supplementary Fig. S4a**,** Supplementary Table S2). Analysis with MASC2 identified 1369 MRTF-A peaks in WT cells and 611 peaks in KO cells in serum stimulated conditions. Of these peaks, 442 were common for Lap2α WT and KO cells (Fig. 4a). As expected, in WT MDF cells, the number of MRTF-A peaks increased after serum stimulation more than two times (556 in 0.3% vs 1369 in 15% FBS). Surprisingly, in Lap2α KO MDFs, serum stimulation reduced the number of MRTF-A peaks (1004 in 0.3% vs 611 in 15% FBS). Total number of MRTF-A peaks in starved conditions was also higher in KO cells compared to WT cells (Supplementary Fig. S4a, Table S2). This may be due to increased nuclear localization of MRTF-A in KO cells compared to WT cells (Fig. 3).

**Figure 4:**
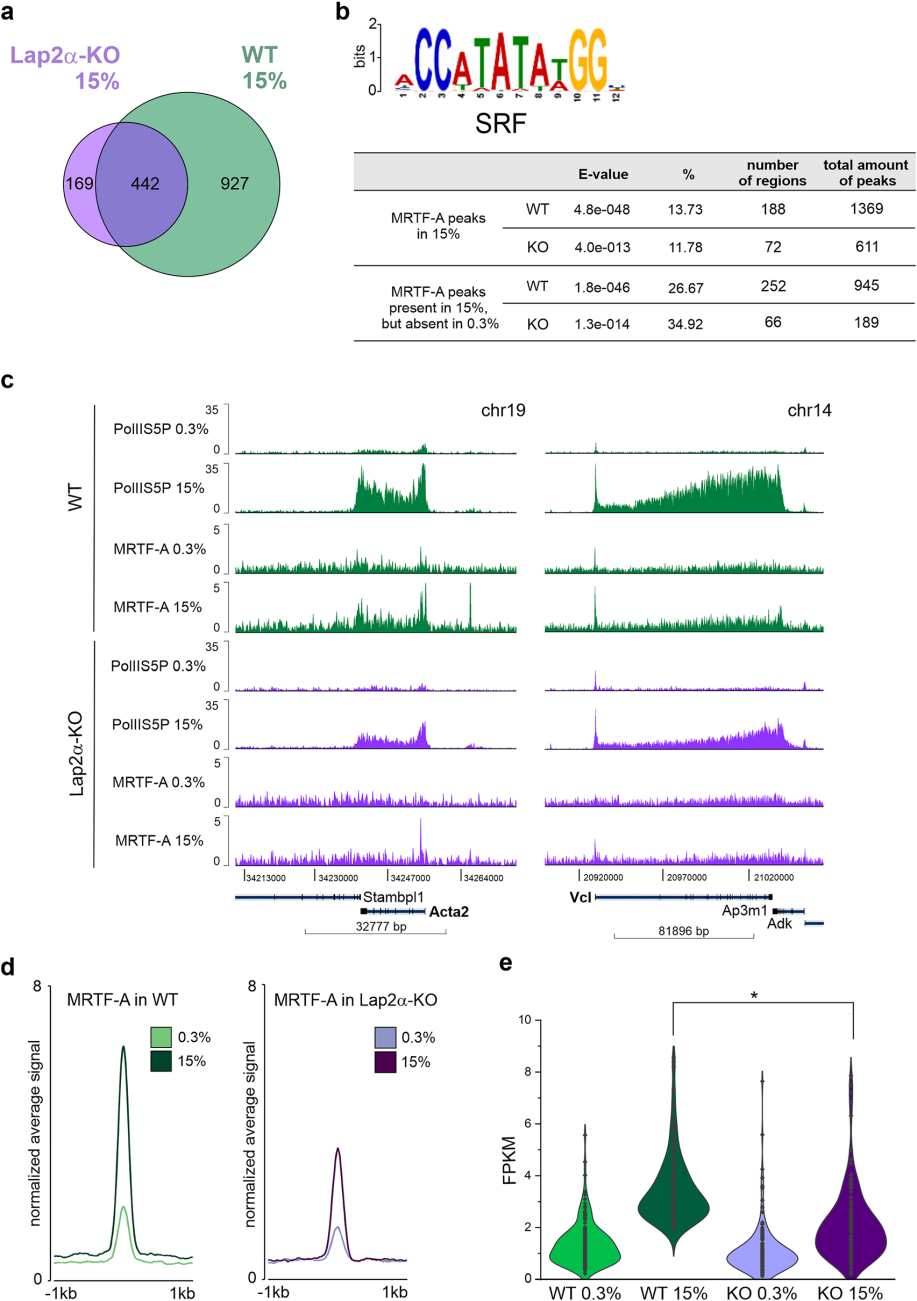
Lap2α is required for MRTF-A recruitment to SRF target genes. **(a)** Venn diagram showing overlap of MRTF-A peaks in WT and Lap2α KO cells under serum-stimulated (15%) conditions from chromatin immunoprecipitation followed by deep-sequencing (ChIP-seq). **(b)** MEME-ChIP analysis identifies SRF motif (upper part) within the MRTF-A peaks found in 15% FBS (upper table) and peaks present in 15% FBS but absent in 0.3% FBS (lower table). **(c)** Normalized (FPKM) coverage of Pol II S5P and MRTF-A on MRTF-A target genes *Acta2* and *Vcl* in Lap2α WT and KO MDFs in serum-starved (0.3%) and stimulated (15%) conditions. **(d)** Coverage of MRTF-A on the peaks with SRF motif in Lap2α WT vs KO cells in serum-starved (0.3%) and serum-stimulated (15%) conditions. Metaprofiles with average normalized fragment counts are centered on peak summits of MRTF-A in Lap2α WT in 15%. **(e)** Violin plots showing distribution of MRTF-A average normalized read counts (FPKM) at identified SRF binding sites in 15% (N = 155) at 400 bp in Lap2α WT vs KO cells in serum-starved (0.3%) and serum-stimulated (15%) conditions. Statistically significant differences (*) tested by Mann–Whitney U test *P* < 0.00001. See also Supplementary S4.

We used MEME-ChIP for motif enrichment analysis and found that, as expected, the MRTF-A peaks detected in serum-stimulated conditions were significantly enriched for the SRF motif in both Lap2α WT and KO cells (Fig. 4b). Interestingly, the coverage of MRTF-A on these SRF motif-containing peaks (Supplementary Table S3.1) was much less in Lap2α KO cells than in Lap2α WT cells in serum stimulated conditions (Fig. 4c–e, Supplementary Fig. S4b). This indicates that Lap2α is required for MRTF-A recruitment to SRF target genes. According to the MEME-ChIP data analysis, MRTF-A peaks were, in addition to SRF, also enriched for motifs of several other transcription factors (TF) in both WT and Lap2α KO cells (Supplementary Table S4**).** This data indicates that MRTF-A can participate also in SRF-independent transcriptional regulation, as suggested earlier^41^.

For further analysis, we located MRTF-A peaks with an SRF binding motif to the closest TSS. From 155 peaks, 59 were identified near genes with Pol II S5P coverage on the gene body at least two fold higher in serum-stimulated (15%) conditions compared to starved conditions (0.3%) in Lap2α WT cells (Supplementary Table S3.2). This group of genes included many well-established targets of the RhoA/MRTF-A/SRF pathway such as *Acta2*, *Vcl* (Fig. 4c), *Myhl9, Cap1, Myo1e,* and *Tuba1c*. For these genes, both MRTF-A binding to the SRF motif (Supplementary Fig. S4 c, d), and ratio of Pol II S5P on the gene body in serum-stimulated conditions compared to serum-starved (Supplementary Fig. S4 e, f), were decreased in Lap2α KO cells compared to Lap2α WT cells, corroborating the decreased expression of these genes in Lap2α KO cells as measured by RT-qPCR (Fig. 1i).

Thus far, our data indicates that Lap2α is required for efficient binding of MRTF-A to MRTF-A/SRF target genes, and consequently needed for their expression. Since Lap2α can also interact with chromatin, and has been shown to bind especially euchromatic regions^28^, we next tested whether Lap2α would also interact with MRTF-A/SRF target genes. However, our ChIP-seq analysis failed to detect any enrichment of Lap2α on MRTF-A peaks either in Lap2a WT or in KO cells (Fig. 5a,b**)**, strongly suggesting that Lap2α does not regulate MRTF-A activity at the promoter level. Indeed, previous studies have indicated that Lap2α, in complex with nucleoplasmic Lamin A/C, may be involved in the establishment of euchromatin environment via epigenetic mechanisms rather than regulating gene expression by directly binding to promoters^28^. To study if Lap2α modulates the epigenetic landscape of also MRTF-A/SRF target genes, we analyzed the levels of the active H3K4me3 and H3K9Ac histone marks on the promoter region of genes with the MRTF-A peaks (Fig. 5c–f, Supplementary Table S3.2**,** see also Supplementary Fig. S4c–f for Pol II S5 and MRTF-A enrichment on these genes), and on all expressed genes in Lap2α WT and KO cells (Supplementary Fig. S5a,b; ChIP-seq data from^28^). Although the MRTF-A/SRF target genes displayed decreased amount of RNA Pol II S5P in Lap2α KO cells compared to WT cells (Supplementary Fig. S4 e–f**),** the levels of H3K4me3 and H3K9Ac were very similar in both cell lines (Fig. 5c–f). In contrast, genes that were previously shown to display altered expression in Lap2α KO cells displayed increased and decreased levels of H3K4me3 and H3K9Ac histone marks on up-regulated and down-regulated genes, respectively (Supplementary Fig. S5c-f: data from^28^). Although H3K9Ac levels on the selected 59 genes appeared slightly higher in Lap2α WT than in Lap2α KO cells (Fig. 5e,f), the same difference remained for all expressed genes (Supplementary Fig. S5b), indicating that it was not a specific characteristic of MRTF-A/SRF target genes. Taken together, Lap2α does not show any preferential binding to MRTF-A/SRF target genes, and therefore the influence on H3K4me3 and H3K9Ac on these genes does not extend beyond the overall effect that Lap2α has on these histone marks.

**Figure 5:**
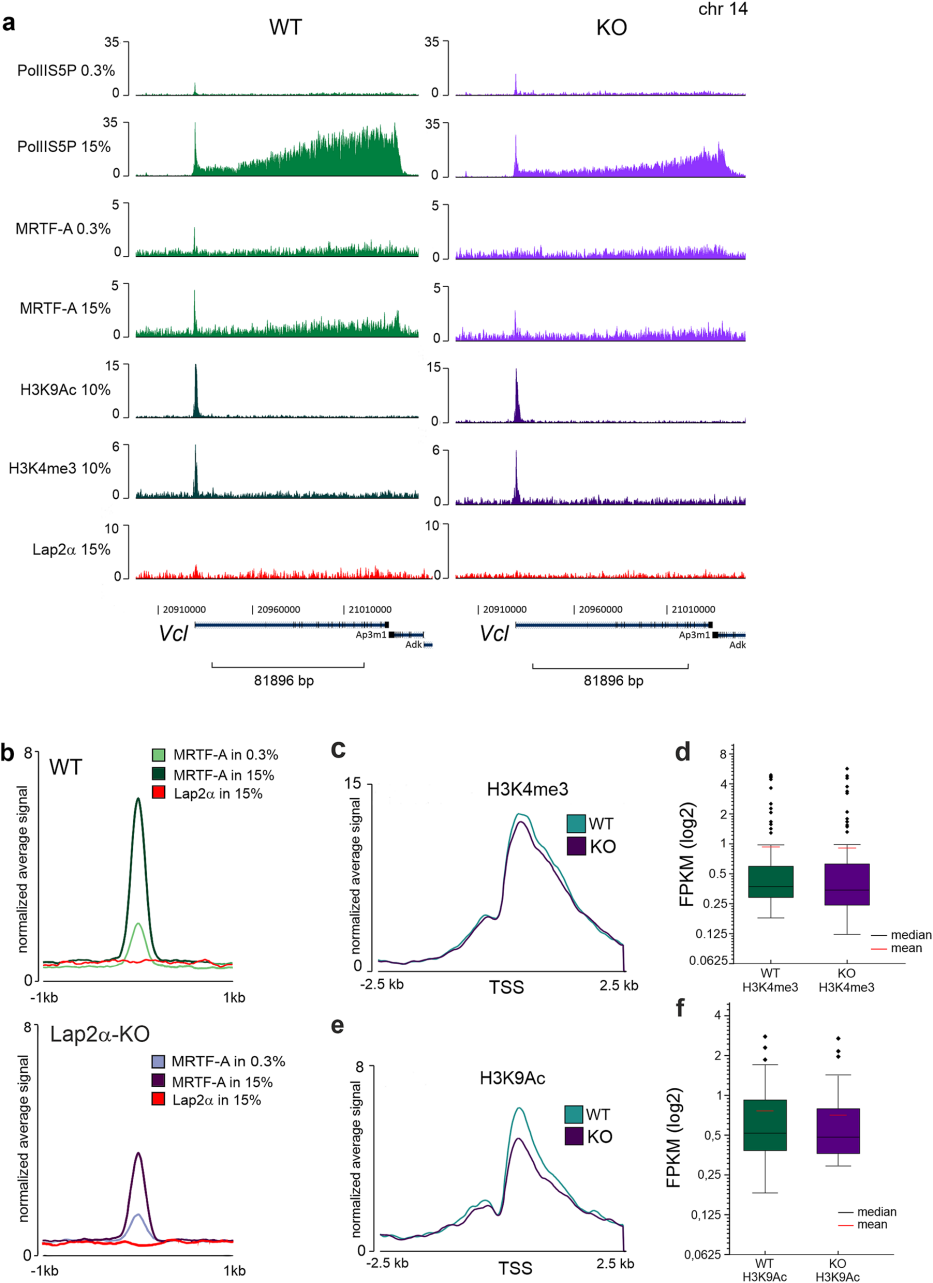
Lap2α neither interacts with MRTF-A/SRF target genes nor modulates their active histone marks. **(a)** Normalized (FPKM) coverage of Pol II S5P, MRTF-A, H3K9Ac, H3K4me3 and Lap2α by ChIP-seq to MRTF-A target gene *Vcl* in Lap2α WT and KO fibroblasts under serum starved (0.3%) and serum stimulated (15%) conditions. Data for H3K9Ac and H3K4me3 binding were used from Gesson et al., 2016. **(b)** Coverage of Lap2α and MRTF-A on MRTF-A peaks with SRF motif in Lap2α WT and KO MDFs cells in serum-starved (0.3%) and serum-stimulated (15%) conditions. Metaprofiles with average normalized fragment counts (FPKM) are centered on MRTF-A in 15% peak summits. **(c)** Histone H3K4me3 at the TSS of 59 selected genes in WT and KO MDF. Metaprofiles show 5 kb window with average normalized fragment counts centered on TSS. **(d)** Normalized read counts (FPKM) for histone H3K4me3 at the TSS of 59 selected genes do not show significant difference between WT and Lap2α KO MDF. **(e)** Histone H3K9Ac at the TSS of 59 selected genes in WT and KO MDF. Metaprofiles show 5 kb window with average normalized fragment counts centered on TSS. **(f)** Normalized read counts (FPKM) for histone H3K9Ac at the TSS of 59 selected genes do not show significant difference between WT and KO MDF. See also Supplementary S5.

### MRTF-A binds to Lap2α

Our data so far has demonstrated that Lap2α is required for the proper recruitment of MRTF-A to its target genes. To explore the mechanism of this regulation, we hypothesized that Lap2α might interact with MRTF-A, and thus affect its activity. To study this, we performed co-immunoprecipitation (co-IP) studies in NIH 3T3 fibroblasts. First, the interaction between full-length proteins was confirmed. Antibody against tagged MRTF-A efficiently precipitated endogenous and tagged Lap2α (Fig. 6a,b, Table 1) and tagged Lap2α precipitated tagged full-length MRTF-A (Fig. 6c). However, we did not detect any interaction between Lap2α and SRF in similar co-immunoprecipitation experiments (Supplementary Fig. S6a**)**, further confirming our results that Lap2α is specifically involved in regulating MRTF-A, and not SRF in general (Fig. 2a).

**Figure 6:**
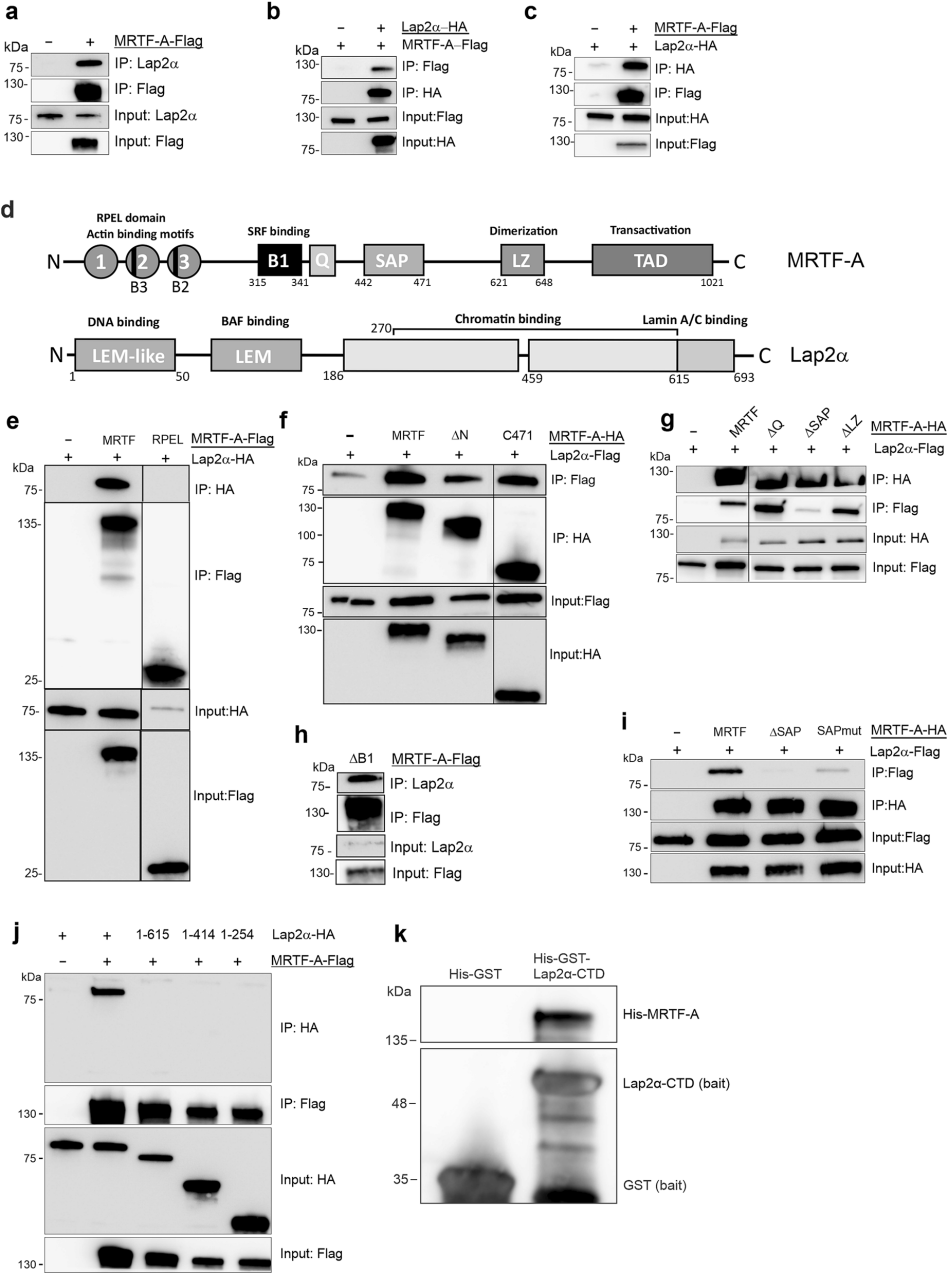
MRTF-A binds to Lap2α. **(a)** Flag-tagged MRTF-A co-immunoprecipitates endogenous Lap2α. Transfected constructs are shown above the blots with the construct used as a bait underlined, protein weight markers on the left and the sample (immunoprecipitate or input) with the antibody used in Western Blot on the right. **(b)** HA-tagged Lap2α co-immunoprecipitates MRTF-A-Flag; data shown as in a. **(c)** Flag-tagged MRTF-A co-immunoprecipitates Lap2α-HA; data shown as in a. **(d)** Schematic presentation of MRTF-A and Lap2α domain structures. MRTF-A domains: 1,2,3—three RPEL motifs with two basic domains (B3 and B2); B1-basic domain responsible for SRF binding; Q-glutamine-rich domain; SAP-SAP (SAF A/B-Acinus-PIAS)-domain; *LZ *leucine-zipper domain; *TAD* transcription activation domain. Lap2α domains: LEM-like, LEM (Lap2-Emerin-MAN1 domain); chromatin binding domain; Lamin A/C binding domain. **(e)** Actin-binding RPEL domain of MRTF-A is not involved in the interaction with Lap2α; data shown as in a. Vertical line marks where cut was made. **(f)** N- and C-terminus of MRTF-A are not involved in the interaction with Lap2α; data shown as in a. Vertical line marks where cut was made. **(g)** Deletion of the SAP domain (ΔSAP), but not of the Q (ΔQ) and LZ (ΔLZ) domains MRTF-A reduces the interaction with Lap2α, data shown as in a. Vertical line marks where cut was made. **(h)** SRF-binding B1-domain of MRTF-A is not involved in the interaction with Lap2α. Data shown as in a. See also a for MRTF-A full-length protein for comparison. **(i)** Introducing point mutations into the SAP domain of MRTF-A impairs binding with Lap2α, data shown as in **(a)**. **(j)** Deleting the C-terminus of Lap2α impairs co-immunoprecipitation with MRTF-A, data shown as in **(a)**. **(k)** Pulldown assay of His-MRTF-A using His-GST-Lap2α-CTD (C-terminal domain) or His-GST as baits. All proteins were detected with anti-His antibody. See also supplementary S6.

**Table 1:** List of antibodies used in the study.

Name	Company/source	Application
RNA polymerase II CTD	Abcam ab 5408	ChIP-seq
MRTF-A	home-made rabbit antiserum provided by G.Posern (Martin Luther University Halle-Wittenberg)	ChIP-seq
Lap2α	mouse monoclonal antibody provided by R. Foisner (Max F. Perutz Laboratories)	ChIP-seq, IP
SRF	Cell Signaling Rabbit mAB #5147	ChIP-seq, WB
IGG	Santa Cruz sc-2027	ChIP-seq
MRTF-A	Santa Cruz G-8 sc-390324 1:50	IF
Alexa-Fluor-488-conjugated anti-mouse	Invitrogen A21155 1:500	IF
Alexa-Fluor-488-conjugated anti-rabbit	Invitrogen A11008 1:500	IF
HRP-conjugated Flag M2	Merck A8592 1:10,000	WB
HRP-conjugated HA	Merck H6533 1:7500	WB
Lap2α	Immuquest IQ175 1:2000	WB
Lap2	Abcam ab 185718 1:1000	WB
Lamin A/C	Cell Signaling Mouse mAb #4777	WB
BANF1/BAF	Abcam ab129184	WB
IGG	Abcam ab46540	IP
HRP-conjugated His	Merck A7058 1:5000	Pull-down

Next, we utilized different deletion constructs of MRTF-A to identify the functional domain (Fig. 6d, Supplementary Fig. S6b) responsible for the Lap2α interaction. First, we tested a construct consisting of the N-terminal RPEL domain of MRTF-A (Fig. 6d, Supplementary Fig. S6b), which is responsible for actin-binding and involved in MRTF-A nuclear import^9,42^. However, no interaction was detected (Fig. 6e), which goes in line with the experiments showing that Lap2α does not regulate MRTF-A nuclear import (Fig. 3). Also MRTF-A-ΔN (Fig. 6d, Supplementary Fig. S6b), which lacks the N-terminus including the RPEL domain, efficiently co-precipitated Lap2α, further confirming that Lap2α binding takes place beyond the RPEL domain (Fig. 6f). Another MRTF-A deletion construct without C-terminus (MRTF-A C471) also bound to Lap2α (Fig. 6f). Further experiments with other MRTF-A deletion constructs indicated that while the B1 domain (responsible for the SRF binding), leucine zipper (LZ) and Q domains were not required for efficient Lap2α interaction, the construct with deletion of the SAP domain (ΔSAP) showed greatly reduced interaction with Lap2α (Fig. 6g,h). Because deletion of the whole domain might disrupt protein structure and thus affect its binding ability, we introduced point mutations inside the SAP domain (see Materials and methods for details). Similarly to the deletion of the SAP domain, also these point mutations impaired the interaction between MRTF-A and Lap2α (Fig. 6i), confirming the role of the MRTF-A SAP domain in Lap2α binding. Next, we utilized C-terminal truncations of Lap2α (Fig. 6d, Supplementary Fig. S6b) to delineate the MRTF-A binding site. Unfortunately, N-terminal truncations of Lap2α were not expressed sufficiently for co-IP experiments, as has been reported also earlier^43^. Nevertheless, Lap2α constructs with deletions of the C-terminus (1–615, 1–414, 1–254) displayed similar expression levels to the full-length protein but did not show any interaction with MRTF-A (Fig. 6j). These results demonstrate that MRTF-A and Lap2α interact in cells, and that this interaction takes place via SAP-domain of MRTF-A, and requires an intact C-terminus of Lap2α.

To study whether MRTF-A binds directly to Lap2α, we performed a pull-down assay with MRTF-A expressed and purified from insect cells, and recombinant His-GST-tagged C-terminal domain (CTD) of Lap2α (Fig. 6d, Supplementary Fig. S6b) expressed in bacterial cells. MRTF-A was detected on beads coated with Lap2α-CTD, but not on beads with GST (Fig. 6k), demonstrating the direct interaction between MRTF-A and C-terminus of Lap2α. This result also supported our Co-IP data about the role of Lap2α C-terminus in the interaction with MRTF-A.

## Discussion

The nucleoskeleton—a “dynamic network of networks”—provides not only mechanical support to the nucleus but contributes significantly to many nuclear activities, such as expression of specific sets of genes^44,45^. Previous studies have demonstrated that many components of the nucleoskeleton, especially nuclear actin and several components of the nuclear lamina, such lamin A/C, emerin and the LINC complex^11,13,15^, regulate the activity of MRTF-A, a transcription coactivator of SRF. Here we extend these studies by showing that Lap2α, the nucleoplasmic isoform of Lap2, is a novel regulator, and a direct binding partner, of MRTF-A, and required for the expression of MRTF-A-SRF target genes by modulating MRTF-A chromatin binding. Our studies therefore add another regulatory layer to the control of MRTF-A-SRF-mediated gene expression, and broaden the role of Lap2α in transcriptional regulation.

The *Tmpo* gene produces Lap2 proteins with very different functional properties. The anchored isoforms, including the Lap2β isoform, contain transmembrane domains, and are therefore important components of the nuclear envelope, interact with lamin B and help to organize heterochromatin at the nuclear periphery^18,22^. In terms of gene expression, these anchored isoforms are mostly involved in gene silencing. For example, Lap2β has been shown to influence repressive epigenetic modifications via interaction with HDAC3, and to reduce transcriptional activity of the E2F-DP complex^46,47^. In contrast, Lap2α lacks the transmembrane domain and localizes to the nucleoplasm, where it associates with euchromatin^28^. Our experiments with siRNAs targeting specifically the anchored and nucleoplasmic isoforms of Lap2 (Supplementary Fig. S1g,h), as well as studies with the Lap2α KO cells, clearly demonstrate that Lap2α is required for MRTF-A-SRF activity, whereas the anchored isoforms are dispensable (Fig. 1g). Further studies utilizing the MDF cell line derived from Lap2α KO mice^26^ confirmed the importance of Lap2α for MRTF-A/SRF function (Fig. 1h,i). The specificity of Lap2α isoform in regulating MRTF-A is also supported by our binding experiments, which showed that an intact C-terminus, which is unique to Lap2α, is required for binding to MRTF-A (Fig. 6j,k).

One of the main mechanisms to control MRTF-A activity is via its nucleo-cytoplasmic shuttling, which is regulated by both cytoplasmic and nuclear actin dynamics^10,11^. Indeed, several nucleoskeletal proteins including lamin A/C and emerin have been shown to regulate MRTF-A activity by affecting its nuclear accumulation. These proteins are required for the proper polymerization of nuclear actin, and consequently for MRTF-A activation^13,16^. However, we did not observe any defect in MRTF-A nuclear localization in Lap2α KO cells, or upon siRNA-mediated silencing of Lap2α, in any conditions that induce MRTF-A nuclear accumulation (Fig. 3a; Supplementary Fig. S3b–d). Interestingly, in Lap2α KO cells, many cells contained MRTF-A in the nucleus already in starved conditions (Fig. 3b). This could reflect activation of a feedback loop, where defective expression of many cytoskeletal genes leads to imbalance in actin polymerization, and consequently to nuclear localization of MRTF-A to correct the transcriptional defects.

The mechanism by which Lap2α impinges on MRTF-A activity is therefore different than the other nucleoskeletal proteins utilize. The fact that in Lap2α KO cells MRTF-A can localize to the nucleus (Fig. 3a), but target gene expression is impaired (Fig. 1i), implies that the regulation impinges on nuclear MRTF-A. Indeed, ChIP-seq studies revealed reduced binding of MRTF-A to SRF target genes in Lap2α KO cells (Fig. 4c,d). Also Lap2α is a chromatin-binding protein, containing LEM and LEM-like domains at the N-terminus, which mediate chromatin binding via Barrier-to-Autointegration Factor (BANF1) and by directly binding to DNA, respectively^43,48–50^. In addition, the C-terminal region of Lap2α associates even with mitotic chromosomes^51^. Furthermore, genome-wide binding studies have indicated that Lap2α associates, together with A-type lamins, with large euchromatic regions^28^. However, we failed to detect any clear overlap between MRTF-A and Lap2α enrichment on MRTF-A/SRF target genes (Fig. 5a,b), indicating that Lap2α and MRTF-A are not interacting with target gene promoters as a complex.

The exact mechanism by which Lap2α regulates MRTF-A activity awaits further studies. One putative mechanism could be via regulation of the epigenetic landscape of MRTF-A/SRF target genes. Indeed, previous studies had reported altered levels of active histone marks H3K9Ac and H3K4me3 on genes that displayed differential expression in Lap2α KO cells^28^ (Supplementary Fig. S5c–f). However, at least these histone marks were not specifically altered on MRTF-A/SRF target genes, when compared to all transcribed genes (Fig. 5c–f), further highlighting the inability of Lap2α to enrich at MRTF-A/SRF target genes. However, we cannot exclude the possibility that these minor changes in H3K9Ac and H3K4me3, or in other Lap2α-dependent histone modifications, or other Lap2α-mediated effects on chromatin environment could influence the ability of MRTF-A to bind to its target genes. Mainly in vitro studies have shown that MRTF-A/SRF interaction is favored at sites, where the DNA is easily bent^5^. Perhaps this property makes MRTF-A exquisitely sensitive to the chromatin environment, whereas the TCF/SRF interaction, occurring preferentially on a defined Ets-motif^52^, would be less sensitive. Nevertheless, since our co-immunoprecipitation and pull-down experiments demonstrate a physical interaction between Lap2α and MRTF-A, but not SRF (Fig. 6a–c,k; Supplementary Fig. S6a), we favor a model, where Lap2α regulates MRTF-A activity prior to chromatin-binding. This could take place via post-translational regulation of MRTF-A. For example, MRTF-A is phosphorylated on multiple residues, and phosphorylation both positively and negatively regulates MRTF-A activity^53^. On the other hand, UBC9-mediated SUMOylation of MRTF-A reduces its transcriptional activity^54^. Another potentially interesting post-translational modification in this context is acetylation, since recent studies have shown that it can both positively and negatively influence MRTF-A activity. SIRT1-mediated deacetylation enhances the transcriptional activity of MRTF-A, and promotes its recruitment to the collagen type I promoters^55^. However, in monocytes, acetylation by PCAF promotes nuclear translocation of MRTF-A and consequent interaction with transcription factor NF-κB, thus affecting pro-inflammatory transcription^56^. MRTF-A also interacts with HDAC6, and its inhibition causes increased acetylation and levels of MRTF-A, leading to enhanced transcriptional activity of SRF. Since HDAC6 is a cytoplasmic protein, this regulation likely takes place prior to MRTF-A nuclear accumulation^57^. On the other hand, Lap2 isoforms have been shown, through competitive interactions, to regulate the activity of Hedgehog transcription factor Gli1 by controlling its acetylation, and thereby its movement between the nuclear lamina and nucleoplasm. The nuclear membrane anchored Lap2β maintains a reserve of Gli1 at the INM in acetylation-dependent manner, while Lap2α, promoted by aPKC, scaffolds Gli1 to HDAC1 for deacetylation and release from the INM^32^. In the future, it will be interesting to study, whether the direct interaction between MRTF-A and Lap2α facilitates MRTF-A activity via control of its acetylation. Further studies on the biochemical basis of MRTF-A-Lap2α interaction are needed to design e.g., rescue experiments to test these ideas.

Decreased MRTF-A/SRF activity upon lack of Lap2α revealed interesting aspects and possibilities into both MRTF-A function and phenotypical effects of Lap2α. In line with the literature describing the competitive interactions between MRTFs and TCFs for regulating SRF-mediated transcription^5^, we observed increased activation of several canonical TCF target genes, such as *Egr1, Egr3* and *Fos* in Lap2α KO cells compared to Lap2α WT cells (Fig. 2a). We thus propose that the absence of Lap2α shifts the balance between MRTF and TCF-dependent gene expression towards TCFs, promoting a proliferative program. This could therefore contribute, together with the regulation of pRb, to the hyperproliferative phenotype observed upon loss of Lap2α in many contexts^26,29^. Analysis of Lap2α-deficient mice have also revealed phenotypes associated with both skeletal and heart muscle function. Loss of Lap2α leads to an increase in myofiber-associated stem cell pool and shifts the myofiber-type ratio towards fast fiber types^58^. Moreover, loss of Lap2α leads to systolic dysfunction in younger mice, as well as increased susceptibility for fibrosis in old mice. These defects in heart function are accompanied by deregulation of GATA4 and Mef2c transcription factors^31^. It is tempting to speculate that the novel function described here for Lap2α in MRTF-A regulation might play a role in muscle tissues as well. Indeed, many MRTF-A/SRF target genes are muscle-specific genes^7,59,60^ and MRTFs in general are considered as important transcription cofactors for both the development of the cardiovascular system and its adaptation to injury and stress^61^. MRTF-A is also required for skeletal muscle differentiation both in vivo and in vitro^60,62^. MRTF-A is tightly regulated in skeletal muscle, and increased expression levels have been reported upon regeneration of skeletal muscle injuries^63^, although decrease in MRTF-A levels are needed during myoblast fusion^64,65^. One mechanism to control MRTF-A abundance during myogenic differentiation is by microRNAs miR24-3p and miR-486-5p, which bind to the 3’UTR of the MRTF-A transcript and reduce MRTF-A expression^66^. Deregulation of MRTF-A/SRF pathway has been described in mice and cells expressing dilated cardiomyopathy (DCM)-causing lamin A/C mutations^13^. Interestingly, a mutation in Lap2α that lowers its affinity for lamin A/C has been identified in a family suffering from DCM^67^. It would be interesting to study whether MRTF-A/SRF target gene expression would be affected also in this DCM context. Further studies are needed to elucidate the functional significance of MRTF-A-mediated transcription to the multiple phenotypes associated with loss of Lap2α, and its potential significance to diseases caused by mutations in either Lap2α or lamin A/C. It will also be important to validate the role of Lap2α in regulating the other MRTF family members, MRTF-B and myocardin.

While the loss of Lap2α led to decreased binding of MRTF-A to the SRF target genes, our ChIP-seq data surprisingly revealed a higher number of MRTF-A peaks in the Lap2α KO cells compared to WT cells in starved conditions (Supplementary Fig. S4a). This result might be explained by increased nuclear localization of MRTF-A in starved KO cells that we showed in our localization experiments (Fig. 3), and might reflect binding of MRTF-A to lower affinity binding sites on chromatin. Motif analysis revealed that MRTF-A peaks were enriched for motifs of other transcription factors, such as ZBTB33 (Supplementary Table S4). Further experiments are required to elucidate the role of MRTF-A in SRF-independent transcription, and its cooperation with other transcription factors. Here it is also interesting to note that our co-immunoprecipitation experiments demonstrated the requirement for the MRTF-A SAP-domain in binding to Lap2α (Fig. 6i). The role of the SAP domain in MRTF-A function is still somewhat elusive. Its structure points to a possible interaction with DNA similarly to other SAP-domain containing proteins^68^ and at least a set of specific genes associated with breast cancer have been suggested to be regulated by the MRTF SAP-domain, in SRF-independent manner^41^. Whether the interaction with Lap2α plays a role here awaits further studies.

Taken together, our research describes a novel mechanism to regulate the expression of MRTF-A/SRF target genes by Lap2α. In the future, it will be interesting to study further the biological relevance of this regulatory interaction in the context of both normal development and disease, and to explore the molecular mechanisms involved.

## Material and methods

### Plasmids

Details of the plasmid cloned for the study are available on request.

Plasmids used in the study: MRTF-A-GFP-N3, MRTF-A-2HA-N3, MRTF-A-2Flag-N3, MRTF-A-C471^4^, MRTF-A-ΔN-2HA-N3 (amino acids 170–1021), MRTF-A-ΔQ-2HA-N3, MRTF-A-ΔSAP-2HA-N3, MRTF-A SAPmut, MRTF-A-ΔLZ-2HA-N3, RPEL-2HA-N3 (amino acids 1–204), MRTF-A-pDest10, Lap2α-2HA-C1, Lap2α-2Flag-C1, pET41a-3CΔ-Lap2α-CTD (amino acids 459–693), reporter plasmids were p3DA.luc^69^, pRL-TK (Promega). For the design of MRTF-A SAPmut, we first analyzed the structure of MRTF-A SAP domain using Phyre^2^ web portal^70^. Using structure of MRTF-A SAP domain (https://www.rcsb.org/structure/2KVU) as a reference, Phyre^2^ identified several SAP domain-containing proteins, and we chose three of them characterized by high confidence (> 98%) and high sequence identity (47–100%) of their SAP domains: ERI1 (human), SIZ1 (rice), THO1 (yeast). We did alignment of amino acid sequences and compared it with the data from Aravind and Koonin^68^, who have described SAP domain as a putative DNA-binding motif. Although the most conserved residues were represented by five leucines, we decided not to mutate them because they are required to maintain correct folding of SAP domain helixes. We chose four amino acid residues, which appeared the most conserved among charged residues in SAP domains of analyzed proteins and replaced them with non-charged serine (K451S, R457S, K465S and R471S) in MRTF-A.

### Cell lines and transfections

NIH 3T3 cell line were obtained from the Treisman lab. Tetracycline-inducible MRTF-A-GFP-expressing NIH 3T3 cell line (R332) is described earlier^10^. Mouse dermal fibroblast (MDF) cell line with knock-out of Lap2α and the corresponding wild type MDF cell line were derived from Lap2α knockout mice^26^. All cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Lonza) supplemented with 10% Fetal Bovine Serum (FBS; GIBCO), 100 units/ml Penicillin and 0.1 mg/ml Streptomycin (Thermo Fisher Scientific) and maintained in humidified 95% air/5% CO_2_ incubator at + 37˚C. In addition, the R332 cell line was supplemented with 5 μg/ml Blasticidin (Invivogen) and 250 μg/ml Zeocin (Invivogen). Tetracycline (1 μg/ml) was added to the growth medium to induce the expression of MRTF-A-GFP.

For siRNA transfections, NIH 3T3 cells were plated onto 6-well tissue culture plate at a density of 25,000 cells per well one day prior to transfection. On the next day, cells were transfected with 20 nmol siRNA (mouse Lap2: 5’-GAUGUGACAGAGCUCUCUA predesigned from Sigma; mouse Lap2α: 5’-AGUCCAGCUAUCAAGAUUC; mouse Lap2β: 5’—GAGUACUCCCAUAGCUGAA; negative control: AllStars negative control from Qiagen) using Interferin transfection reagent (Polyplus transfection) according to manufacturer’s protocol. On day 4, cells were re-transfected with siRNAs and DNA constructs if needed (for the Luciferase assay, see below), and the following day processed for western blotting, RNA extraction or luciferase assay.

For Western blotting analysis, cells were washed with 1 × PBS and lysed in 1 × Laemmli buffer. For RNA extraction and RT-qPCR analysis, re-transfected cells maintained in low-serum (0.3% FBS) DMEM for 24 h. After starvation, cells were stimulated with serum (15%) for 45 min and harvested for RNA extraction.

### Luciferase assay

MDF or NIH cells were plated onto a 24-well plate. Next day MDF cells were transfected with SRF reporter p3D-Aluc (8 ng) and reference reporter pTK-RL (20 ng), with or without normalization control SRF-VP16 (20 ng) by using JetPrime transfection reagent. NIH cells were first transfected with siRNA as above, on day 4, re-transfected with p3DA.luc and pTK-RL plasmids. Cells were maintained in DMEM containing 0.3% FBS for 24 h and stimulated with serum (15%). After 7 h of stimulation, cells were harvested and analysed with the Dual-Luciferase reporter assay system (Promega) and a Multimode Plate Reader EnSpire (PerkinElmer), according to manufacturer’s instructions. For data analysis, the activity of firefly luciferase was normalized to the renilla luciferase activity and SRF-VP16 was set to 100.

### Immunostaining and microscopy

For microscopy, cells on coverslips were fixed with 4% paraformaldehyde for 15 min, washed four times with PBS and permeabilized for 5 min with 0.5% Triton X-100 (Merck) in PBS. For antibody staining, permeabilized cells were blocked with a blocking buffer (1% BSA, 1% Gelatin, 10% FBS) for 30 min and incubated with primary antibody for 1 h at RT (Table 1). Coverslips were washed three times with PBS and incubated with Alexa Fluor-conjugated secondary antibody for 1 h with or without DAPI (4',6-diamidino-2-phenylindole). Coverslips were washed three times with PBS and mounted in Mowiol 4-88 (Merck). Wide-field fluorescence microscope Leica (Leica, Welzlar, Germany) DM6000 with HCXPL APO 63x/1.40–0.60 oil objective and confocal Zeiss LSM700, 63x/1.3 objective and ZEN software were used to image the samples. The image files were processed with MIB software^71^.

### RNA seq

For RNA seq, NIH 3T3 cells were plated onto 10 cm plates. The following day, cells were transfected with siRNA as above (Lap2: 5’-GAUGUGACAGAGCUCUCUA from Sigma; negative control: AllStars negative control from Qiagen). Total RNA was extracted with a Nucleospin RNA kit from Macherey–Nagel according to the manufacturer’s protocol from triplicates of control and Lap2-depleted samples. Libraries were prepared for Illumina NextSeq 500 using Ribo-Zero rRNA Removal Kit (Illumina) and the NEBNext Ultra Directional RNA Library Prep at the Biomedicum Functional Genomics Unit (FuGU) according to the manufacturer’s protocols. RNA-seq data sets were aligned using TopHat2^72^ (using Chipster software^73^) to version mm10 of the mouse genome with the default settings. Counting aligned reads per genes were performed with HTSeq^74^. Differential expression analysis was performed with DESeq^75^. List of the transcribed genes was based on the aligned reads count cutoff > 1 from the RNA-Seq data from control vs Lap2-depleted NIH 3T3 cells. Gene ontology was performed using DAVID^76,77^.

### ChIP-seq

For chromatin immunoprecipitation (ChIP), NIH 3T3 or MDF cells were grown on 15 cm plates. Confluent cells (5 × 10^6^ cells) were fixed in 1% paraformaldehyde/PBS for 10 min at RT, crosslinking was stopped by adding cold glycine to a final concentration of 0.125 M for 5 min, followed by harvesting in 500 ml of ice-cold PBS and spinning at 1000 *g* for 5 min at + 4 °C. Cell pellets were lysed in 300 µl of RIPA buffer and sonicated with Bioruptor (Diagenode; number of cycles = 15, power = HIGH, ON = 30 s, OFF = 30 s). IPs were carried out with 5 µg antibody (Table 1) overnight at 4 °C in a rotating wheel. The immuno-complexes were collected with 50 μl of protein A sepharose (17–0780-01, GE Healthcare) at 4 °C for two hours with rotation. The beads were pelleted by centrifugation at 4 °C for 1 min at 500 g and washed sequentially for 5 min on rotation with 1 ml of the following buffers: low-salt wash buffer (RIPA) (10 mM Tris–HCl (pH 8.0), 0.1% SDS, 1% Triton X-100, 1 mM EDTA, 140 mM NaCl, 0.1% sodium deoxycholate), high-salt wash buffer (10 mM Tris–HCl (pH 8.1), 0.1% SDS, 1% Triton X100, 1 mM EDTA, 500 mM NaCl, 0.1% sodium deoxycholate) and LiCl wash buffer (10 mM Tris–HCl (pH 8.1), 0.25 mM LiCl, 0.5% IGEPAL CA-630, 0.5% sodium deoxycholate, 1 mM EDTA). Finally, the beads were washed twice with 1 ml of TE buffer (10 mM Tris–HCl (pH 8.0), 1 mM EDTA). Chromatin was eluted in 150 μl of 1% SDS in TE buffer. The cross-linking was reversed by adding NaCl to final concentration of 200 mM and incubating at 65 °C overnight. The eluate was treated with Proteinase K and the DNA was recovered by extraction with phenol/chloroform/isoamyl alcohol (25/24/1, by vol.) and precipitated with 0.1 volume of 3 M sodium acetate (pH 5.2) and two volumes of ethanol using glycogen as a carrier. ChIP libraries were prepared for Illumina NextSeq 500 using NEBNext ChIP-Seq DNA Sample Prep Master Mix Set for Illumina (NEB E6240) and NEBNext® Multiplex Oligos for Illumina^®^ (Index Primers Set 1) (NEB E7335) according to the manufacturer’s protocols. Sequencing was performed with NextSeq500 at Biomedicum Functional Genomics Unit (FuGU). ChIP-Seq data sets were aligned using Bowtie2 (using Chipster software^73^) to version mm10 of the mouse genome with the default settings. Peak calling was performed with MASC2 against input^78^. To visualize and present ChIPseq data, we used Integrative Genomics Viewer, IGV^79^ and EaSeq^80^ (http://easeq.net). Heatmaps normalized on the input signal and plots showing average normalized fragment signal in the regions of interest were generated using EaSeq. The signal from the regions of interest were quantified with normalization per million per kilobase and statistically analyzed with Mann–Whitney U test using Origin. We used MEME-ChIP to perform comprehensive motif analysis (including motif discovery)^81^.

### Data access

ChIP-seq and RNA-seq data are available under Gene Expression Omnibus accession number GSE159371.

### Single cell tracking assay

MDF cells were plated in 12-well plate (3000–4000 cells/well) in 10% FBS DMEM. On the next day, medium was replaced to 0.3% FBS DMEM, and cells were maintained under starved conditions for 24 h. After starvation, cells were stimulated with serum (15%) and immediately transferred into Cell-IQ Fluorescence imaging system (Chip-Man Technology) and monitored for 16 h at + 37 °C and CO_2_ flow 25–30 mL/min_._ The images were taken with 20 min intervals. Images were stitched using wound healing assay tool of MIB software^71^; the stitched images were downsampled two times and saved as 3D-TIF stacks. The cell tracking was done using TrackMate plugin of Fiji^82^. Mitotic cells were identified and tracing of daughter cells started immediately after cell division. Each daughter cell was traced independently. The average speed of each cell was calculated and the results for all cells were plotted using violin plot function^83^ in Matlab (Mathworks Inc, MA).

### Co-IP assays

#### For tagged proteins

NIH 3T3 cells (1 × 10^6^) were plated on 10 cm dishes and transfected with the appropriate HA/FLAG-tagged constructs (3 μg each plasmid) using Jet Prime transfection reagent. Twenty-four hours later, cells were harvested in IP buffer (0.5% Triton X-100, 50 mM Tris–HCl pH 7.5, 150 mM NaCl, protease inhibitor cocktail (Sigma-Aldrich)) and the lysates were cleared by centrifugation. Cleared lysates were then subjected to EZview Red Anti-HA Affinity Gel or Anti-FLAG M2 Affinity Gel (Sigma-Aldrich), incubated 3 h on rotation at + 4 °C and washed three times with IP buffer without Triton X-100. Bound proteins were eluted with 1 × SDS–PAGE loading buffer, boiled for 5 min, separated in 4–20% SDS–PAGE (BioRad) and electroblotted to nitrocellulose membrane. The membrane was probed with indicated antibodies (Table 1) diluted in 5% w/v non-fat dry milk or 2.5% BSA in PBS 0.1% Tween. Immunoreactive signals were acquired using WesternBright™ ECL-spray (Advansta).

#### For endogenous proteins

NIH 3T3 cells were plated on 15 cm dishes. When cell confluency reached 70–80%, cells were washed with ice-cold PBS and harvested in IP buffer (as described above).Cleared cell lysates were incubated with antibody (Lap2α or IgG, Table 1) for 4 h on rotation at + 4 °C, then bound antibody was precipitated with Dynabeads Protein G (Thermo Fisher Scientific). Washing and elution was done according the protocol for Dynabeads Protein G (Thermo Fisher Scientific). All original western blots are available in Supplementary 7; note that some blots were cut to detect several different proteins from the same blot.

### Real-time quantitative PCR

NIH or MDF cells were plated on 35 mm dishes. On the next day, the media was changed to fresh growth media containing 0.3% FBS. Cells were maintained in low-serum conditions for 24 h. On day 3, cells were stimulated with 15% FBS for 45 min and total RNA was extracted using Nucleospin RNA II kit according to the manufacturer’s protocol (Macherey–Nagel). Five hundred micrograms of total RNA was used for complementary DNA synthesis using Thermo Scientific RT–PCR kit (Thermo Scientific). Quantitative PCR was carried out using the Bio-Rad CFX machine (Bio-Rad) and SYBR green qPCR reagent (Thermo Scientific). Gene specific primers are listed below:

Gapdh_fw: 5′-TGCACCACCAACTGCTTAGC-3′

Gapdh_rev: 5′-GGCATGGACTGTGGTCATGAG-3′

Acta2 fw: 5′-ACTGGGACGACATGGAAAAG-3′

Acta2 rev: 5′-GTTCAGTGGTGCCTCTGTCA-3′

Vcl fw: 5′-CTTTGTGCAGGCAAGGAACG-3′

Vcl rev: 5′-GCTGCATTCTCCACTTTGGC-3′

Tagln fw: 5’-CTATGAAGGTAAGGATATGGC

Tagln rev: 5’-TCTGTGAAGTCCCTCTTATG

Egr1 fw: 5’-CAGAGTCCTTTTCTGACATC

Egr1 rev: 5’-GAGAAGCGGCCAGTATAG

Egr3 fw: 5’-CCACCTCACCACTCACATCC

Egr3 rev: 5’-CTTGAGGTGGATCTTGGCGT

Fos fw: 5’-TACTACCATTCCCCAGCCGA

Fos rev: 5’-GCTGTCACCGTGGGGATAAA.

Relative expression levels were calculated by the comparative *C*_T_ method, normalizing to the Gapdh cDNA: 2^−C^_T_ (target)/2^−C^_T_ (Gapdh).

### Expression and purification of MRTF-A protein

Recombinant mouse His-MRTF-A was expressed by using MultiBac baculovirus expression system. MRTF-A-pDest10 plasmid was transformed into DH10MultiBac cells, recombinant bacmids were prepared and the presence of the correct construct verified by PCR. The verified bacmid was transfected into Sf21 cells using Fugene HD transfection reagent (Promega). The obtained viral stock was amplified and used for protein expression. The expression of His-MRTF-A was done by infecting cells at the density of 2.0 × 10^6^ cells/ml with the baculoviral stock at a multiplicity of infection (MOI) of 1. The cells were collected after 96 h and the pellets were snap frozen and stored at −80 °C. The expression was verified by Western blot. For purification, the cell pellets were resuspended in lysis buffer (25 mM Tris–HCl pH 8.0, 10 mM NaCl, 1 mM MgCl_2_, 2 mM B-mercaptoethanol, 0.2% Igepal) with protease inhibitors (Roche) and benzonase nuclease (1 μl of 250 units/μl, Sigma-Aldrich) and lysed with EmulsiFlex-C3 (AVESTIN) with gauge pressure ~ 15,000 psi for 10 min. Immediately after lysis, the NaCl concentration was adjusted to 200 mM and 10 mM imidazole was added. Cell extract was incubated for 10 min at + 4 °C and clarified by centrifugation at 39,000 *g* for 30 min and immediately processed to metal (Ni^2+^) affinity purification using Ni^2+^-NTA agarose beads (Qiagen) equilibrated with lysis buffer. Beads were incubated with extract for 2 h on rotation at + 4 °C and washed three times with buffer A (25 mM Tris–HCl pH 8.0, 300 mM NaCl, 2 mM B-mercaptoethanol) and two times with buffer A with addition of 20 mM imidazole. The last wash was conducted in a disposable 10 ml Poly-prep column (Bio-RAD) and the protein was eluted from the beads with elution buffer (25 mM Tris–HCl pH 8.0, 100 mM NaCl, 500 mM imidazole). The protein was further purified with gel filtration column Superdex 200 HiLoad 16/60 (Pharmacia), which was equilibrated with buffer B (50 mM Tris–HCl pH 8.0, 100 mM NaCl, 1 mM DTT, 0.5 mM EDTA, 10% glycerol). Fractions were analyzed by SDS-PAGE and those containing His-MRTF-A were concentrated and stored at −80 °C.

### Expression of Lap2α-CTD

The coding region corresponding to murine Lap2α residues 459–693 was cloned to pET 4.1-3CD. *E.coli* cells expressing His-GST-Lap2α-CTD were grown at 37 °C for 2–3 h until OD_600_ reached 0.6–1.0 and then induced with IPTG to a final concentration of 1 mM. Then cells were cultivated for 3 h at 37 °C, harvested by centrifugation at 4000 rpm 3 min, frozen and stored at −80 °C.

### Pull-down assay

His-GST (10 µl) and His-GST-Lap2α-CTD (100 µl) *E.coli* lysates were immobilized on 50 µl of Protino 4B glutathione agarose (Macherey–Nagel) equilibrated with binding buffer 1 (25 mM Tris–HCl pH 7.5, 150 mM NaCl, 1 mM DTT) in a total reaction volume of 300 µl in binding buffer 1 for 2 h on rotation at + 4 °C. Beads were washed once with binding buffer 1, three times with binding buffer 2 (25 mM Tris–HCl pH 7.5, 500 mM NaCl, 1 mM DTT) and once with binding buffer 1. After the washes, beads were incubated with 1.5 µM purified recombinant His-MRTF-A in binding buffer 1 for overnight on rotation at + 4 °C. After incubation the beads were washed three times with binding buffer 1 and bound proteins were eluted with 1xSDS-PAGE loading buffer. Samples were boiled for 5 min and the proteins were separated in 4–20% Mini-PROTEAN TGX Precast Protein Gel (Bio-RAD) and electroblotted to nitrocellulose membrane. The membrane was probed with anti-His antibody to assess the association of His-MRTF-A with GST-fusions (Table 1). Western blotting detection system was WesternBright™ ECL-spray (Advansta).

### Statistical analysis

Statistical analyses were performed in Excel or XLSTAT by two‐tailed Student's *t*‐test, with two-sample unequal variance for the data conformed to normal distribution (SRF reporter activity, expression of SRF target genes, MRTF-A localization). Non-parametric Kolmogorov–Smirnov test, with the significance level of 0.05, was applied to Single cell tracking assay data, because the data did not conform to normal distribution.

## Supplementary Information

Supplementary Figures.

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

# Supplementary material for: Lamina-associated polypeptide 2α is required for intranuclear MRTF-A activity
**Source:** Sci Rep. 2022 Feb 10;12:2306. doi: 10.1038/s41598-022-06135-5

## Supplementary

### Figure S1. Related to figure 1.

(a) Western blot showing depletion of Lap2 $\alpha$  and Lap2 $\beta$  in NIH 3T3 with siRNA against total Lap2. Used siRNA on the top, molecular weight markers on the left, and antibody used in Western Blot on the right.

(b) Venn diagram showing overlap of serum-responsive genes in control and Lap2-depleted NIH 3T3 fibroblasts.

(c) Violin plot showing distribution of log<sub>2</sub>FC of genes activated in control and Lap2 $\alpha$ -depleted NIH 3T3 fibroblasts. N=356. Statistically significant differences (\*) tested by Mann-Whitney U-test,  $P < 0.0001$ .

(d) SRF and MRTF-A average normalized read counts (FPKM) on the SRF peaks identified in serum-stimulated conditions in NIH 3T3 fibroblasts. Metaprofiles are centered on SRF in 15% peak summits.

(e) Violin plots showing distribution of SRF and MRTF-A average normalized read counts (FPKM) at identified SRF in 15% binding sites (N=383) at 400 bp region centered on SRF in 15% peak summits. Statistically significant differences (\*) tested by Mann-Whitney U test  $P < 0.00001$ .

(f) Heat maps showing enrichment of SRF and MRTF-A at identified SRF binding sites in 15% (N=383) across a 5-kb region centered on the peak summit and sorted according to decreasing MRTF-A in 15% normalized read count. The read count are normalized to input signal accordingly.

(g) Western blot showing depletion of Lap2 $\alpha$  in NIH 3T3; data shown as in A.

(h) Western blot showing depletion of Lap2 $\beta$  in NIH 3T3; data shown as in A

(i) Western blot showing Lap2 $\alpha$  and Lap2 $\beta$  protein amounts in Lap2 $\alpha$  WT and KO mouse dermal fibroblasts

### Figure S3. Lap2 $\alpha$ is not required for MRTF-A nuclear localization; related to figure 3.

(a) Localization of endogenous MRTF-A in WT and Lap2 $\alpha$  KO MDF cells after 45 min of serum (15%) stimulation. Scale bars 10  $\mu$ m.

**(b)** Localization of MRTF-A-GFP in serum-starved (0.3% FBS), and serum-stimulated (15% FBS) NIH 3T3 fibroblasts transfected with control (upper panel) or Lap2 $\alpha$  (lower panel) siRNAs. Scale bars 10  $\mu$ m.

**(c)** Localization of endogenous MRTF-A in serum-starved (0.3% FBS), serum-stimulated (30 min, 15% FBS), Leptomycin B (LMB)-treated (30 min, 20 nM) and cytochalasin D (CD)-treated (30 min, 2 $\mu$ M) Lap2 $\alpha$  WT (upper panel) and KO (lower panel) MDF cells. Scale bars 10  $\mu$ m.

**(d)** Quantification of endogenous MRTF-A localization in Lap2 $\alpha$  WT (left) and KO (right) MDFs. Number of cells: N=154 WT 0.3%; N=141 WT 15%; N=158 WT LMB; N=129 WT CD; N=195 KO 0.3%; N=178 KO 15%; N=231 KO LMB; N=52 KO CD

**Figure S4. Chromatin binding of MRTF-A and Pol II in Lap2 $\alpha$  WT and KO cells, related to figure 4.**

**(a)** Venn diagrams showing overlaps of MRTF-A peaks enriched with SRF motif in Lap2 $\alpha$  WT and KO MDF in serum-starved (0.3% FBS) and serum-stimulated (15% FBS) conditions.

**(b)** Heat map showing enrichment of MRTF-A at identified binding sites (N=155) in 15% serum across a 5 kb region centered on the peak summit and sorted according to decreasing MRTF-A in 15% serum in KO normalized read count. The read counts are normalized to input signal accordingly.

**(c)** MRTF-A coverage on selected 59 peaks with MRTF-A peaks in Lap2 $\alpha$  WT and KO MDF. Metaprofiles with average normalized fragment counts across gene loci, standardized to the same gene length.

**(d)** Normalized read counts (FPKM) at identified MRTF-A binding sites (N=63) at 400 bp in Lap2 $\alpha$  WT vs KO cells in serum-starved (0.3%) and serum-stimulated (15%) conditions. Statistically significant differences (\*) tested by Mann-Whitney U test  $P < 0.00001$ .

**(e)** Pol II S5P coverage on selected 58 genes in Lap2 $\alpha$  WT and KO MDF. Metaprofiles with average normalized fragment counts across gene loci, standardized to the same gene length.

**(f)** Normalized read counts (FPKM) ratio (in serum-stimulated (15%) vs serum-starved (0.3%) conditions) of Pol II S5P at gene bodies (N=58) in Lap2 $\alpha$  WT vs KO cells. Statistically significant differences (\*) tested by Mann-Whitney U test  $P < 0.00001$ .

**Figure S5. Distribution of active histone marks (H3K4me3 and H3K9Ac) on up- and down-regulated genes in Lap2 $\alpha$  KO vs WT MDF, related to figure 5.**

Reanalyzed from Gesson et al, 2016.

**(a, b)** Histone marks H3K4me3 (a) and H3K9Ac (b) at the TSS of all genes in WT and Lap2 $\alpha$  KO cells. Metaprofiles show 5 kb window with average normalized fragment counts centered on TSS.

**(c, d)** Histone marks H3K9Ac (c) and H3K4me3 (d) at the TSS of genes up-regulated in Lap2 $\alpha$  KO fibroblasts is higher in KO cells. Metaprofiles show 5 kb window with average normalized fragment counts centered on TSS.

**(e, f)** Histone marks H3K9Ac (c) and H3K4me3 (d) at the TSS of genes down-regulated in Lap2 $\alpha$  KO fibroblasts is higher in WT cells. Metaprofiles show 5 kb window with average normalized fragment counts centered on TSS

**Figure S6. Lap2 $\alpha$  does not interact with SRF, related to figure 6.**

**(a)** Lap2 $\alpha$  does not co-immunoprecipitate SRF. Immunoprecipitation (IP) was performed using anti-Lap2 $\alpha$  and anti-IgG (control) antibodies. Immunoprecipitates and cell lysates were subjected to WB analysis using anti-Lap2 $\alpha$ , anti-Lamin A (positive control), anti-SRF and anti-BAF (positive control) antibodies. Protein weight markers on the left and the antibody used in Western Blot on the right.

**(b)** Schematic presentation of MRTF-A and Lap2 $\alpha$  constructs used in co-immunoprecipitation and pull-down experiments.

.

Supplementary Figure 1

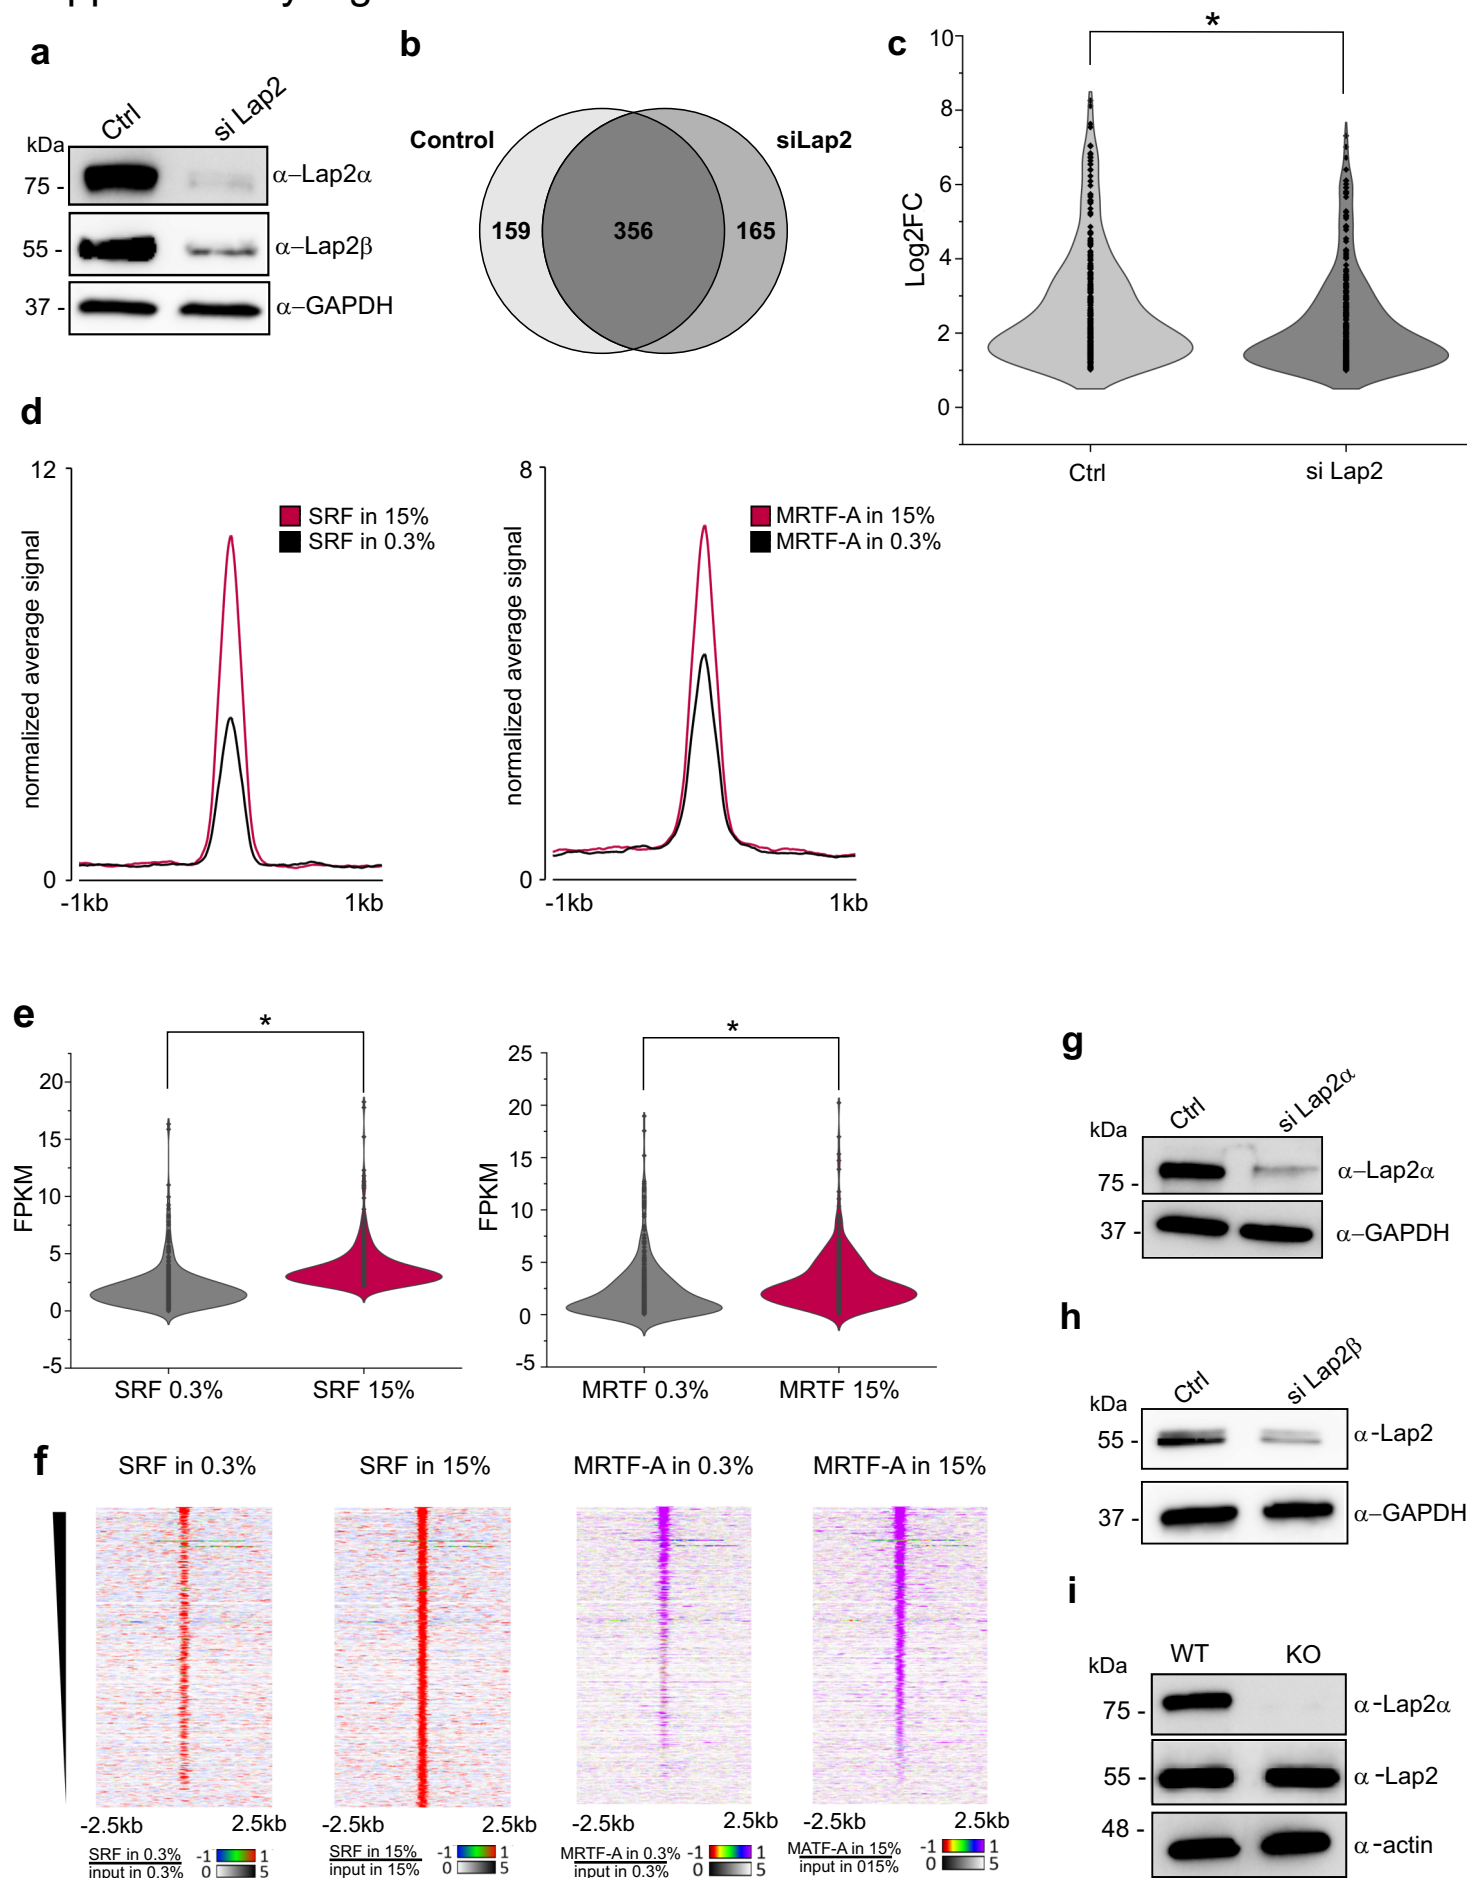

Supplementary Figure 3

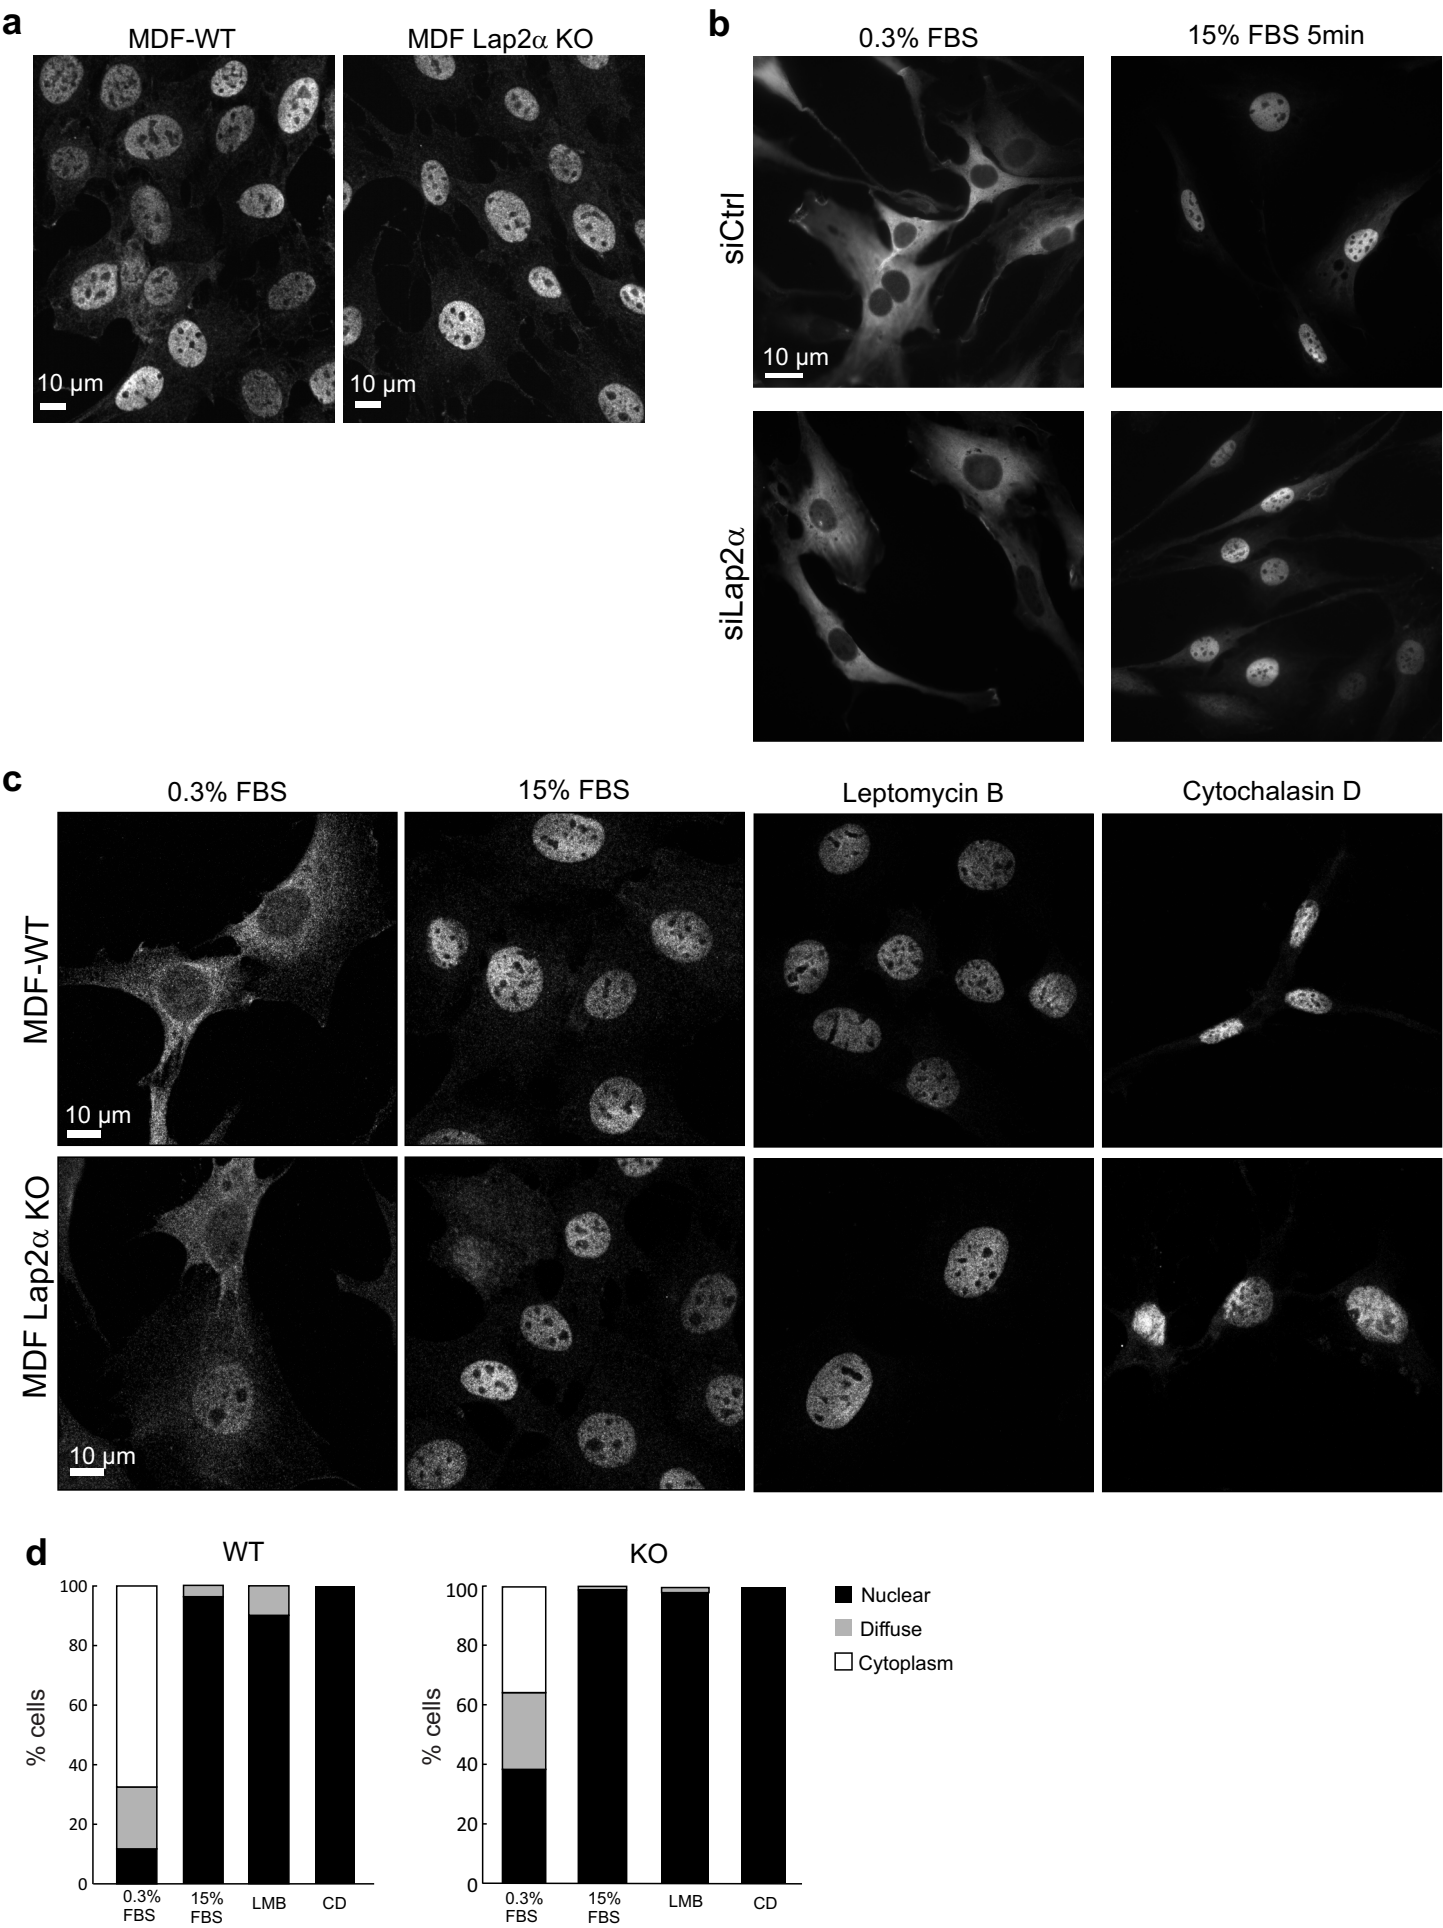

Supplementary Figure 4

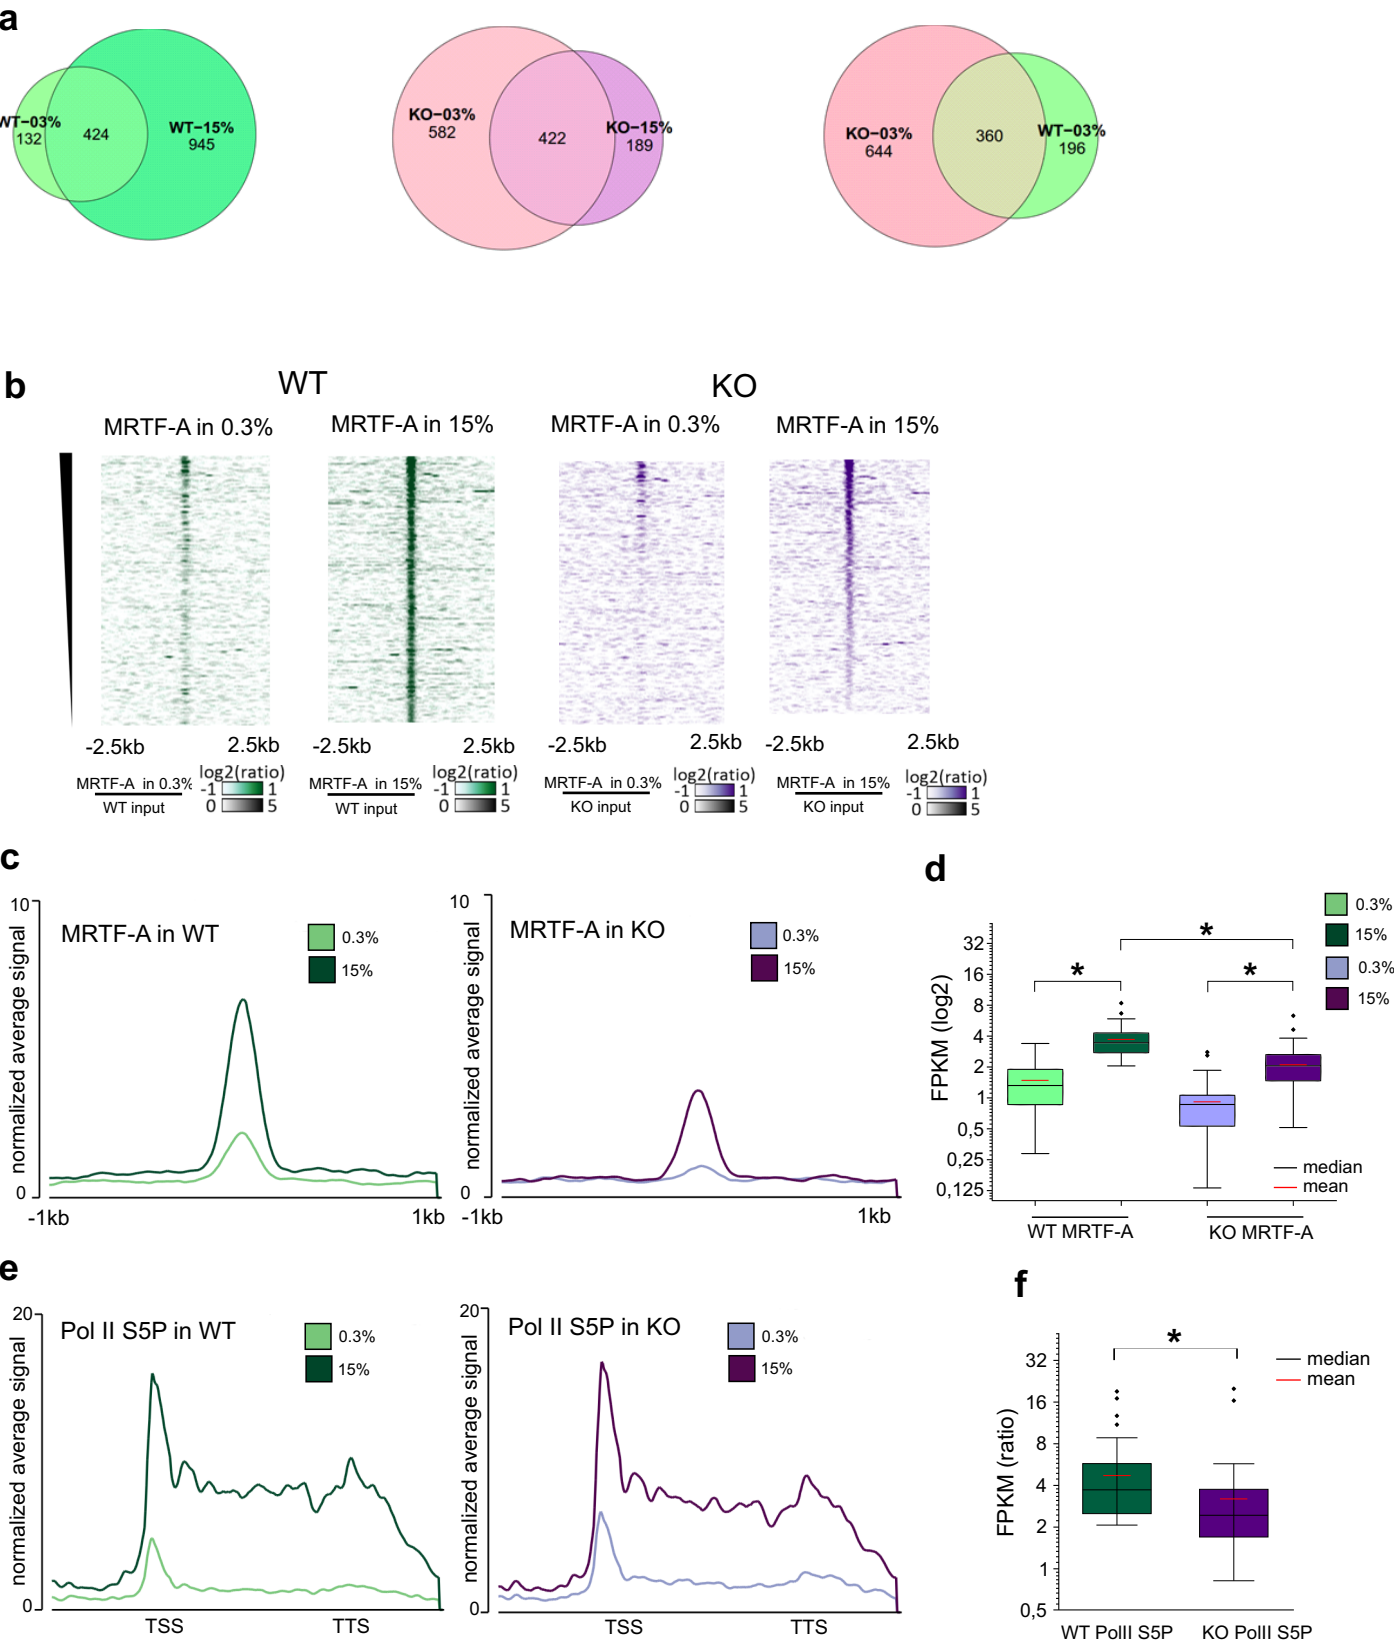

Supplementary Figure 5

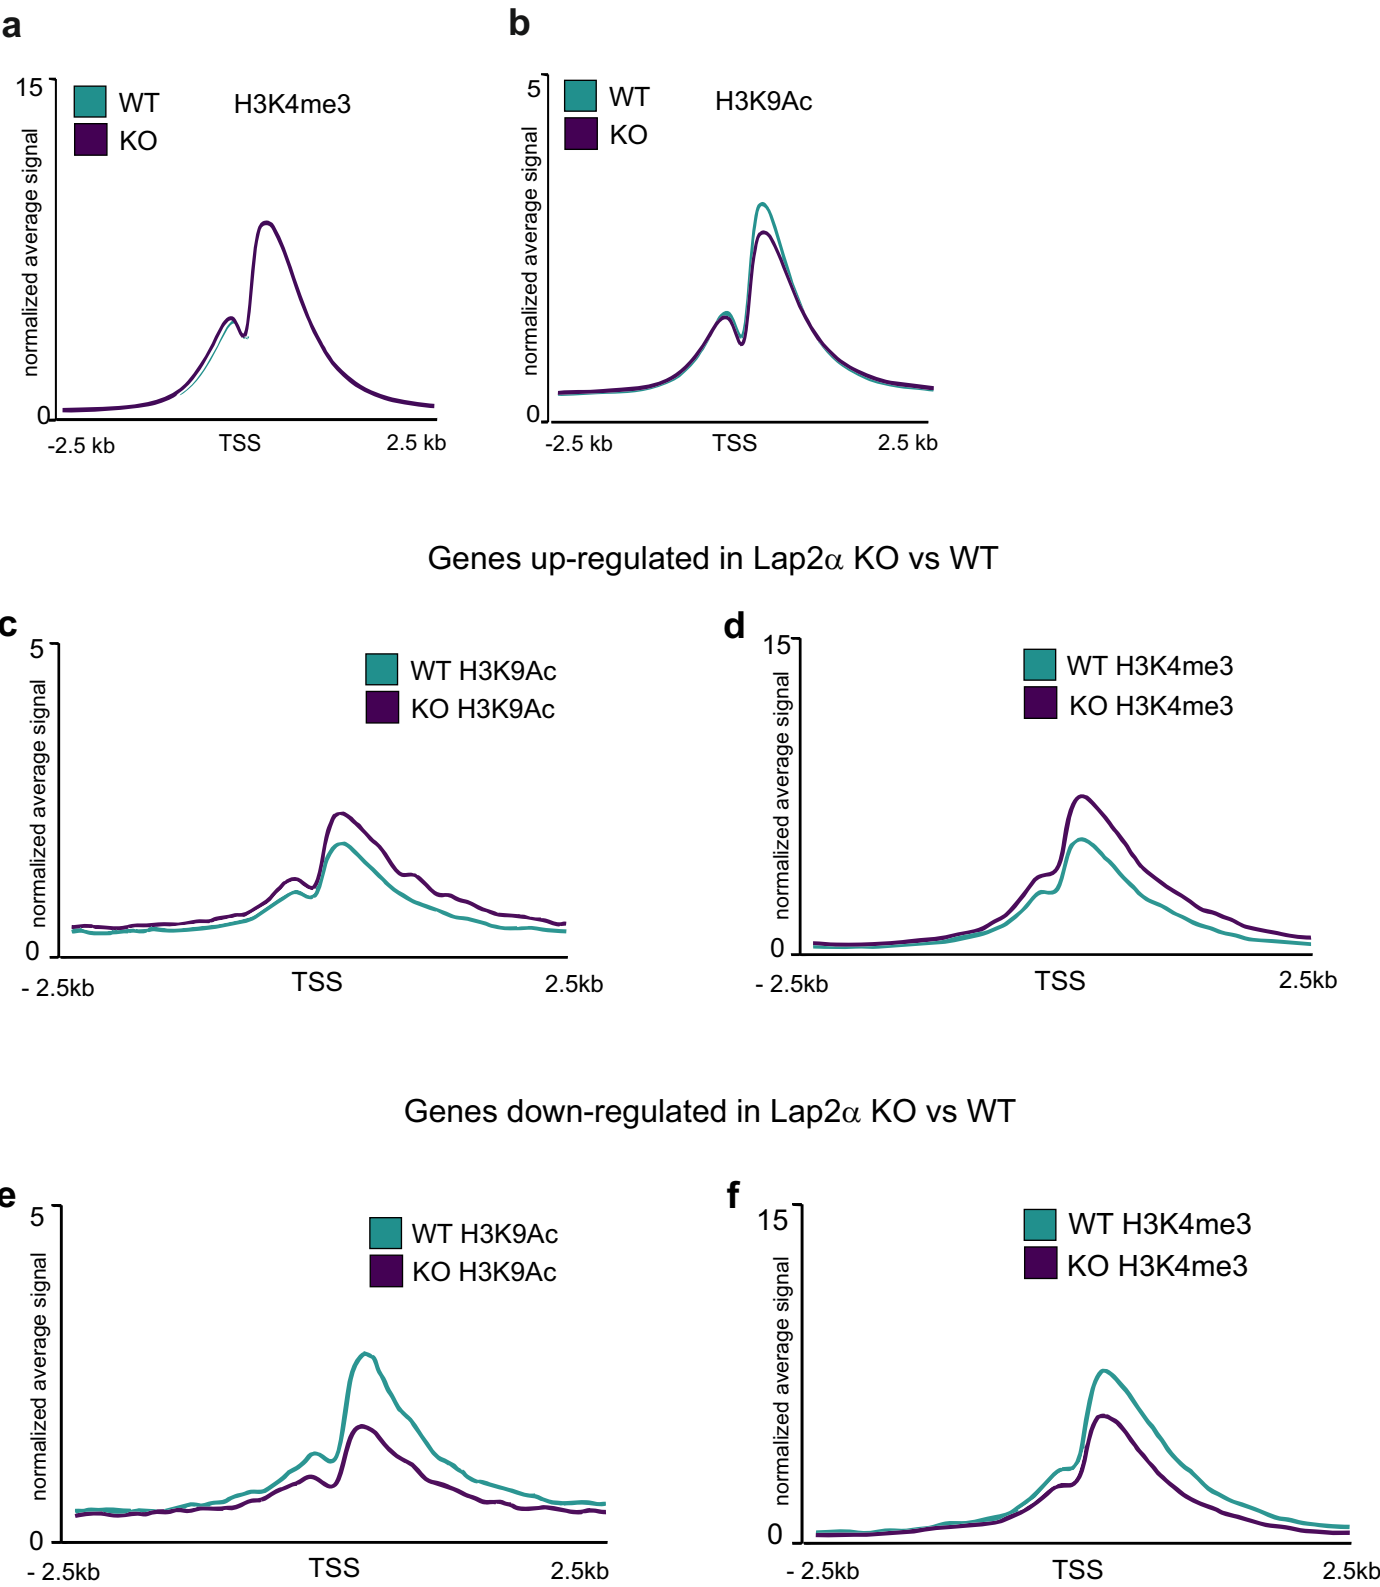

Supplementary Figure 6

**a**

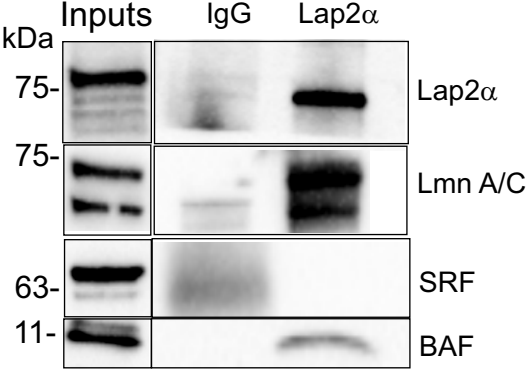

**b**

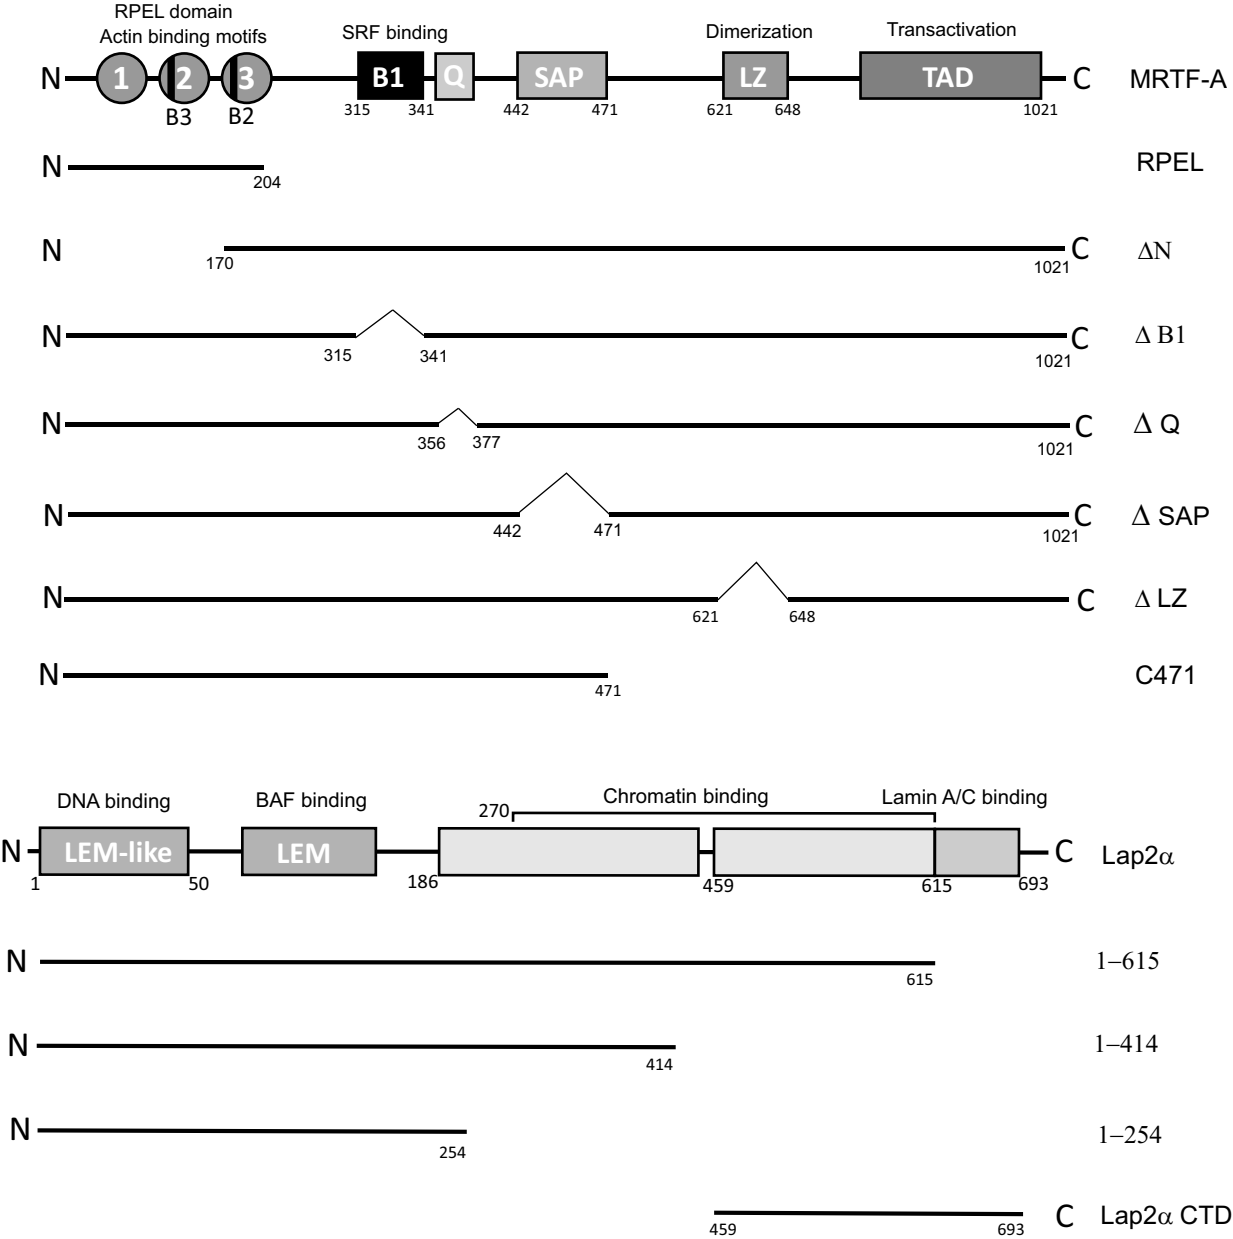

**Supplement:** Supplementary file 1 — Supplementary Figures.

# Supplementary material for: Lamina-associated polypeptide 2α is required for intranuclear MRTF-A activity
**Source:** Sci Rep. 2022 Feb 10;12:2306. doi: 10.1038/s41598-022-06135-5

Figure 6a

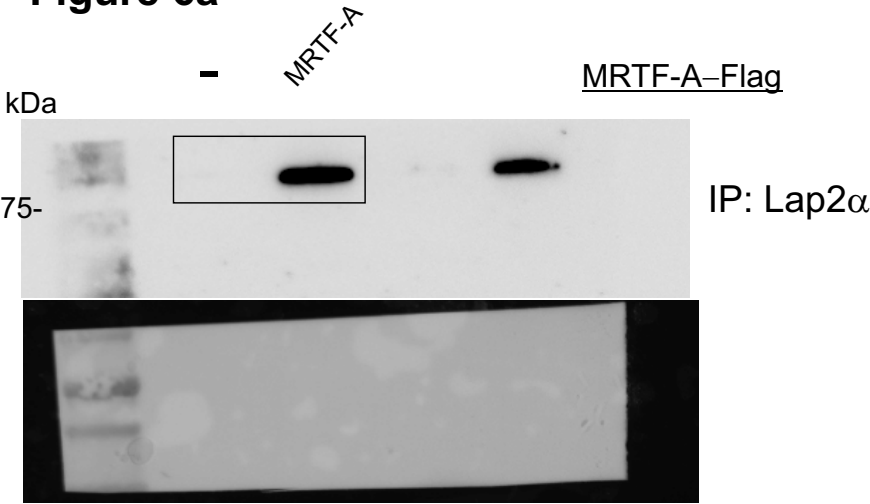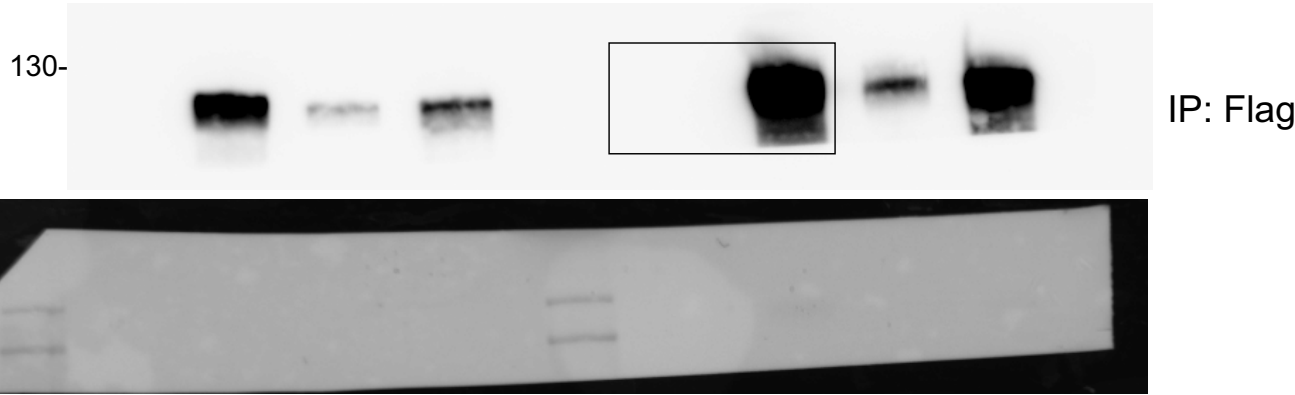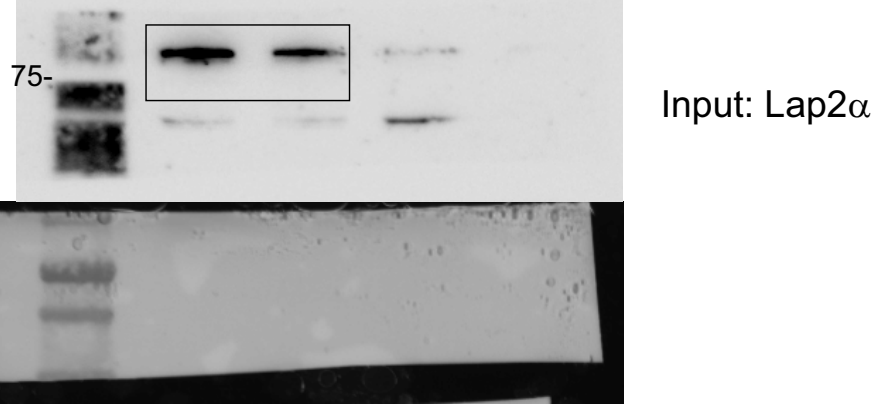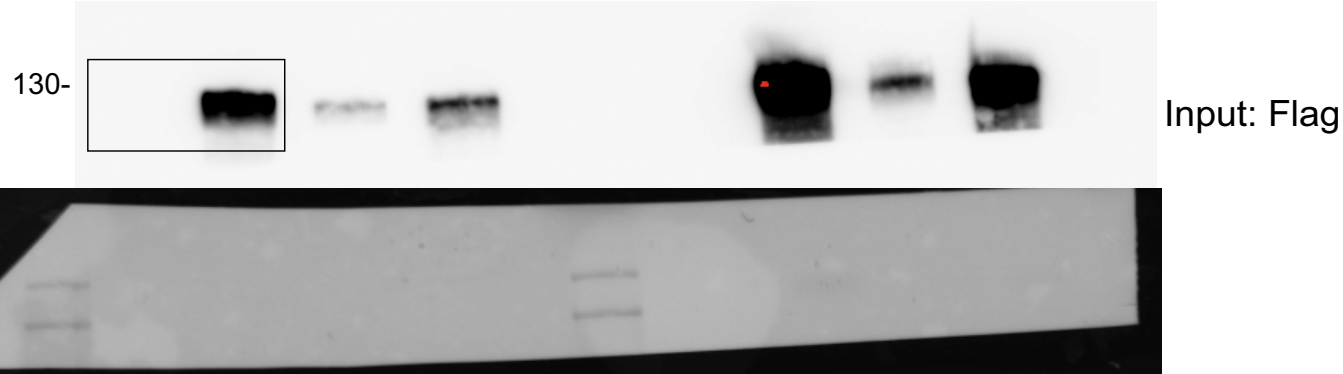

Figure 6b

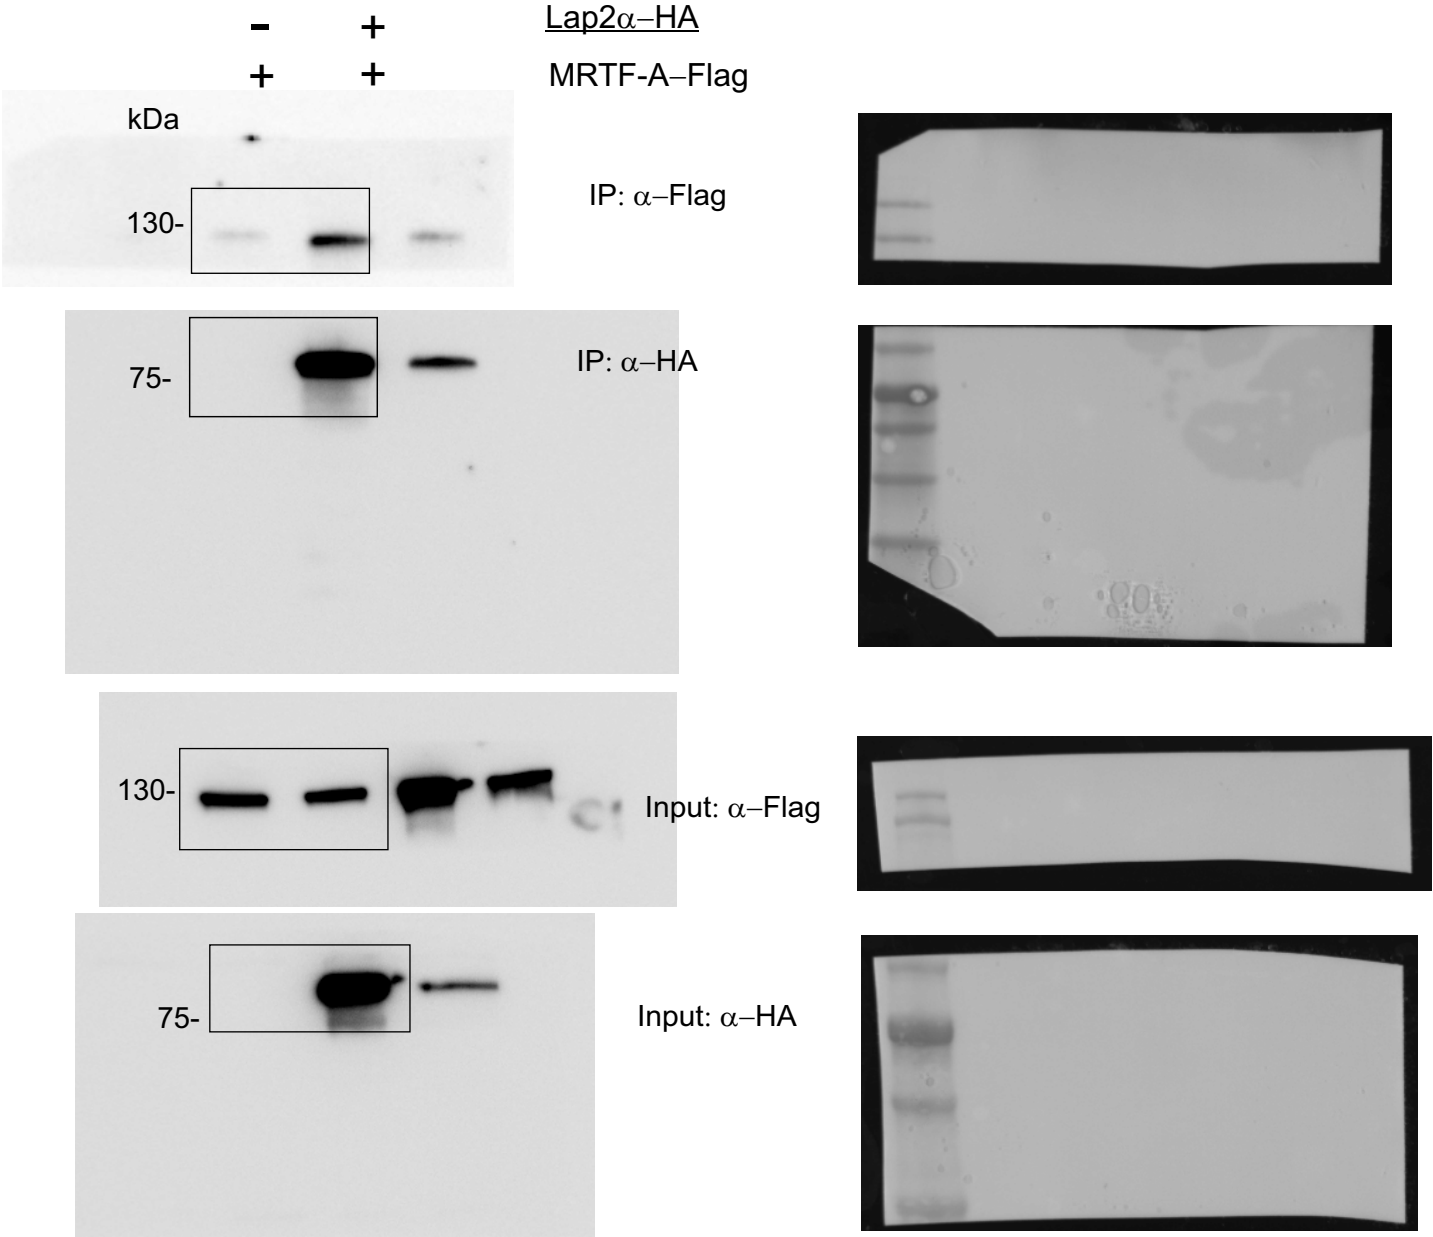

**Figure 6c**

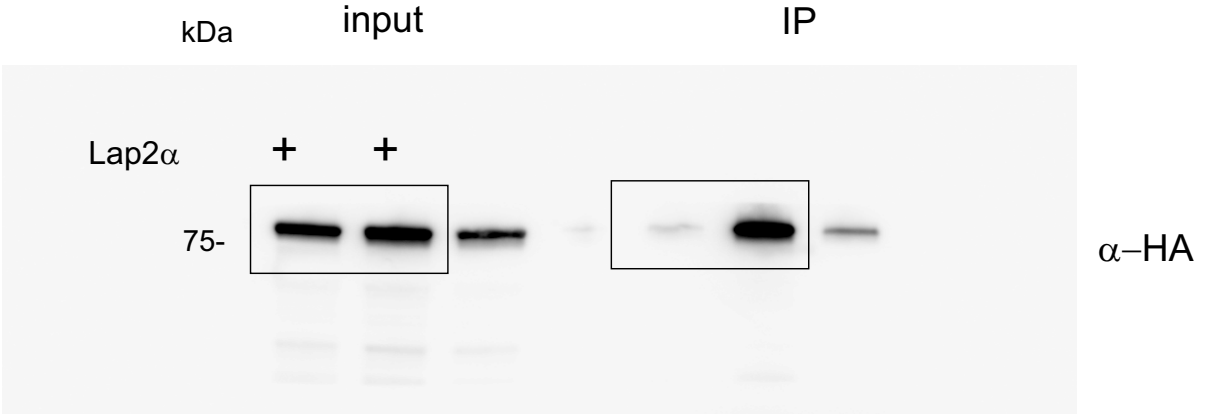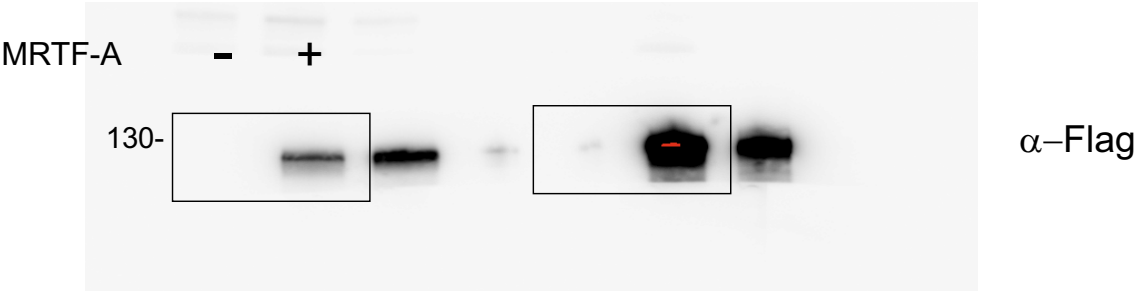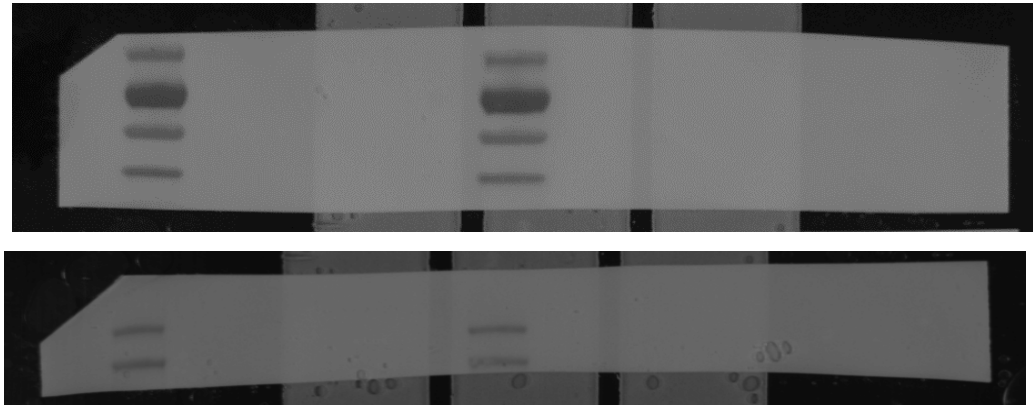

Figure 6e

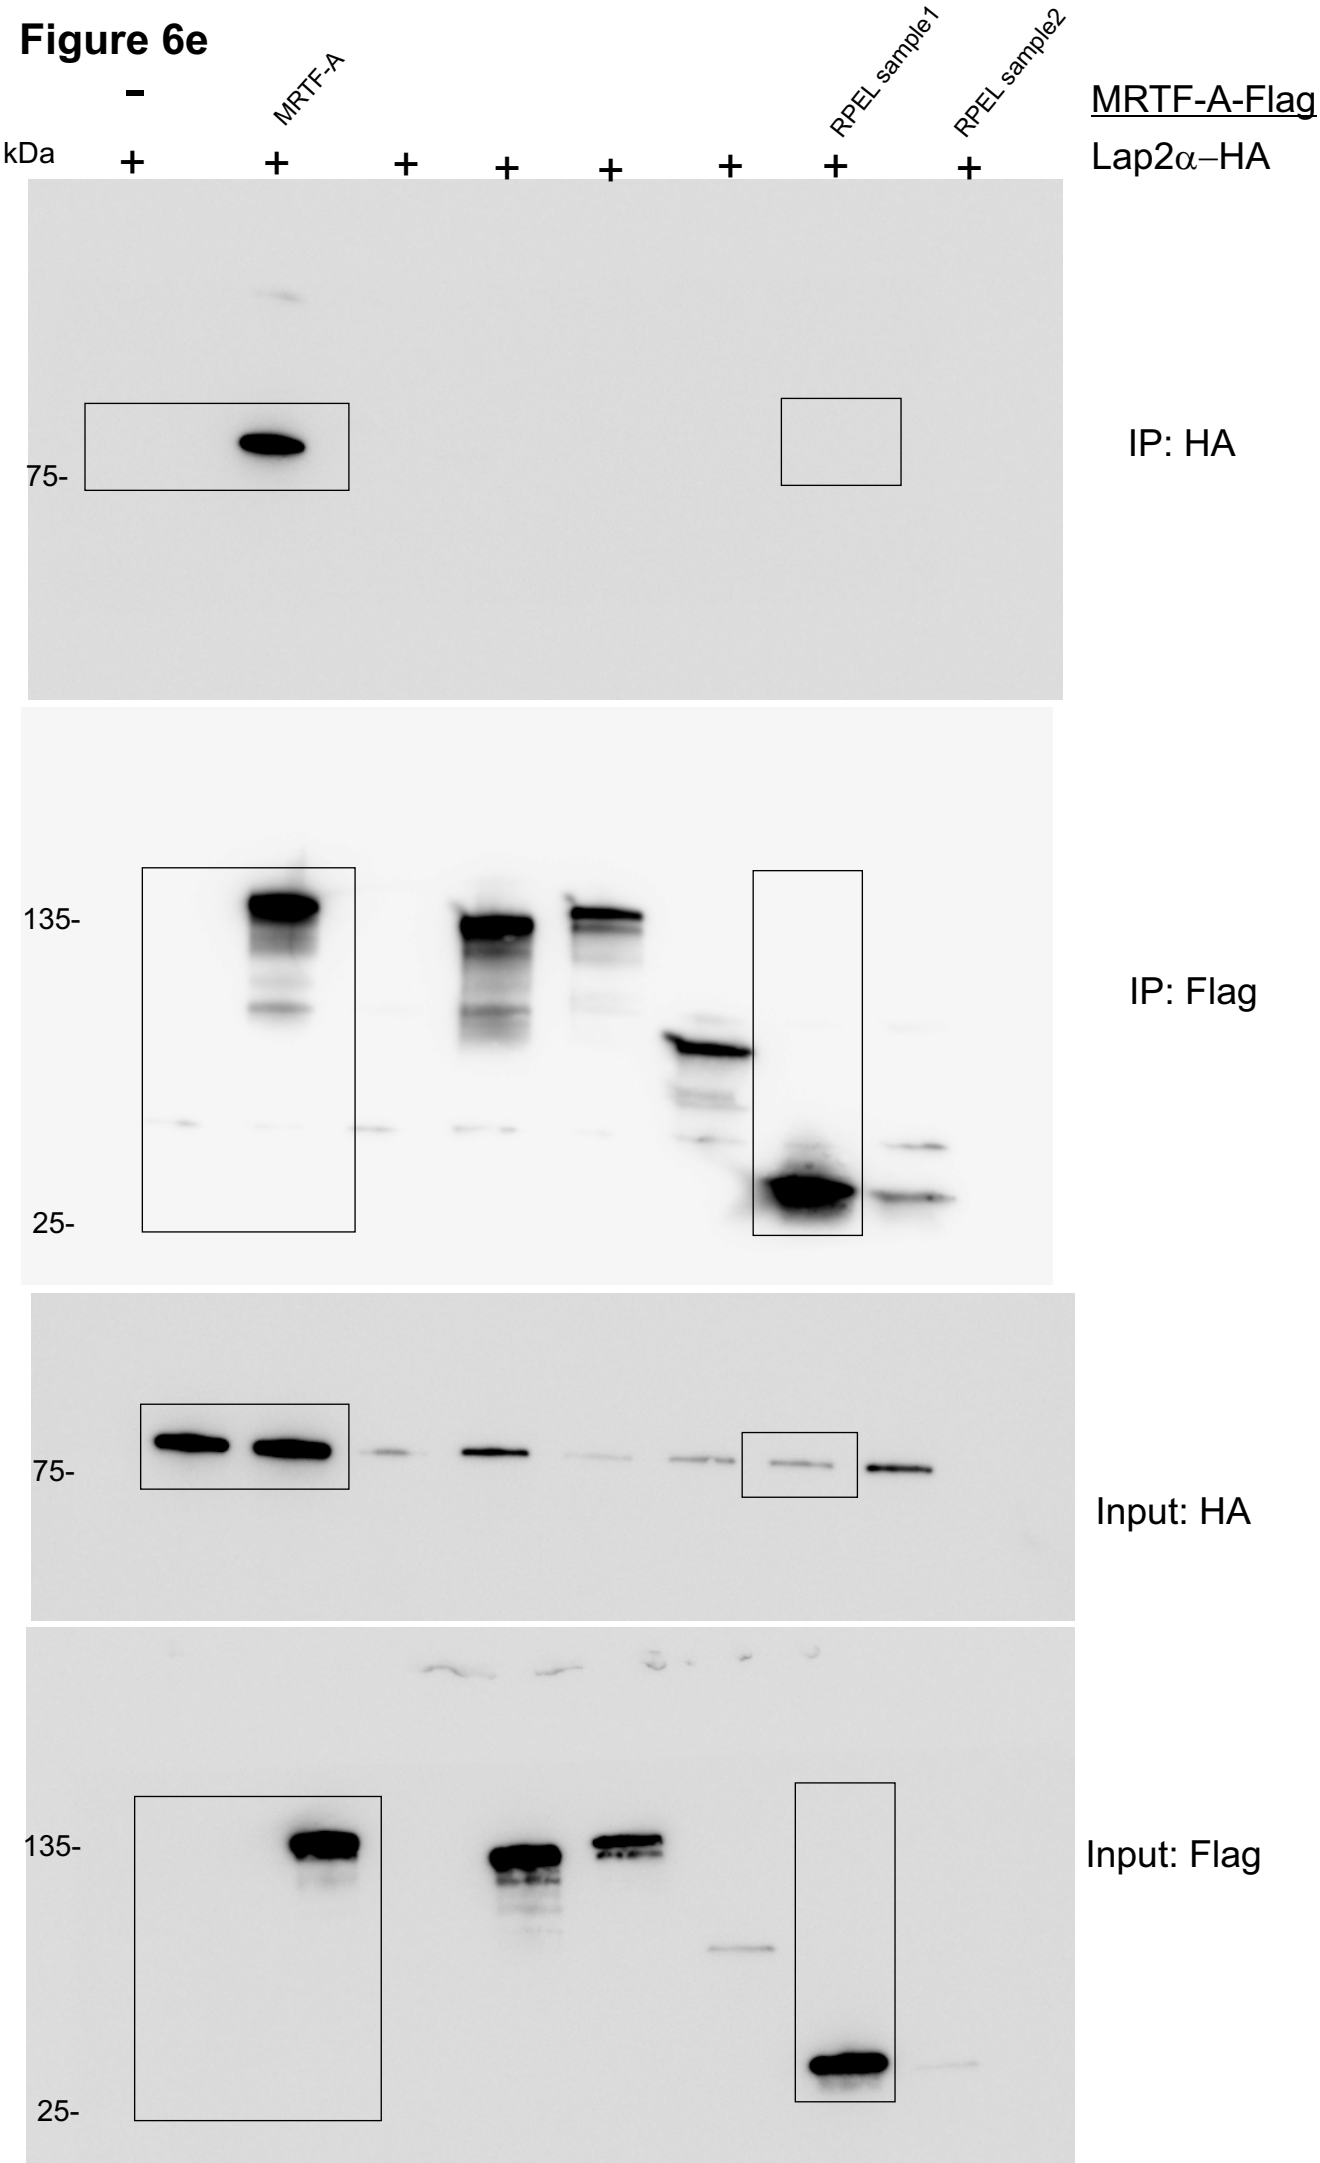

Figure 6e (continue, size of original membranes)

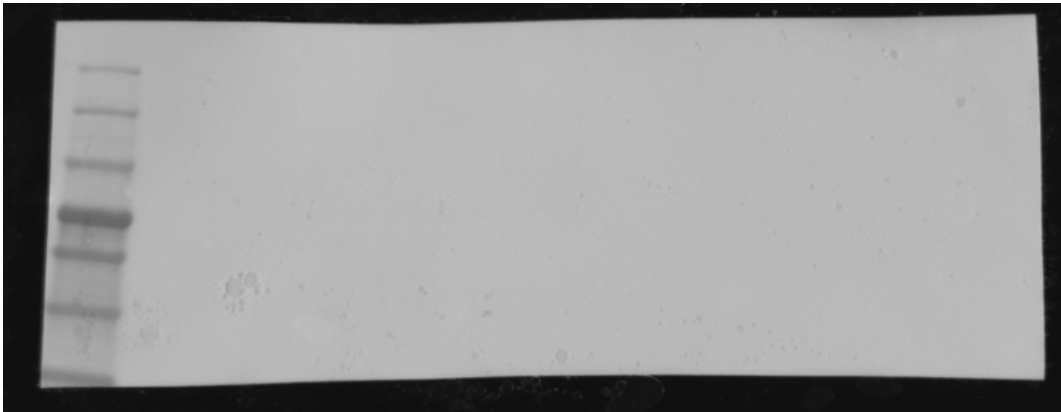

IP: HA

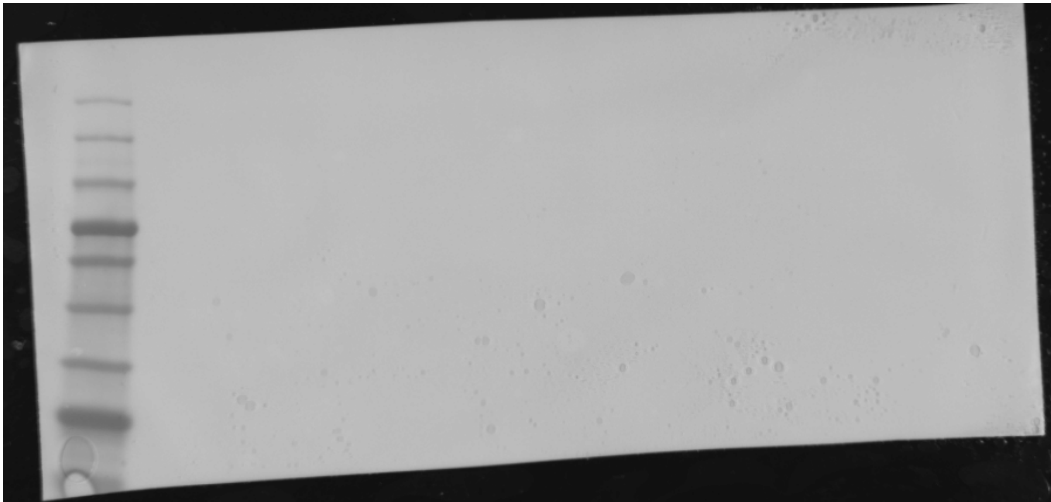

IP: Flag

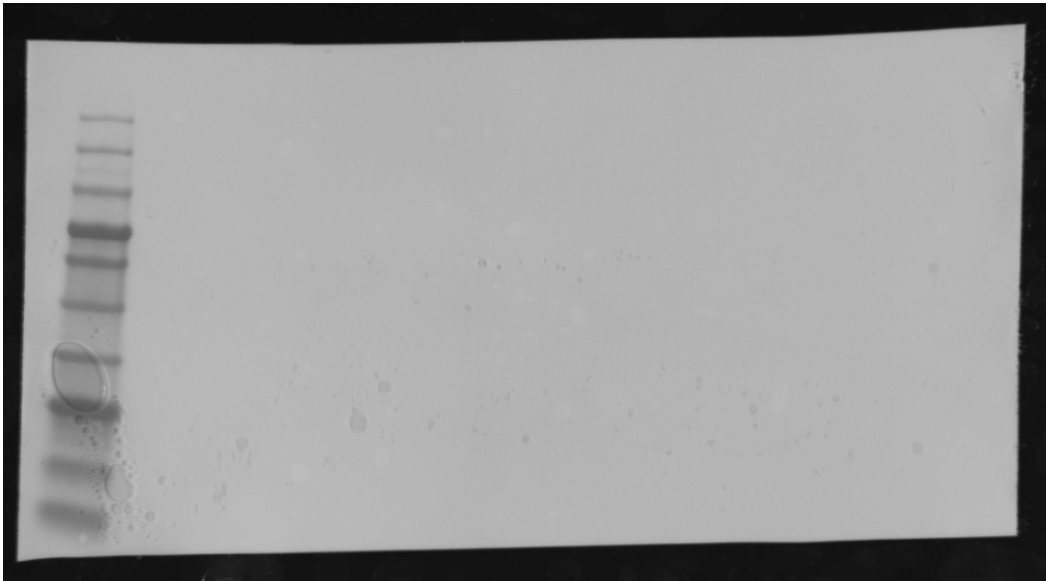

Input: HA

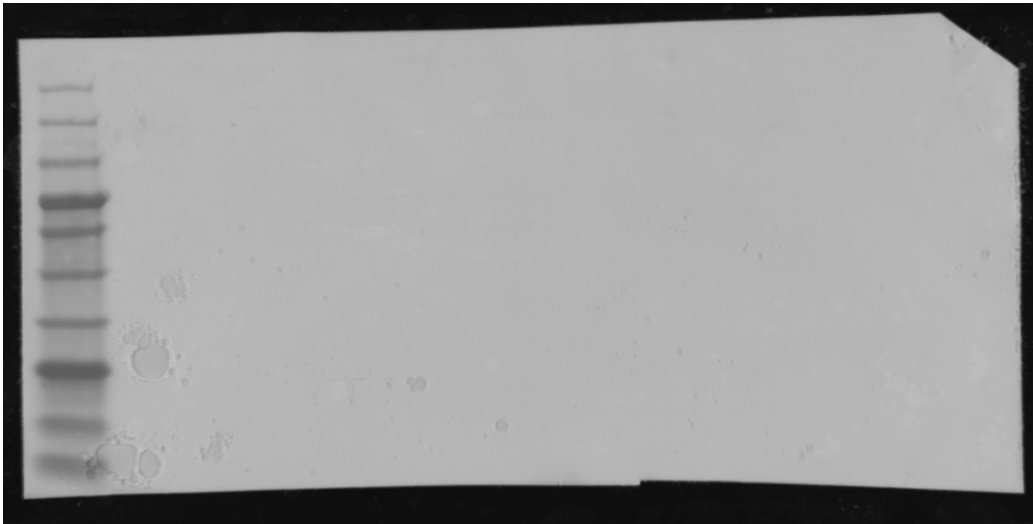

Input: Flag

Figure 6f

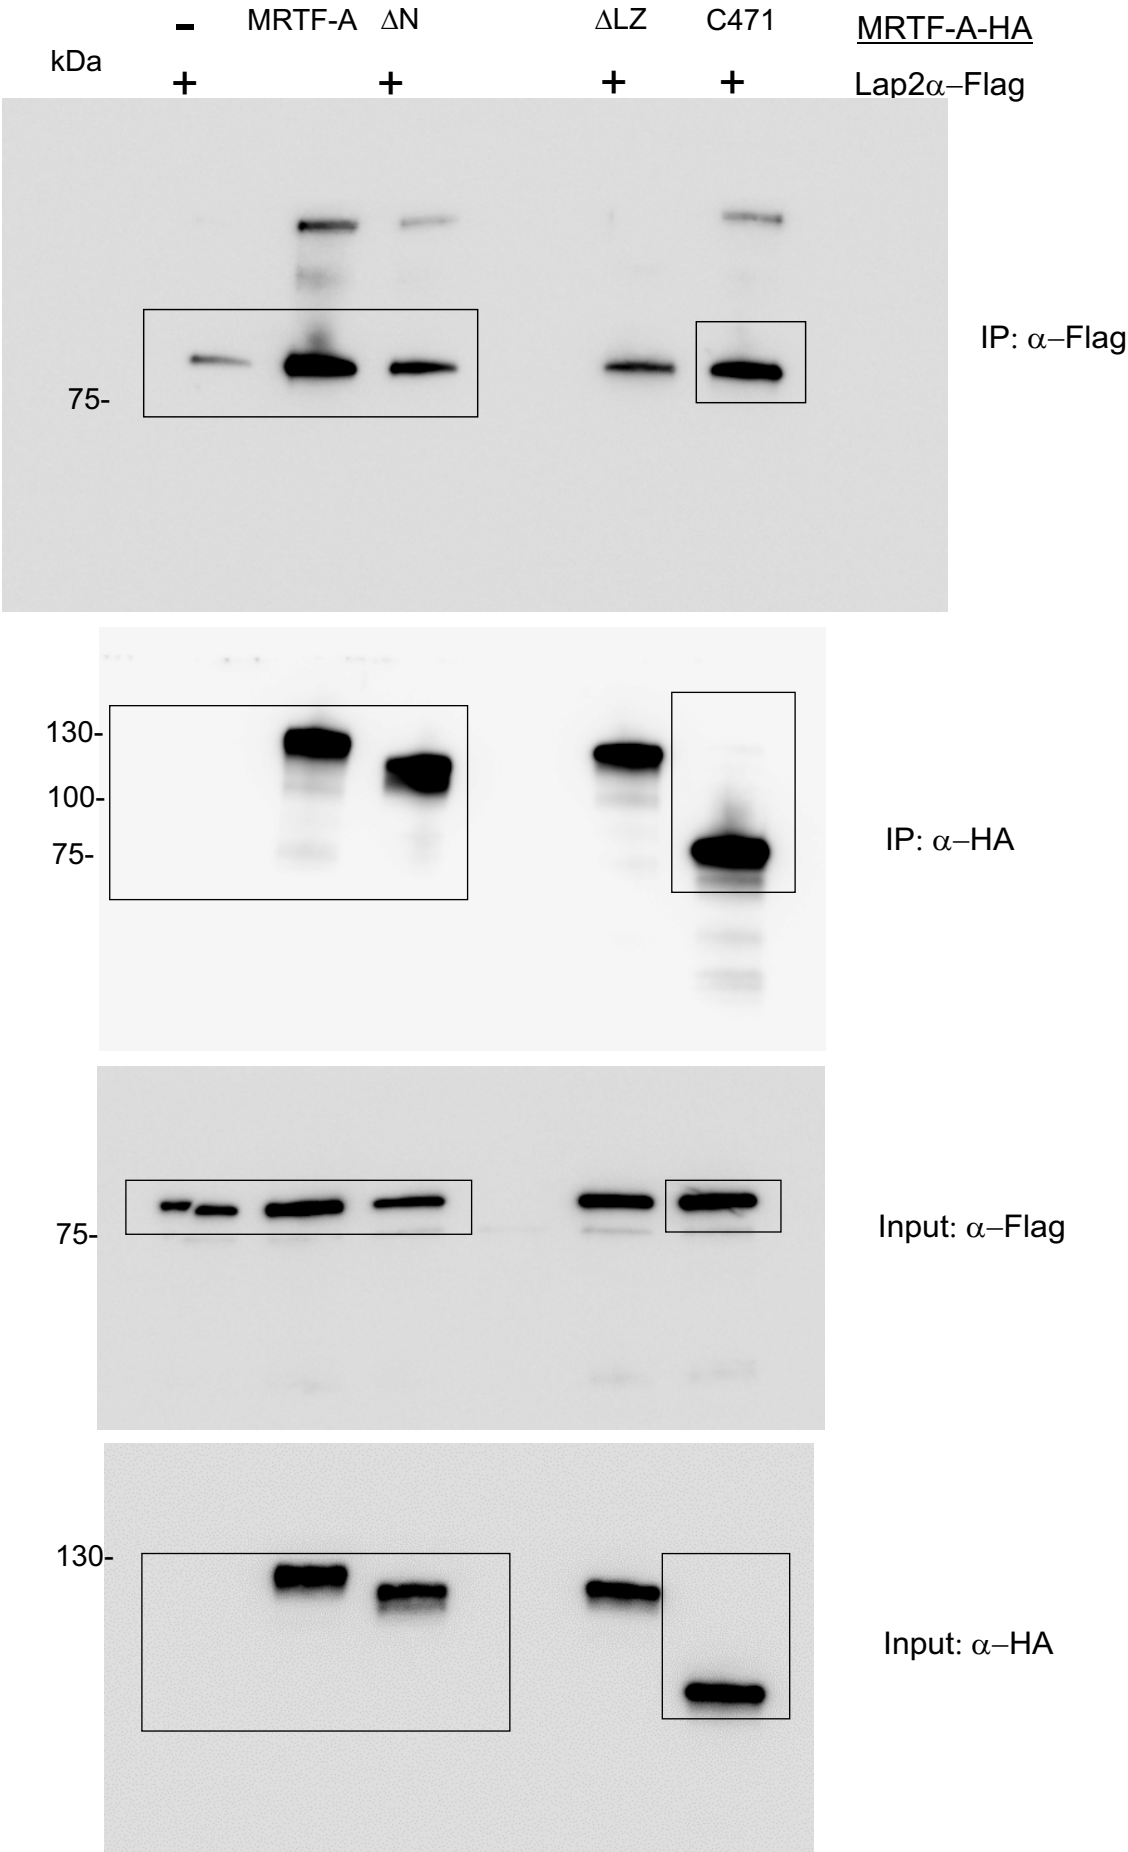

**Figure 6f (continue, size of original membranes)**

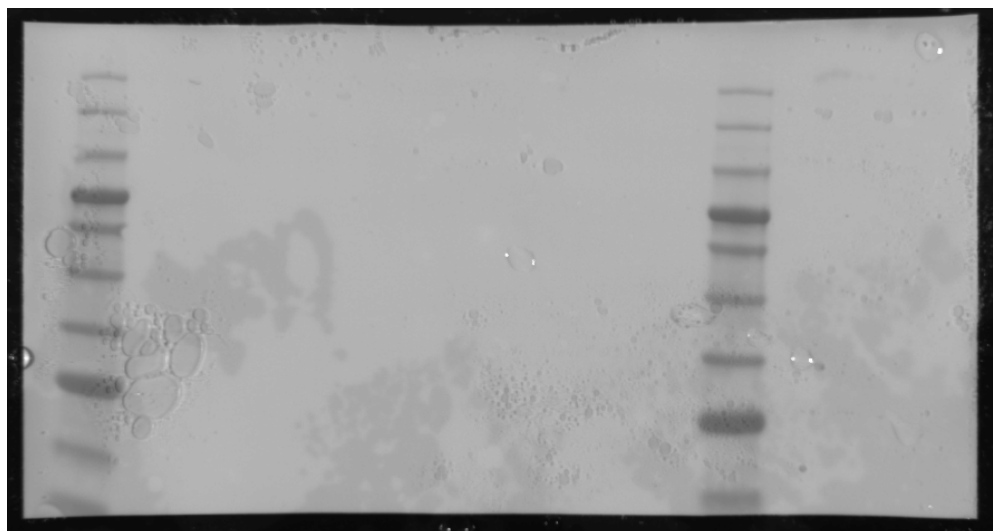

IP:  $\alpha$ -Flag

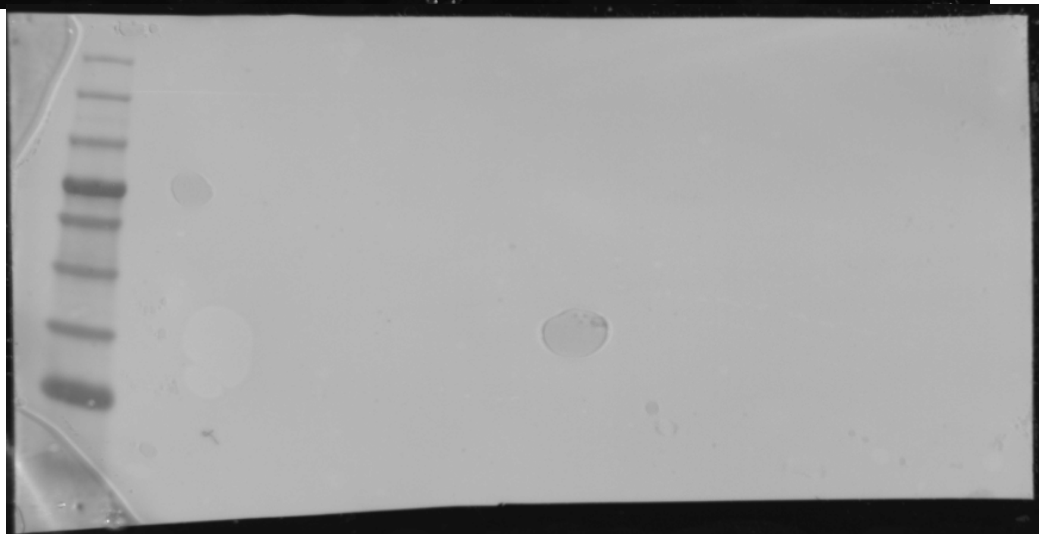

IP:  $\alpha$ -HA

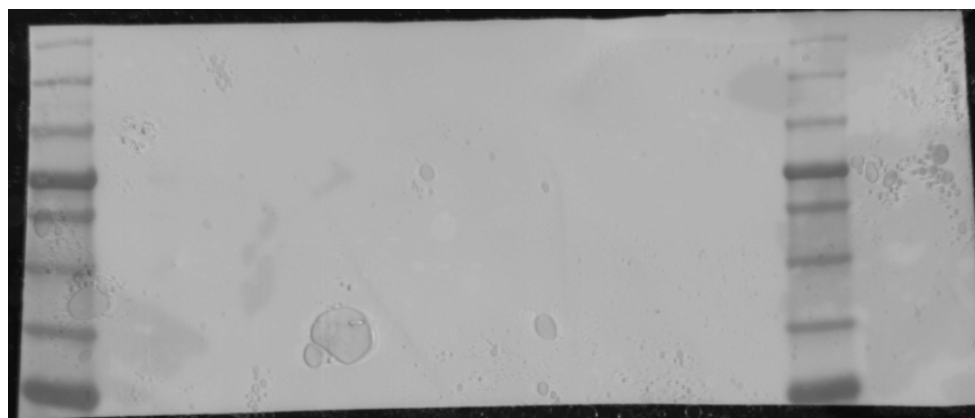

Input:  $\alpha$ -Flag

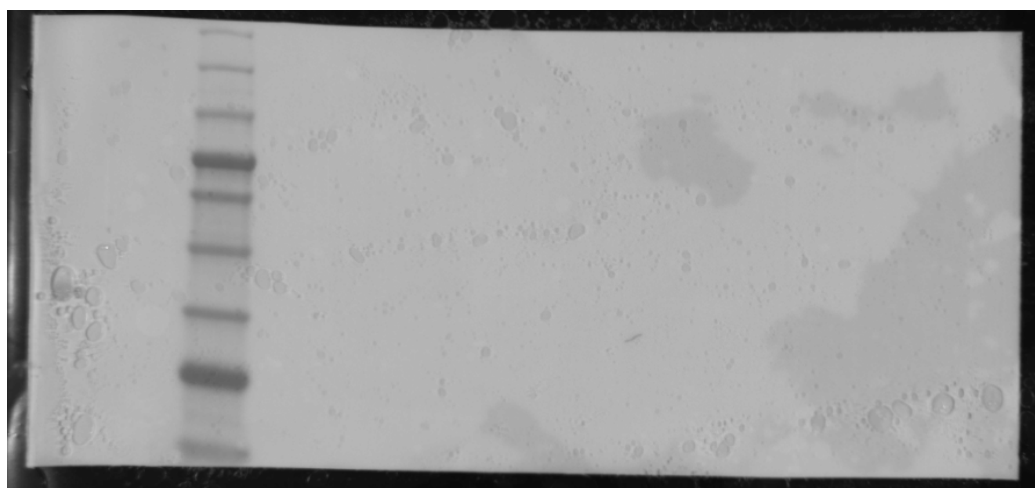

Input:  $\alpha$ -HA

### Figure 6g

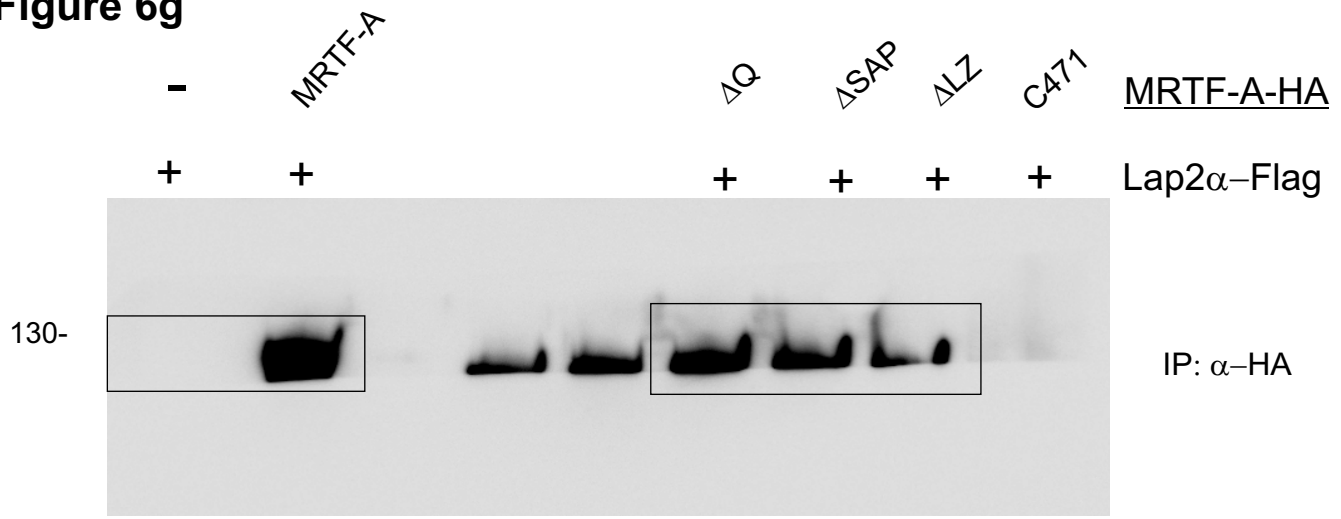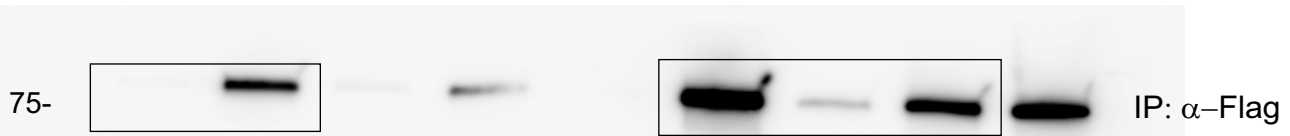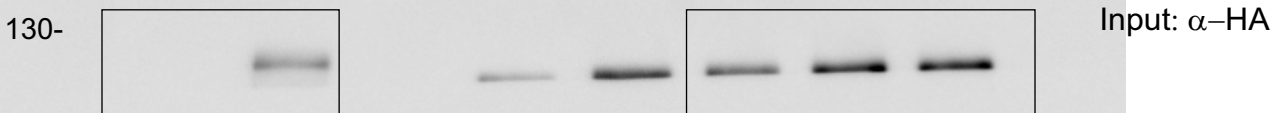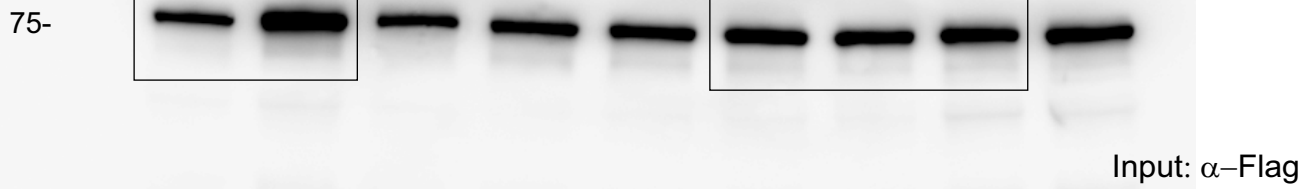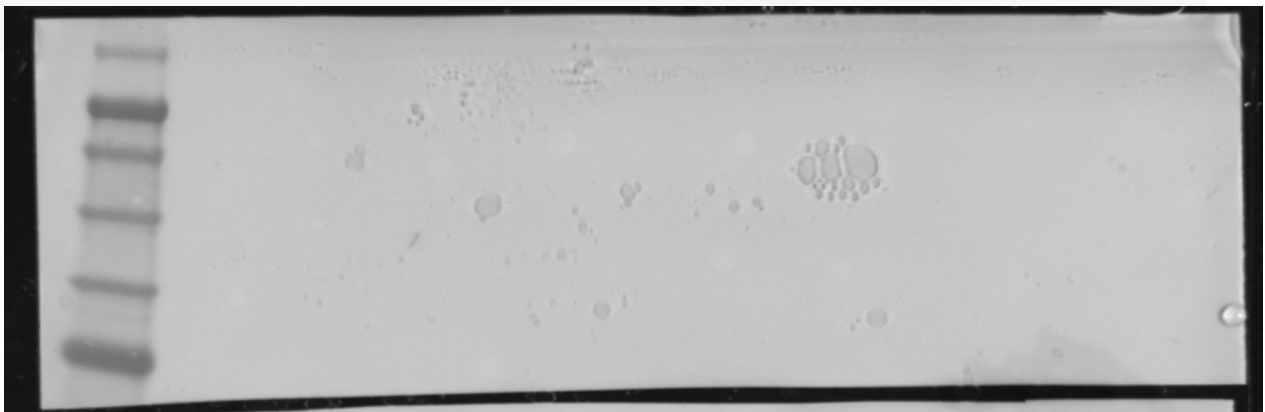

Figure 6h

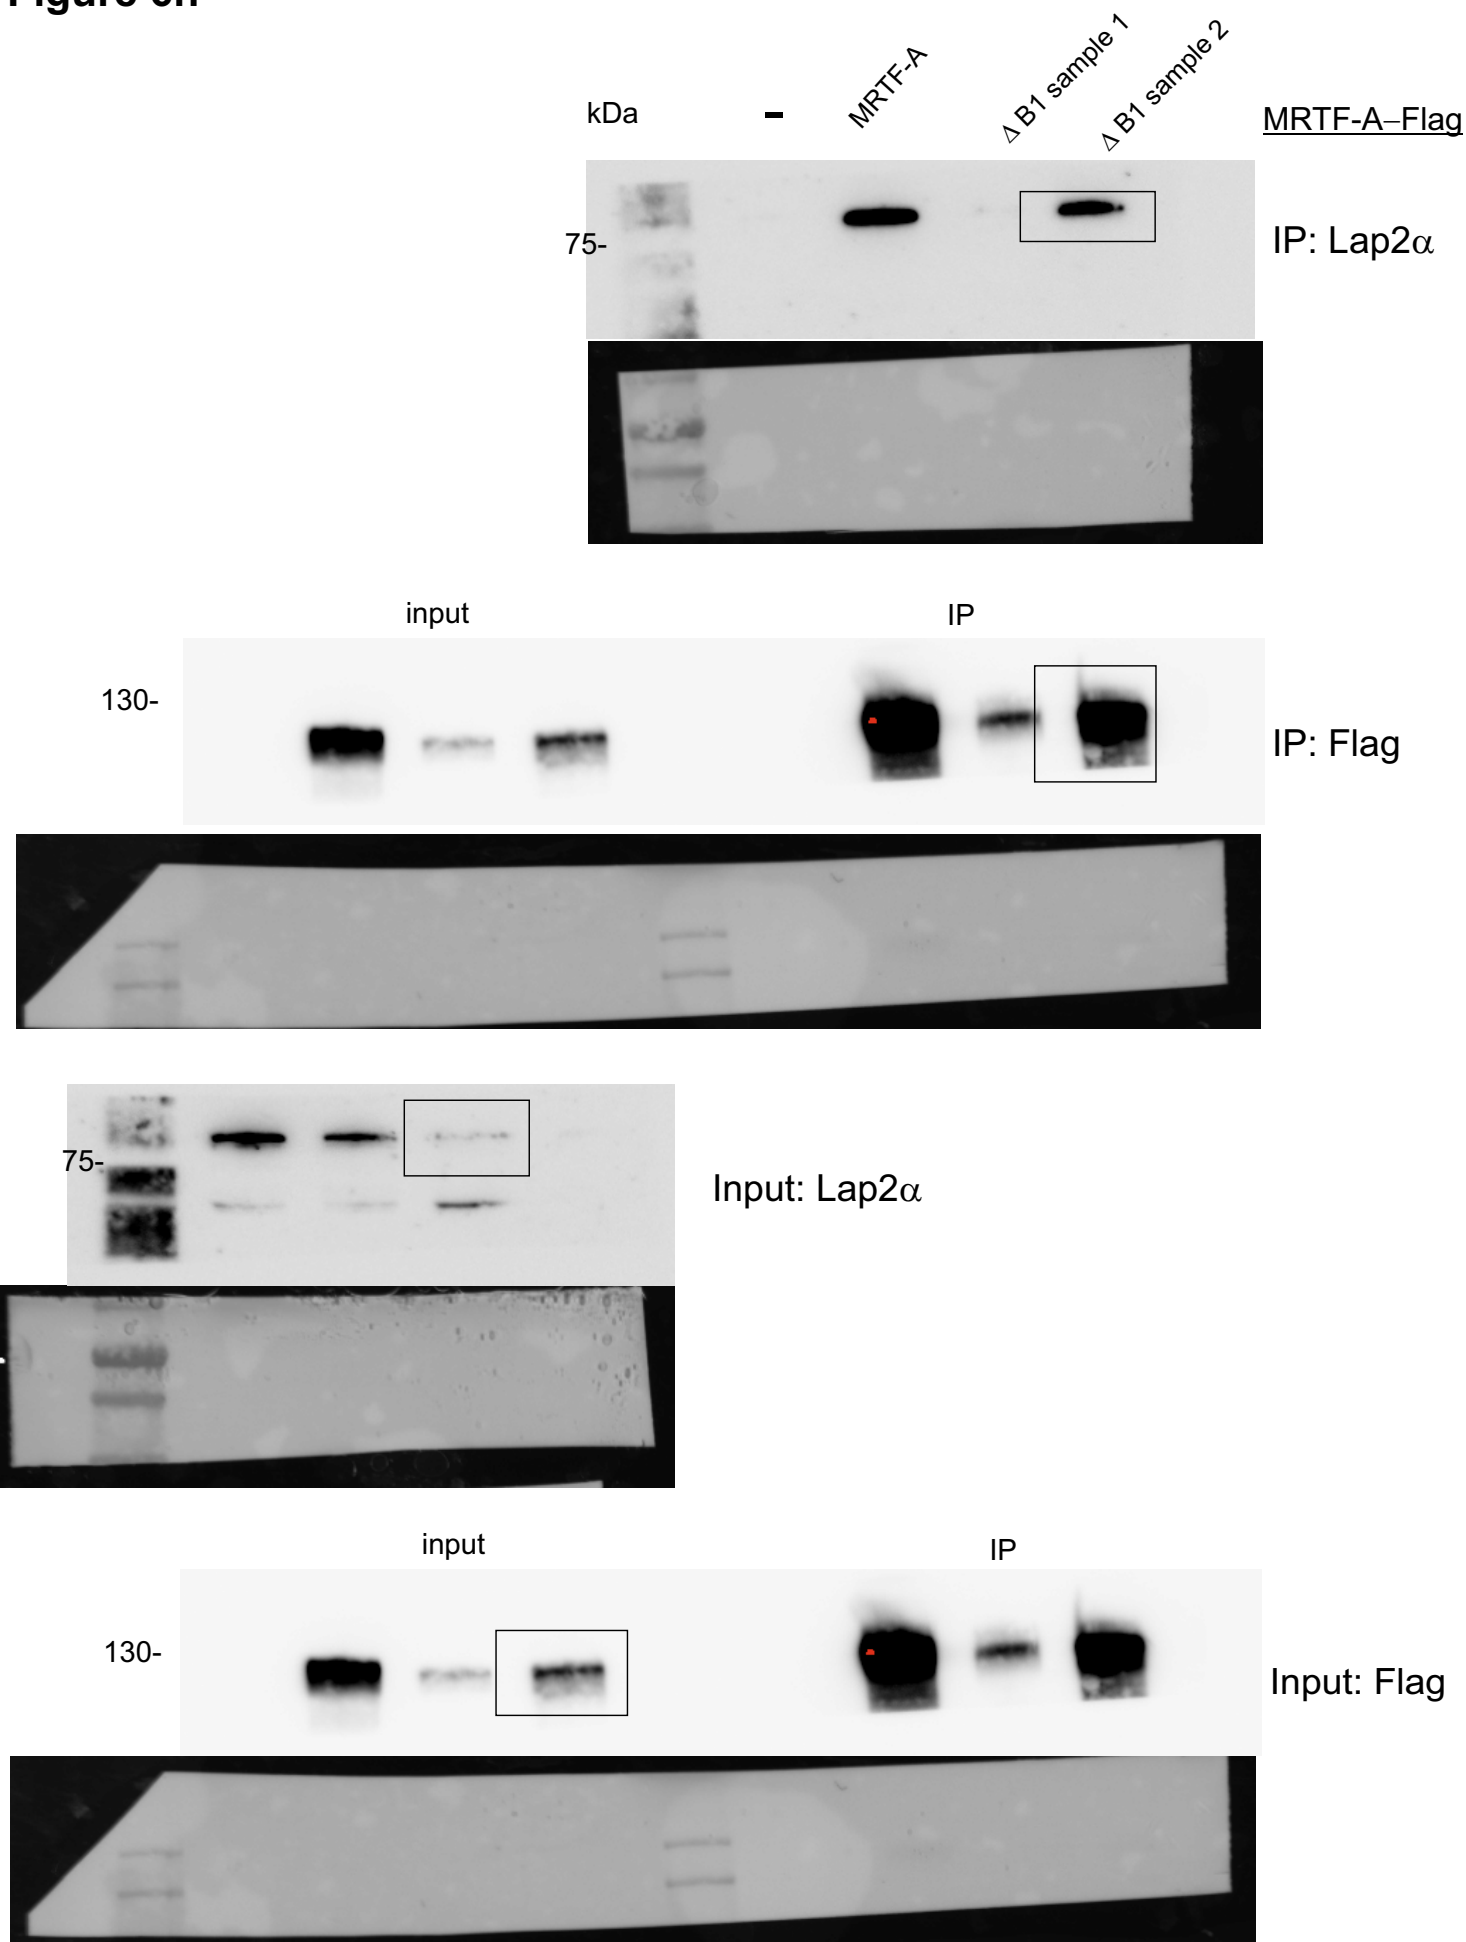

Different amount of  $\Delta$  B MRTF mutant was used in this CoIP experiment

Figure 6i

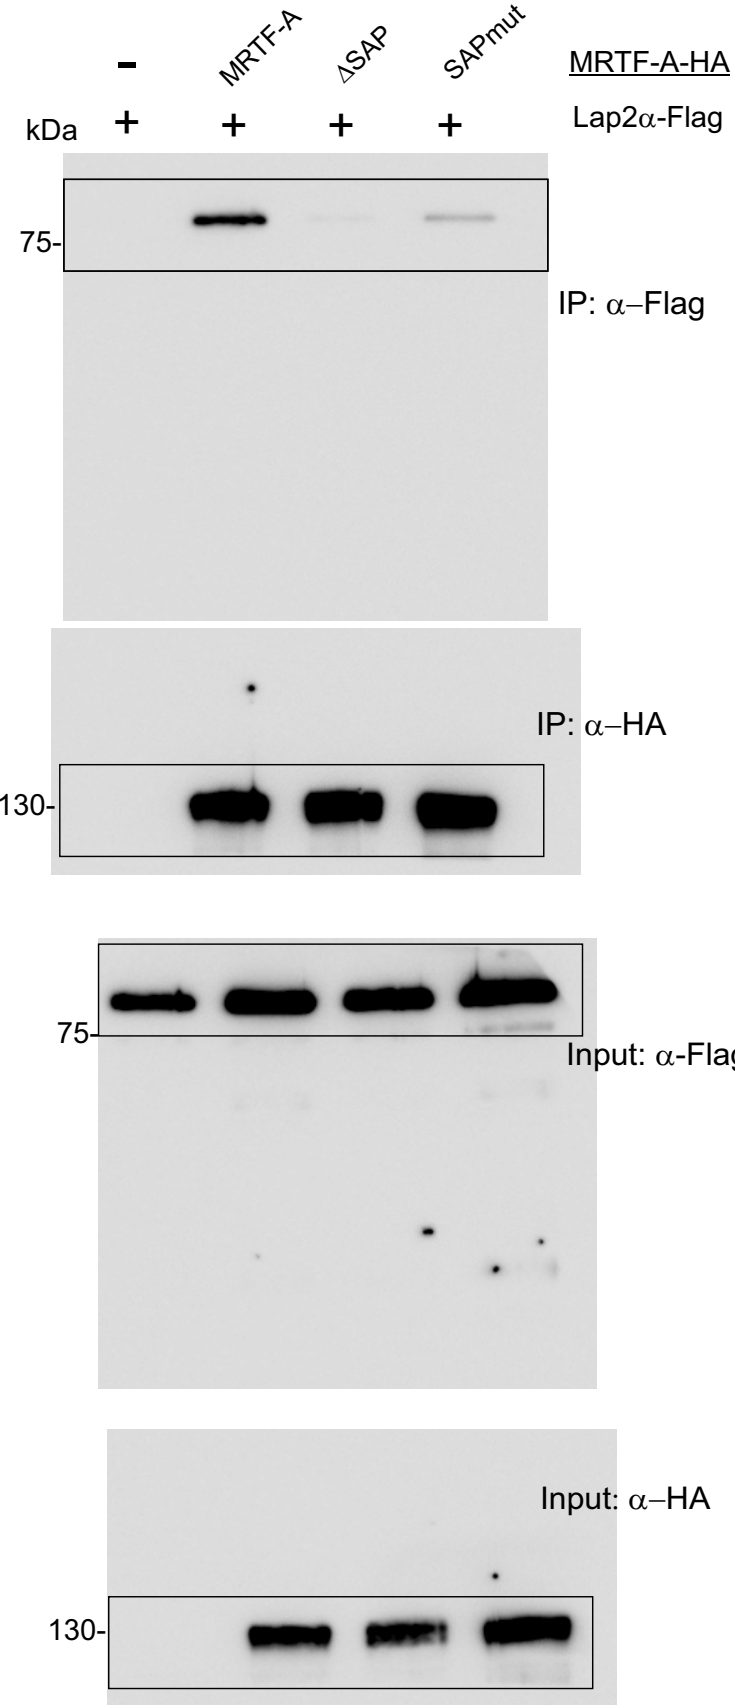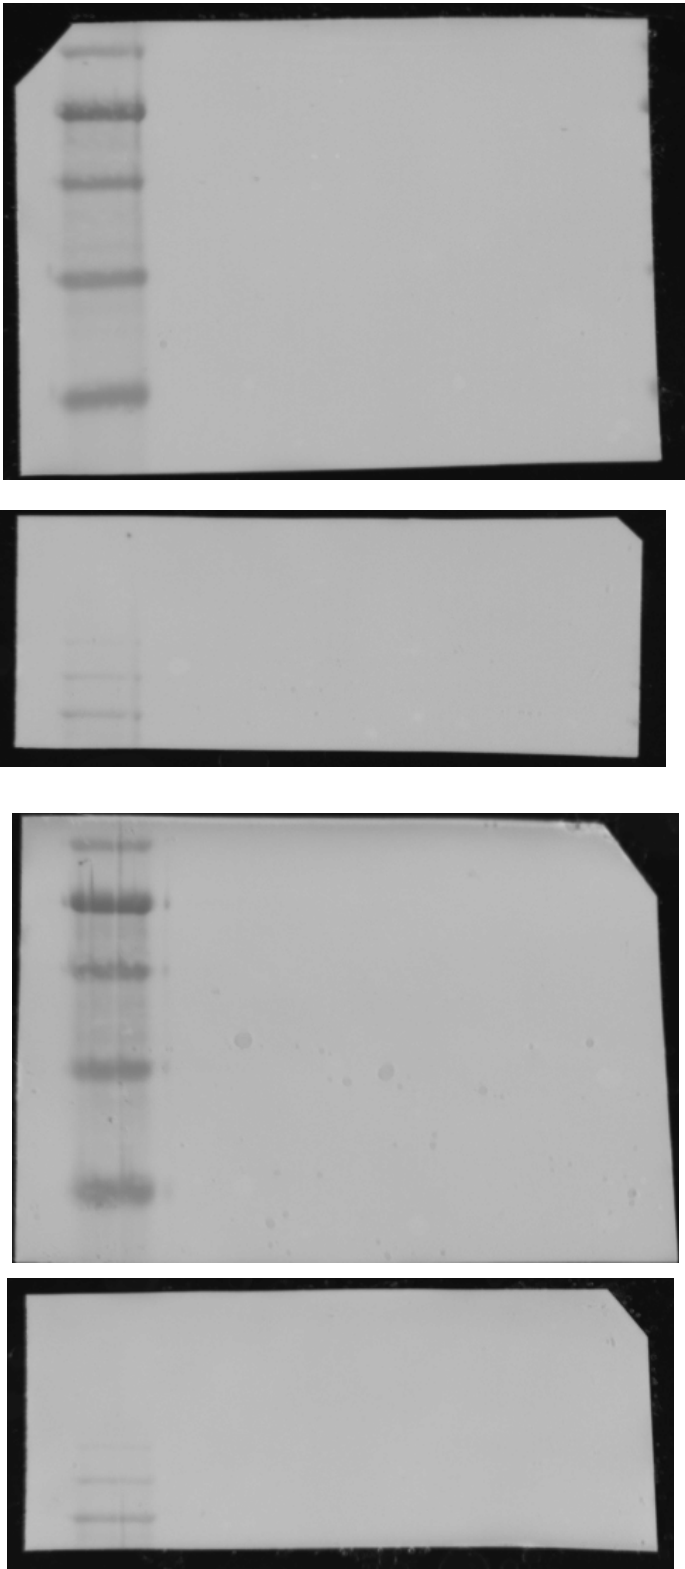

Figure 6j

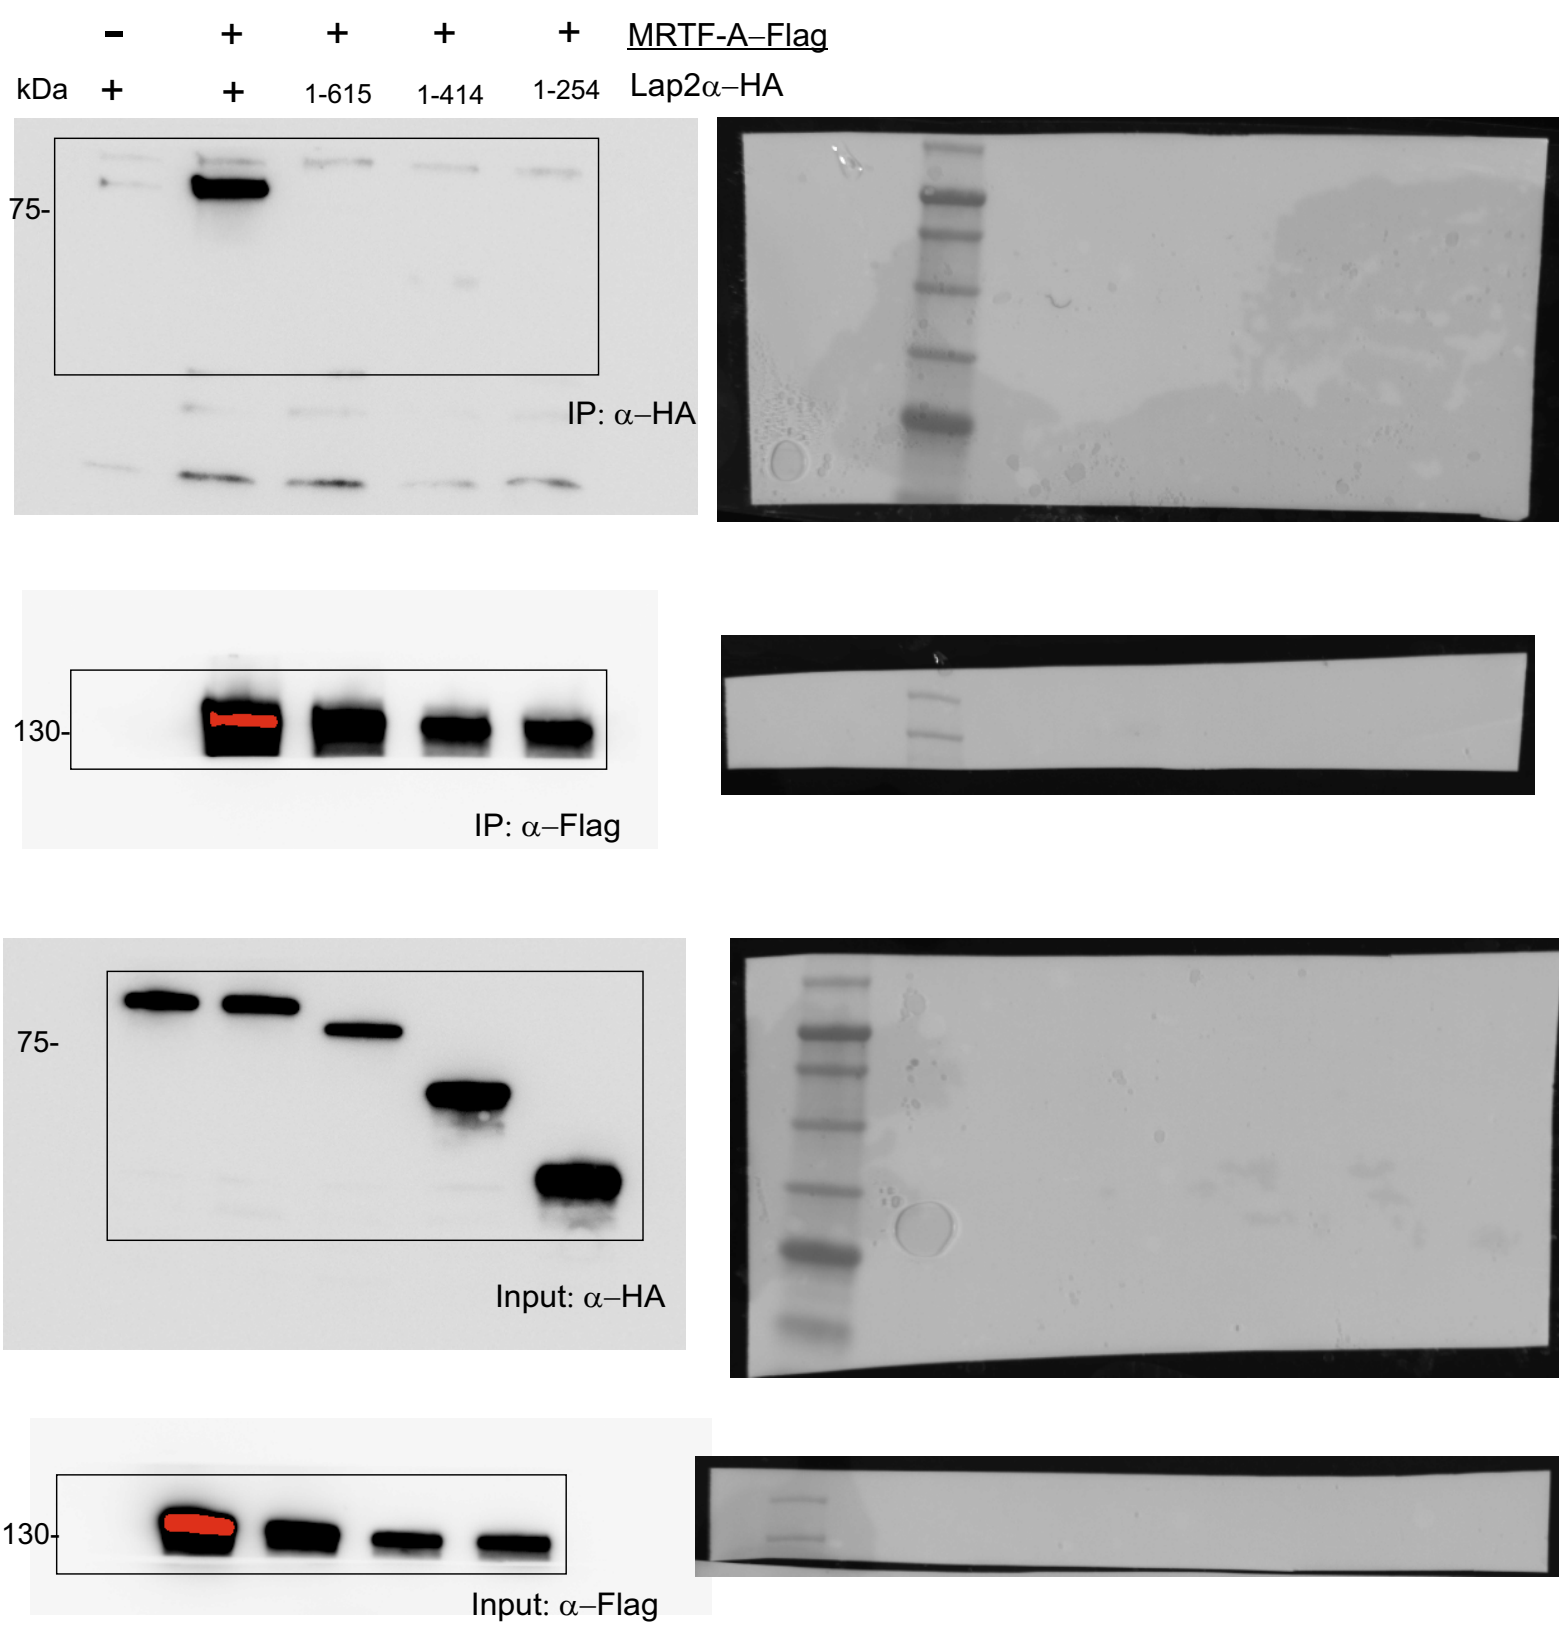

Figure 6k

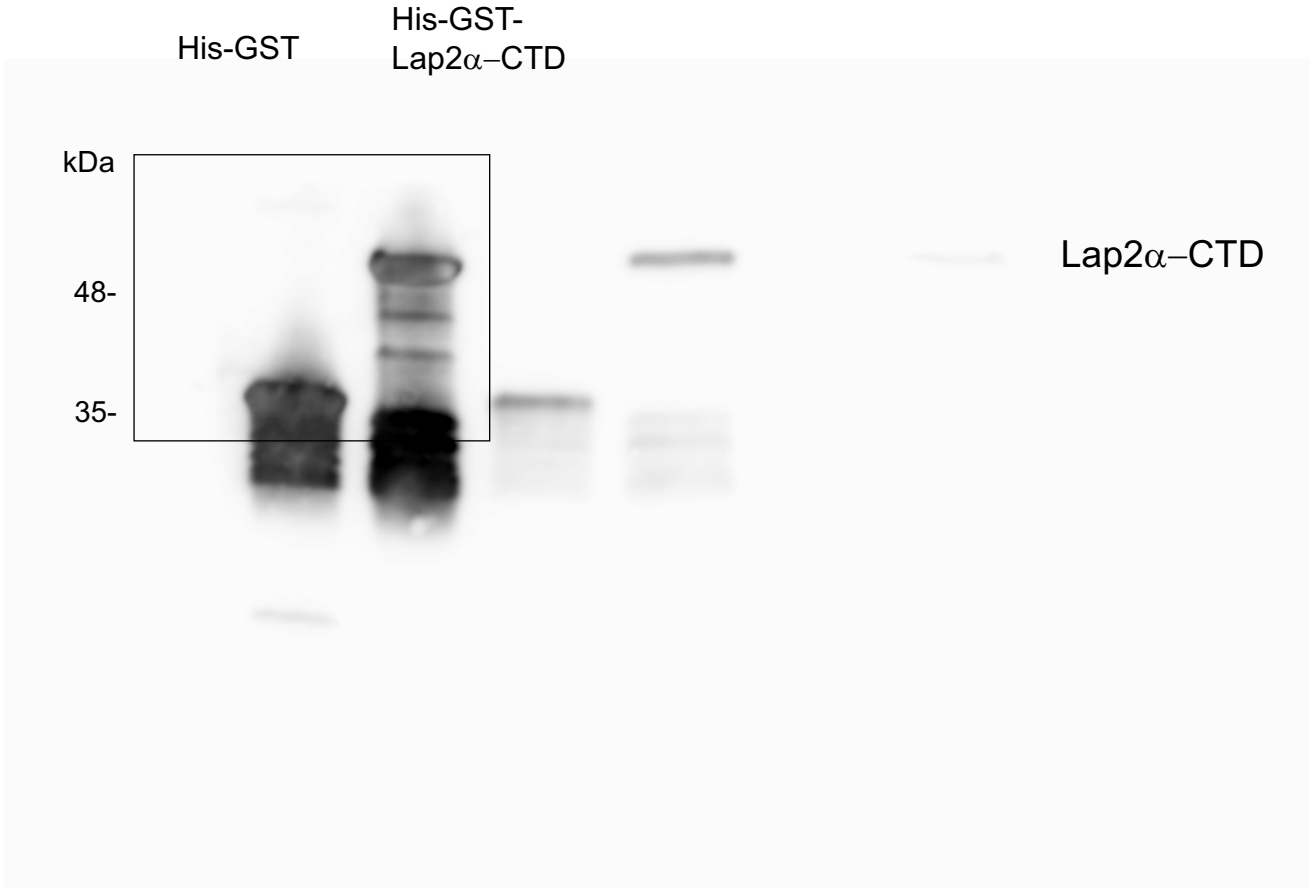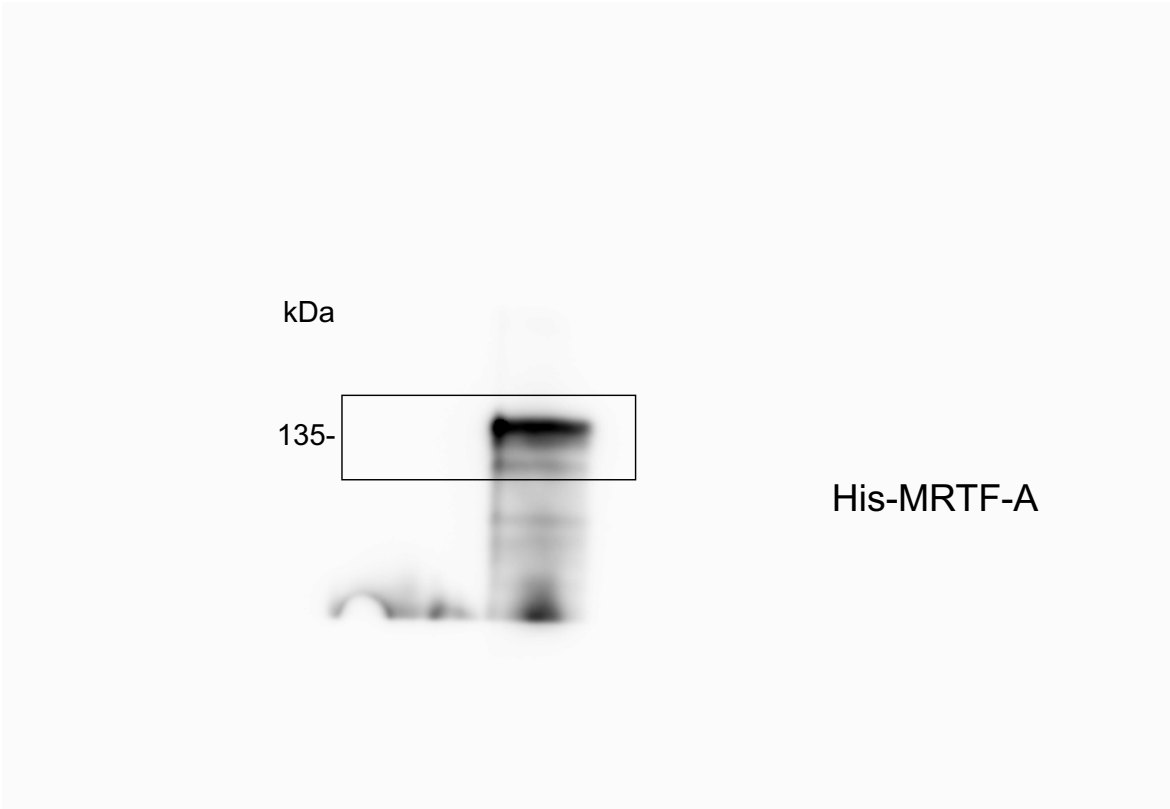

Supplementary 1a

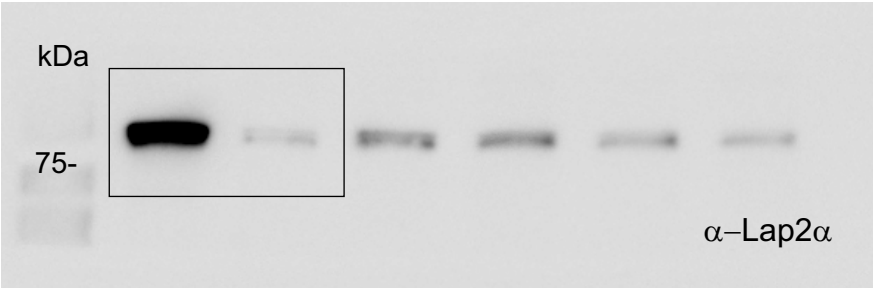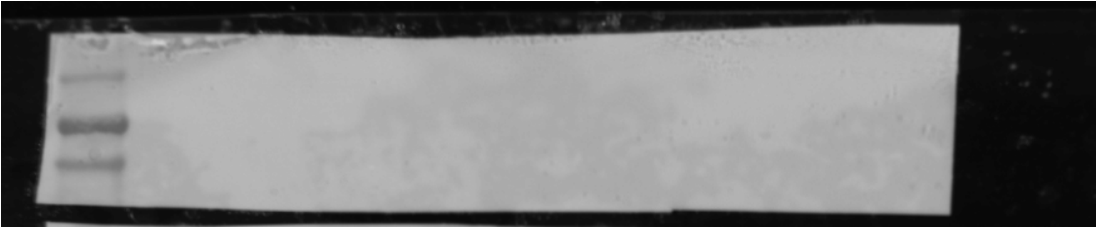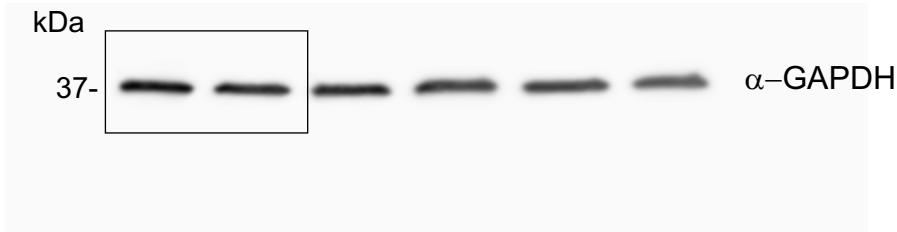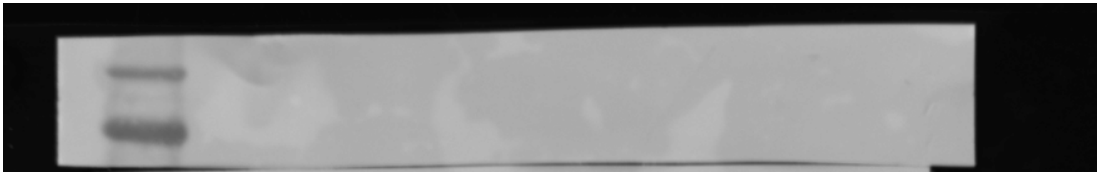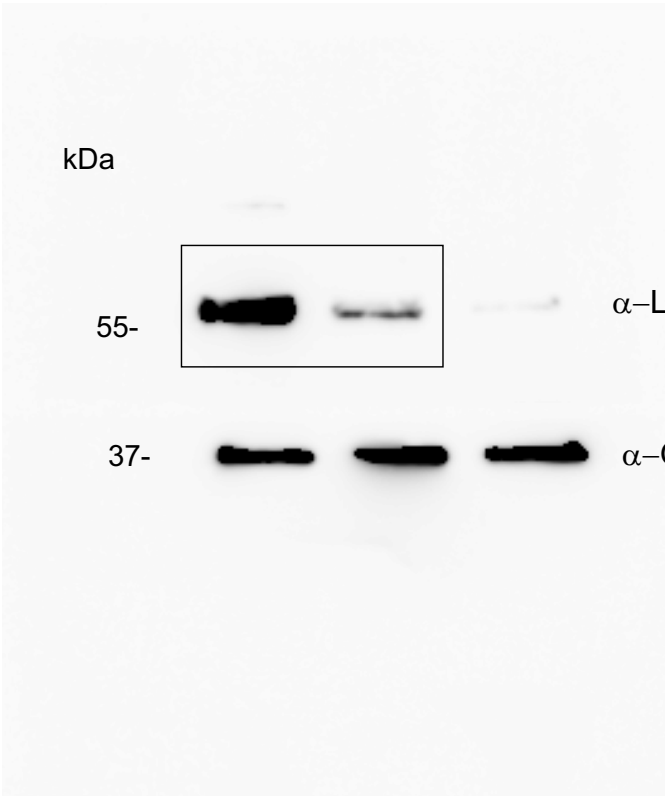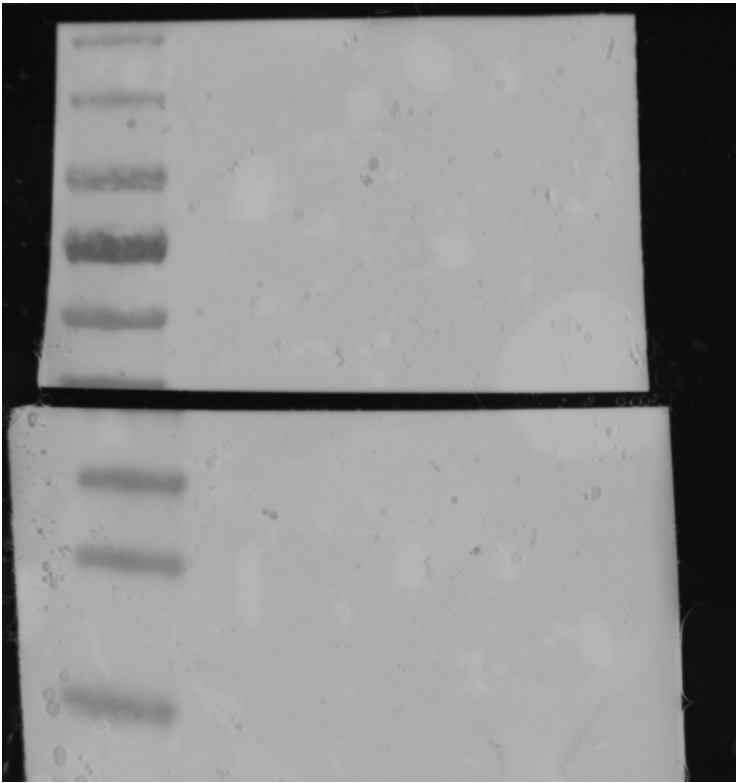

Supplementary 1g

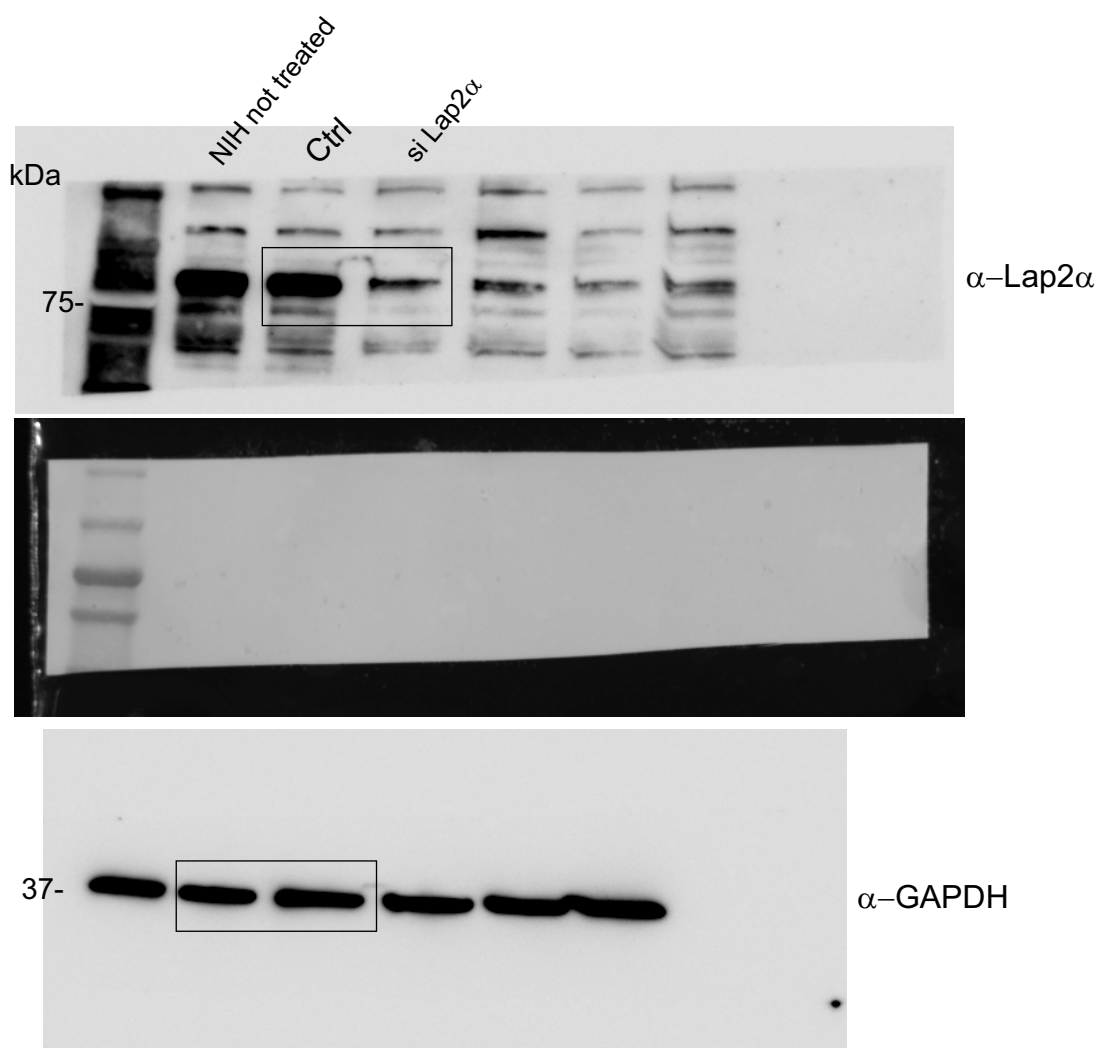

Supplementary 1h

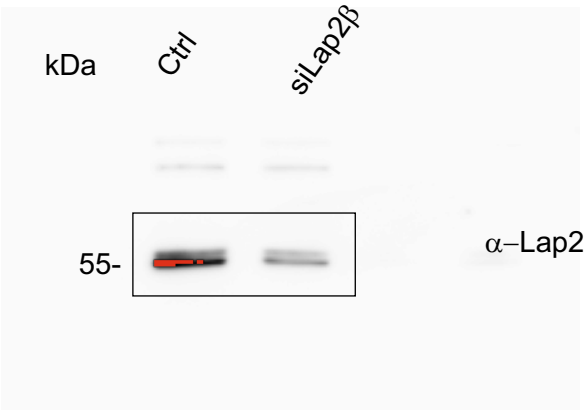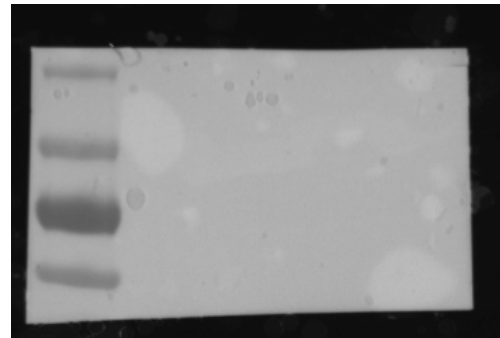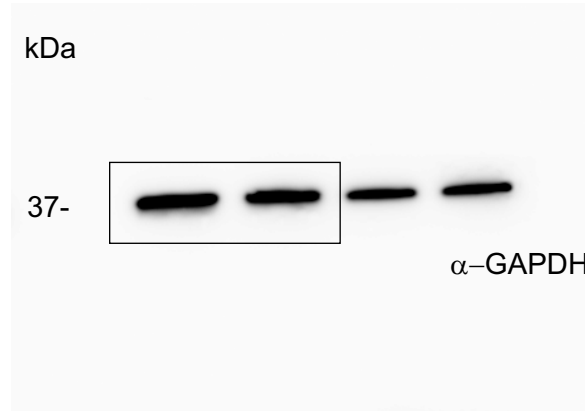

Supplementary 1i

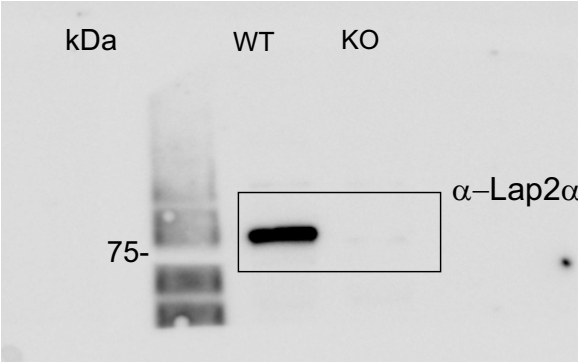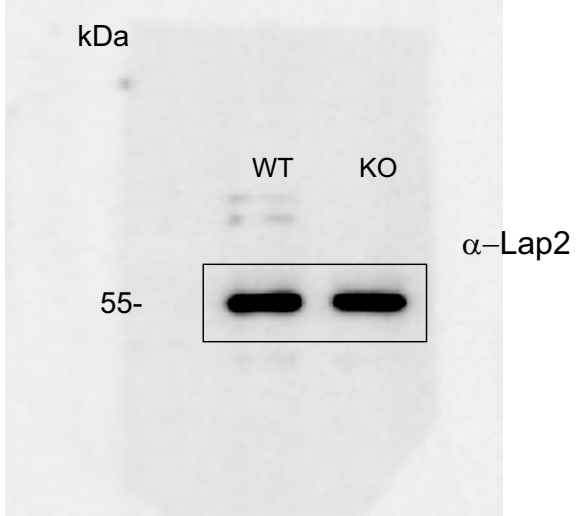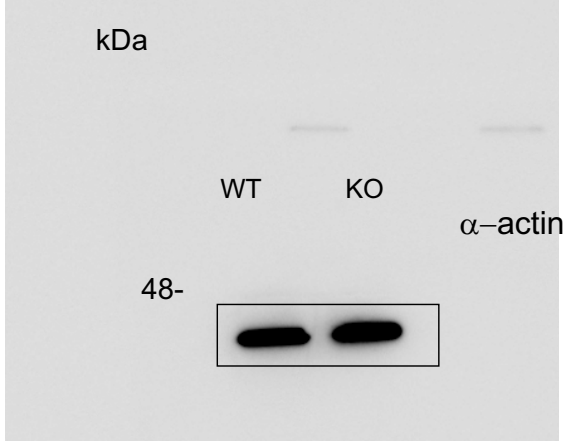

Supplementary 6a

inputs

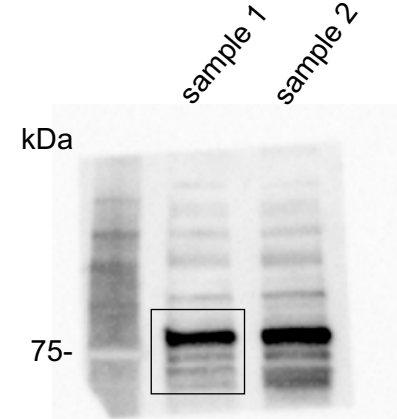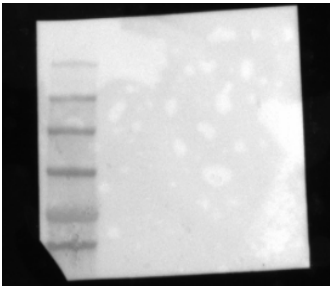

$\alpha$ -Lap2 $\alpha$

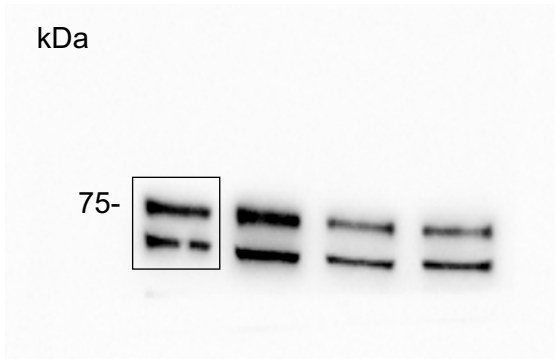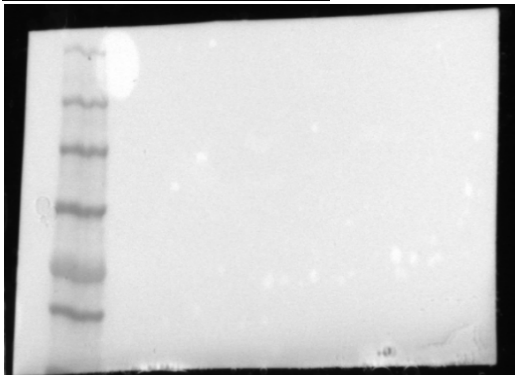

$\alpha$ -LmnA/C

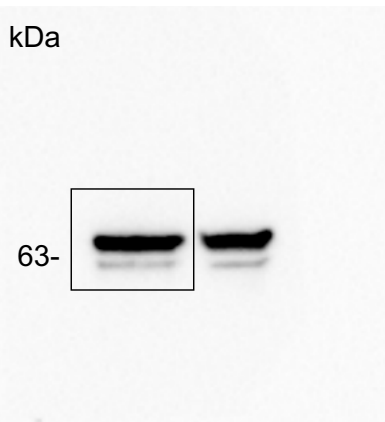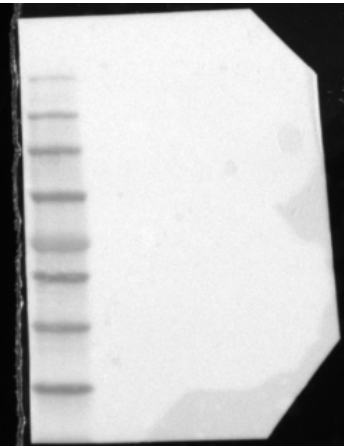

$\alpha$ -SRF

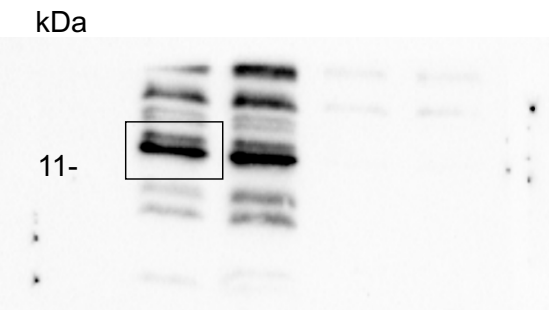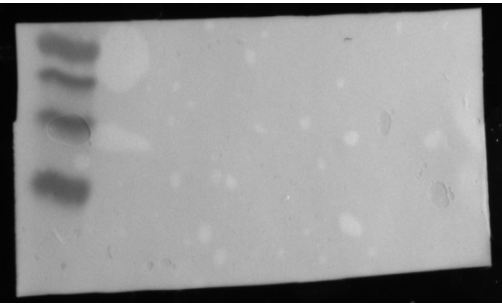

$\alpha$ -BAF

Supplementary 6a

IP

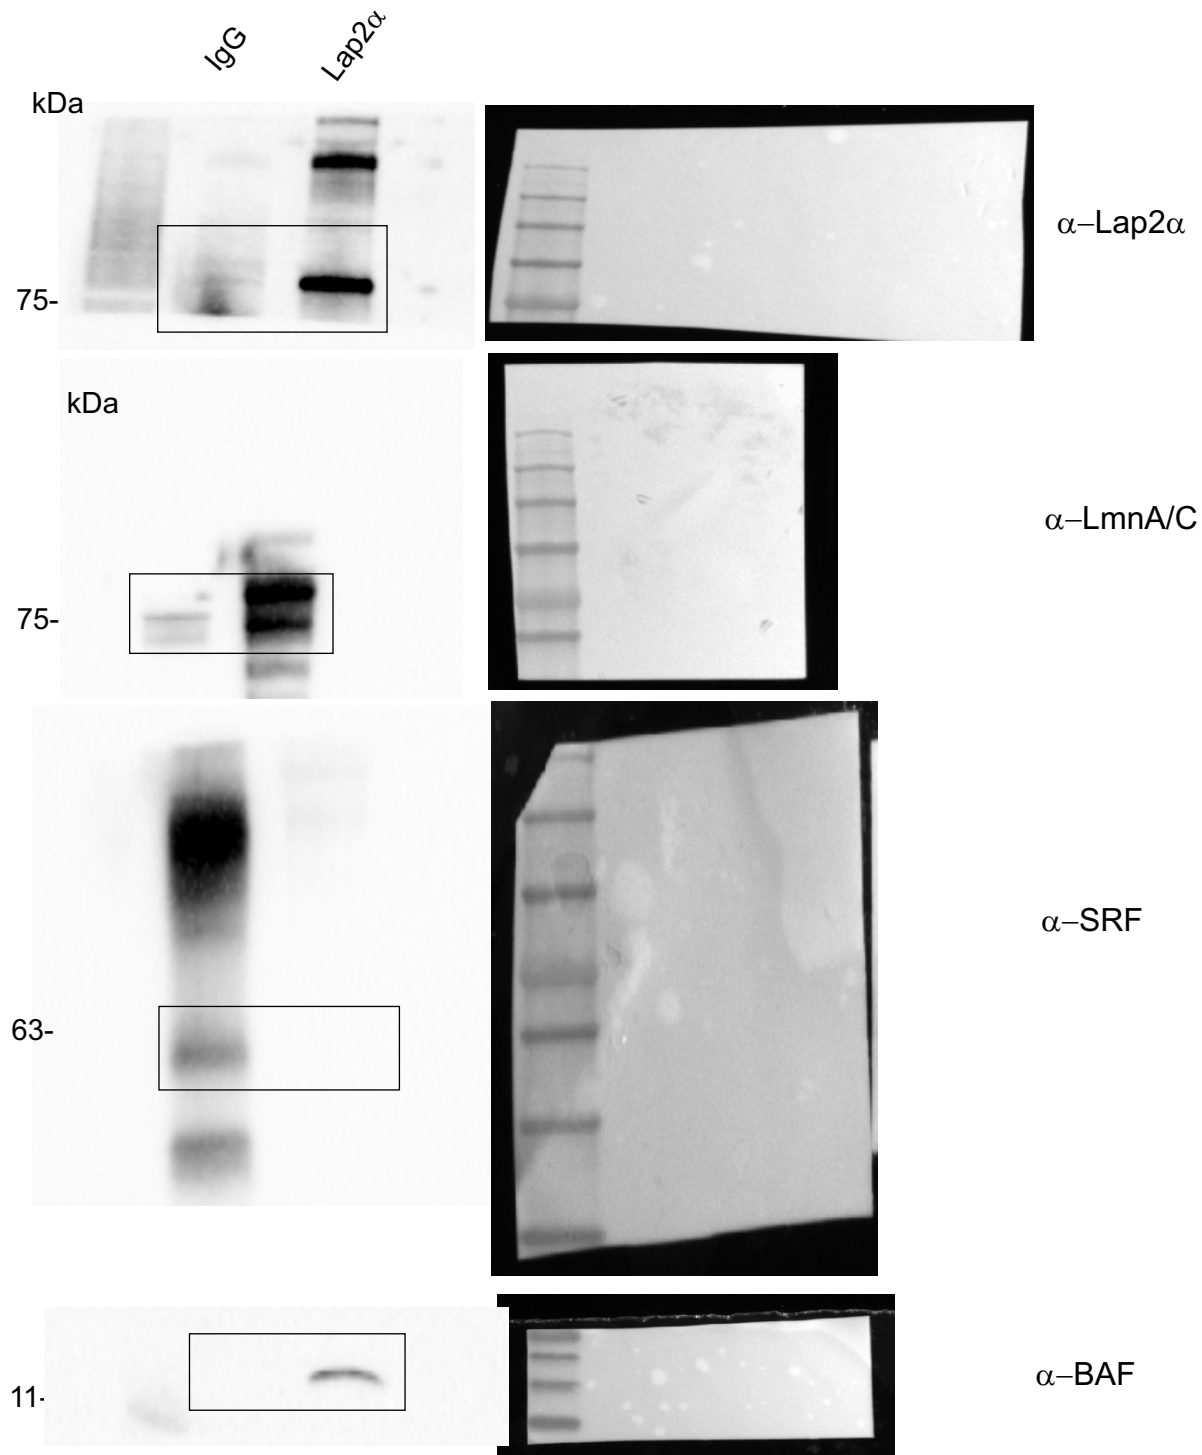

**Supplement:** Supplementary file 2 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

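RNA-seq of NIH 3T3 cells treated with control siRNA or Lap2 siRNA, in 0.3% FBS or after 45 min of 15% FBS, gave 12 libraries in 4 groups of 3. The condition and the replicate number of each library were taken from the sample labels and the time of stimulation from the paper. Same-numbered libraries of the groups were treated as possible pairs because the labels give each group the replicate numbers 1, 2 and 3. Neither the labels nor the paper's text says what the numbers share.

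The deposited values are counts of reads per gene, which the authors made by aligning the reads with TopHat2 (in Chipster, default settings) to mm10 and counting with HTSeq, without normalization. The authors' own comparison used DESeq and a count cutoff above 1. The versions of these tools and the annotation used for counting were not stated in the paper's text. Each library lists the same 49671 Ensembl gene identifiers, of which 99.3% had a symbol in the reference tables. No pair of libraries held identical counts (0 pairs).

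From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16: TMM normalization, glmQLFit and glmQLFTest over the 18668 genes with a count above 1 in at least 3 libraries, and Benjamini-Hochberg adjustment with a threshold of 0.05. The 5 contrasts were serum stimulation with each siRNA, Lap2 siRNA in each serum condition, and the interaction (the difference between the 2 serum responses). Normalized counts are counts divided by the TMM-scaled library size and brought to the mean of these sizes. Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01. A score over the common serum-induced genes was the mean log2 CPM (prior count 2) in each library, compared by exact permutation of the siRNA labels. The paper's Mann–Whitney U test across genes was run in R. Across-gene tests of sequence words used Python 3.11.15, and tables and figures were made with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Matches of siRNA sequences and the 3' untranslated regions were taken from GENCODE M21, which is on the mm10 assembly.

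A gene was called serum-induced with a log2FC above 1 and an adjusted p under 0.05. The paper's text gives the threshold for decreased genes as a log2FC under 0.6, and the fold changes it lists for the genes marked as down in Table S1.2 lie under -0.6, so -0.6 was used. Genes raised by more than 0.6 in 0.3% FBS were left out of the decreased genes, as in that table.

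The genes named in the text are those the paper names for the RNA-seq or as MRTF-A/SRF or TCF/SRF targets, Gapdh, the members of the gene lists, and, for each contrast, the 3 genes with the largest log2FC in each direction among those with an adjusted p under 0.05, a mean of at least 100 normalized counts and groups that did not overlap. With 3 libraries against 3, chance gives non-overlapping groups for 10% of genes.

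The alternatives tried were DESeq2 1.42.0 with its size factors and Wald test, scaling to total counts, upper-quartile normalization, 3 other filters on low counts (filterByExpr with 13987 genes, a count above 1 in every library with 13884, and any count with 24824), fits of only the 2 groups compared, the replicate number as a block, other thresholds, and each library left out in turn. The edgeR and camera steps were tested on simulated counts for the 18668 genes, with 200 genes changed by a log2FC of 1: 90% of the changed genes and 15 unchanged genes were called.

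Total counts of 18026298 to 26265253 per library allowed fold changes of the named genes with standard errors of about 0.08 for the more abundant ones. The number of libraries, 3 per group, limits the exact tests of 2 groups to a p of 0.1. The gene ontology analysis was not repeated, since no ontology was used here. ChIP-seq, qPCR and reporter data were not analysed here.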

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

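The tests of a raised baseline alone, of the scaling for Tmpo, of cell-cycle genes, of long-lived transcripts and of the cytoskeletal list divided by seed match were chosen only after the results they bear on had been seen.

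The effect of Lap2 siRNA differed between 0.3% and 15% FBS for many of the named genes, by edgeR's interaction test (adjusted p from 1.7e-21 for Ccn2, the paper's Ctgf, to 0.026 for Egr1). The log2 difference, 15% minus 0.3% FBS, was -4.19 for Ccn2, -3.27 for Fam110c, -2.59 for Gm15270, -2.12 for Ptgs2, -2.08 for Nppb, -2.01 for Ccn1 (Cyr61), -1.86 for Dusp6, -1.79 for Slc40a1, -1.11 for Egr3, -0.85 for Ier3, -0.79 for Tmpo, -0.73 for Nr4a1, -0.63 for Myo1e, -0.62 for Srf, -0.61 for Acta2, -0.60 for Tuba1c, -0.57 for Myh9, -0.55 for Vcl and -0.38 for Egr1. It was above 0 for Igf2 (3.13), H19 (2.91), Lmcd1 (2.64), Igfbp5 (2.11), Bmf (1.82), Pi16 (1.70), Rasl11a (1.23), Tagln (0.62) and Zfp503 (0.56). Ccn2, Fam110c, Gm15270, Igf2, H19 and Lmcd1 were named because their differences were among the largest, so their size shows no stability. Over all tested genes, 1324 had a stronger and 1216 a weaker serum response with Lap2 siRNA. Which side held more genes depended on the scaling. Total counts gave 1160 stronger and 1341 weaker, and upper-quartile normalization 1215 and 1316. Of 32 arrangements of the labels that part all same-numbered libraries, 5 gave at least as many genes, the real one included. The 4 others kept the labels in 0.3% FBS and exchanged 2 or 3 pairs of libraries in 15% FBS, so that their difference between serum responses held the effect of Lap2 siRNA itself, and the largest of them gave 7431 genes. These 4 therefore give no chance level for the interaction. Those that kept the labels in 0.3% FBS and exchanged 1 pair in 15% FBS gave 1034, 1171 and 1738 genes. The arrangements that exchanged at least 1 pair in 0.3% FBS gave at most 86 genes. Both kinds mix control and Lap2 siRNA libraries within groups. The effect of Lap2 siRNA thereby enters their spread, and they give no chance level either. Gm15270 overlaps Ccn2 on the opposite strand, and Tagln, Vcl, Srf and Tmpo also overlap genes on the opposite strand, so that reads could be shared, which the paper's methods do not settle and which was not tested.

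Tmpo fell by more in 15% FBS than in 0.3% FBS. Scaling to total counts gave a difference of -0.813, but it moves this difference by little for any gene and so does not test the scaling. A scaling of whole libraries moves all genes alike. The median of this difference over all tested genes was 0.020 with TMM, -0.003 with total counts and 0.005 with upper-quartile normalization. The difference of Tmpo stands apart from that of the median gene, which argues against scaling as its source. The edgeR interaction test gave an adjusted p of 3.0e-06. An exact permutation of the siRNA labels within each serum condition gave p = 0.56 over 400 arrangements. Arrangements that exchange labels in a single serum condition carry the effect of Lap2 siRNA itself into the difference, so that this test has little power for a gene lowered in both, and the 2 tests disagree. The knockdown reached 22.2% of control in 15% FBS and 38.4% in 0.3% FBS, in cultures that differ by 45 min of serum. Knockdown in the stimulated cultures before serum was added is not measured by these libraries.

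The difference in serum response averaged -0.80 over the immediate-early list and -0.38 over the cytoskeletal list. Over the paper's genes with an MRTF-A peak, an SRF motif and Pol II S5P raised by serum, it averaged -0.25. Camera on the edgeR fit gave adjusted p = 2.8e-35, 8.1e-11 and 4.6e-14 for these lists. With the correlation estimated from the libraries, camera gave adjusted p = 7.2e-04, 0.014 and 0.0087. The immediate-early list, which holds genes that the paper had named from these data, differed mainly in 0.3% FBS, where it was raised. The serum-induced genes of control siRNA treated cells were raised by a mean of 0.46 in 0.3% FBS, and by 0.57 with scaling to total counts, which raises this value for all genes and so does not test the scaling. The sign depended on the set: the mean was -0.69 over genes induced with Lap2 siRNA and -0.21 over genes induced with either siRNA. Each set was chosen on the 0.3% FBS libraries that are then compared, which moves the mean up for the first set and down for the second. Less complete serum starvation of the Lap2-depleted cultures would raise the genes that serum raises and lower those that serum lowers. With the serum response and the baseline effect measured on different control libraries, genes lowered by serum had a mean log2FC of -0.25 with Lap2 siRNA in 0.3% FBS, genes raised by serum 0.19 and unresponsive genes -0.05. The 0.19 is lower than the 0.46 above, for genes with higher counts and without a threshold on p, not chosen on the control libraries in 0.3% FBS that they are compared with. A scaling of whole libraries would move the 3 kinds of gene alike. This is consistent with less complete starvation, which cannot be told apart here from an effect of Lap2 on the genes themselves. The cytoskeletal list showed another pattern, with a mean log2FC of -0.62 in 15% FBS and of -0.24 in 0.3% FBS, the latter not past the threshold with the correlation estimated from the libraries. Its genes without a match to the seed of the siRNA guide had a mean log2FC of -0.59 in 15% FBS (35 of 38 below 0). The 22 genes without the 6-base core (bases 2 to 7) of the seed match of either strand had a mean of -0.58 (21 of 22 below 0), so that such matches in annotated 3' untranslated regions do not account for the lower expression of these genes. From these libraries alone, an effect of Lap2 depletion on these genes remains a hypothesis. The paper also reports lower serum-induced Acta2, Tagln and Vcl in Lap2α KO dermal fibroblasts. It describes lower SRF reporter activation in these KO cells, and in NIH 3T3 cells with a Lap2α siRNA of another sequence.

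Over the 412 common serum-induced genes the response differed by -0.34. If a raised baseline were the sole source, the genes would not be lower in 15% FBS, but the difference there was -0.26 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With genes selected on 2 replicates per group, the response in the replicate left out differed by -0.36 on average (from -0.39 to -0.31 over the 3 selections), so that selecting genes on the compared libraries does not account for it. The size of the difference depends on the set of genes: it was -0.58 over genes induced with control siRNA, 0.29 over genes induced with Lap2 siRNA (p = 0.165 by the same permutation test, a set added after the values had been seen) and -0.07 over genes induced with either siRNA (two-sided exact permutation test for the latter, p = 0.615). The last 2 sets were lower with Lap2 siRNA in both serum conditions, so that these 2 tests have little power, as for Tmpo.

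Lap2 siRNA also changed genes that the paper does not discuss. Of the 17677 tested genes that were serum-induced with neither siRNA, 6216 changed in 0.3% FBS (3162 lower and 3054 higher) and 3937 in 15% FBS (1910 lower and 2027 higher; edgeR adjusted p under 0.05). With the trend over the GC content of the transcripts taken out, Lap2 siRNA changed 6971 genes in 0.3% FBS and 4422 in 15% FBS, and with the trend over transcript length taken out 7259 and 4775, so that neither accounts for the numbers. Of the 4 splits of 3 libraries against 3 that part all same-numbered libraries, 1, the real one, gave as many genes, both in 0.3% and in 15% FBS. With so few splits, the share cannot fall below the usual threshold. No other of the 10 splits of the 6 libraries gave a gene past the threshold in either serum condition (0 genes, with 396 to 1376 genes at an unadjusted p under 0.05 in 0.3% FBS and 433 to 697 in 15% FBS, against 8132 and 6045 for the real splits). Each of these other splits mixes control and Lap2 siRNA libraries within its groups, which lets the effect of Lap2 siRNA widen the spread. Their counts therefore set no chance level. Off-target effects of the siRNA are a candidate explanation for part of these changes. In 9948 genes with an annotated 3' untranslated region, the 7-base match to the seed of the guide strand, GCTCTCT, ranked 1 from the lowest of 16060 words in 0.3% FBS and again 1 in 15% FBS. The word shifted by 1 base along the guide, CTCTCTA, ranked 2 in both, and the match to the seed of the sense strand, GTCACAT, ranked 19 and 13. The 1698 genes with the match were called lower in 42.0% of cases in 0.3% FBS and 36.6% in 15% FBS, against 24.6% and 16.1% of genes without it, which include genes with the other 2 words. Seed matches may therefore account for some of the lower genes. Genes without the match were also called, and RNA-seq with a separate siRNA would be needed to separate the remainder.

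In control siRNA treated cells, 614 genes were lowered by serum with a log2FC under -1 (edgeR adjusted p under 0.05), a set that the paper's text does not discuss. Of these, 580 (94.5%) also had a log2FC below 0 in Lap2-depleted cells. Of the 4 splits that part all same-numbered libraries, 1, the real one, gave as many serum-responsive genes with control siRNA, and likewise 1 of 4 with Lap2 siRNA. The other splits gave 0 genes (383 to 724 and 417 to 1176 at an unadjusted p under 0.05, against 6960 and 7580 for the real splits). They mix serum-starved and serum-stimulated libraries within groups, which lets the effect of serum widen the spread. Their counts therefore set no chance level. Scaling to total counts raised the number of genes lowered by serum in control siRNA treated cells from 2597 to 5847, so the number lowered depends on the scaling. The serum condition is the biological explanation that the design gives.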

How the results depend on the processing

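The settings were chosen before the data were examined, except that leaving out libraries for the gene lists and the common set, the replicate block for the common set, and an adjusted p under 1e-05 for the decreased and raised genes and the genes induced with Lap2 siRNA as a set, and other scalings for the long-lived list, were added after the values had been seen.

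The numbers of serum-induced genes rose to 1585 with control siRNA, 1622 with Lap2 siRNA and 671 for both without a threshold on p. With scaling to total counts, 3471 genes were higher with Lap2 siRNA in 15% FBS. Requiring a log2FC beyond 0.6 in size left 1622 lower and 1250 higher genes in 0.3% FBS and 766 lower and 404 higher in 15% FBS. With an adjusted p under 1e-05 for serum induction, 124 genes had a raised baseline. Keeping genes raised in 0.3% FBS gave 130 genes decreased in 15% FBS only, and a weaker serum response in place of lower expression in 15% FBS gave 61 decreased in 0.3% FBS only and 7 in both. With each library left out in turn, 935 to 1975 genes had a weaker serum response with Lap2 siRNA. The cause of these changes was not tested.

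The difference in serum response was -0.070 over genes induced with either siRNA, and reversed to 0.29 over genes induced with Lap2 siRNA (exact permutation, p = 0.165, with little power for a set lower in both serum conditions), against -0.34 over the common set. The cytoskeletal list in 0.3% FBS lost significance with camera's estimated correlation (adjusted p = 0.17), a setting that leaves its mean of -0.24 unchanged. Over the 3 alternatives tried for the list, the mean ranged from -0.24 to -0.13. The immediate-early list in 15% FBS lost significance with the estimated correlation (-0.092, adjusted p = 0.34), with scaling to total counts (-0.0055, adjusted p = 0.27) and with the replicate block (-0.094, adjusted p = 0.079). With each library left out it ranged from -0.13 to -0.081, and 3 of the 12 fits lost significance (camera adjusted p = 0.061, 0.076 and 0.17). The cause was not tested.

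Of 1377 fits of the named genes under alternatives, 1353 kept their direction and side of the threshold, 6 became weaker (all 6 the difference in serum response of Egr1 with a library left out, with adjusted p from 0.056 to 0.085) and 11 stronger, and 7 reversed. The reversed ones had main values that were not past the threshold. Egr1 in 15% FBS was 0.019 with scaling to total counts. Fos had a difference in serum response from -0.15 to 0.093 with each library left out, above 0 in 4 of the 12 fits. Mrtfa, which encodes MRTF-A, ranged from -0.045 to 0.035 in 15% FBS with each library left out. The cause was not tested.

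With the replicate number as a replicate block, the numbers of genes past the threshold were 5509 and 6121 for serum with control and Lap2 siRNA, 6756 and 4343 for Lap2 siRNA in 0.3% and 15% FBS, and 2553 for the interaction. The residuals of same-numbered libraries correlated between -0.034 and 0.043 (mean -0.001 over 18 pairs), so that the numbers showed no pairing. The common set's difference with labels exchanged only between same-numbered libraries was -0.34 (exact permutation, p = 0.03125).

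Groups of 3 libraries limit the exact tests of 2 groups to a p of 0.1, whatever the depth.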

Differences from the paper's values

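An adjusted p under 1e-05 for serum induction was chosen for the decreased and raised genes only after their values had been seen.

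Decreased in both serum conditions were 49 genes, against the paper's 29. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's with scaling to total counts (35), with a count above 1 in every library (42) and with an adjusted p under 0.05 required in the same contrast (36). It did not with DESeq2 (46), upper-quartile normalization (44), filterByExpr (49), all genes with any count (50), the replicate block (50), only the 2 groups compared (51), genes raised in 0.3% FBS kept (49) or a weaker serum response in place of lower expression in 15% FBS (7). With each library left out in turn, the number ranged from 41 to 57, so that the lower end also came within this limit. The adjusted p under 1e-05, chosen after seeing the values, gave 38.

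A raised baseline with Lap2 siRNA was found for 230 serum-induced genes, against the paper's 107 marked as up in Table S1.2, all 107 of which were among the 230. The number fell within 1.5 times the paper's with a count above 1 in every library (156) and with an adjusted p under 0.05 in the same contrast (160). It did not with DESeq2 (225), scaling to total counts (232), upper-quartile normalization (223), filterByExpr (189), all genes with any count (226), the replicate block (222) or only the 2 groups compared (224). The adjusted p under 1e-05, chosen after seeing the values, gave 124.

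Other numbers came closer to the paper's under some settings. The 702 serum-induced genes with control siRNA became 524 with an adjusted p under 1e-05, against the paper's 515. The same threshold, chosen for this set after seeing the values, left 124 genes with a raised baseline, against the paper's 107. The larger numbers of induced and raised genes found here therefore depended on the threshold on p for serum induction. The 412 common genes became 355 with upper-quartile normalization, against the paper's 356. The 149 decreased genes became 112 with scaling to total counts, and also 112 with the adjusted p under 1e-05 chosen after seeing the values, against the paper's 110. With scaling to total counts, 13 genes were decreased in 0.3% FBS only, the paper's number. In the paper's Table S1.2, 341 genes have a listed log2FC above 1 in Lap2-depleted cells, against the 356 common genes of its text.

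The paper gives a smaller p for the weaker response of the common genes by the Mann–Whitney U test than the 3.4e-04 found here. By qPCR, the paper describes lower basal expression and lower induction of Acta2, Tagln and Vcl. Its figure legend lists P-values for Acta2 and Tagln in basal expression, and for Acta2 and Vcl in induction. In the RNA-seq counts, the serum response of Tagln was larger with Lap2 siRNA (log2FC 3.56 against 2.94), and Vcl in 0.3% FBS had a log2FC of -0.15 (edgeR adjusted p = 0.17). The paper's own RNA-seq values are close to these (3.50 against 2.93 for Tagln, and -0.14 for Vcl). The paper describes the immediate-early genes it names as having a high response and a raised baseline in Lap2-depleted cells. Their serum responses were smaller there than in control siRNA treated cells, with a difference of -4.19 for Ctgf and -0.85 for Ier3.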

Other observations

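The tests of cell-cycle genes and of long-lived transcripts were chosen only after related results had been seen, and the value of Gapdh, a member of the long-lived list, was known when that list was written.

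The paper reports that Egr1, Egr3 and Fos were more highly induced in Lap2α knockout dermal fibroblasts. In NIH 3T3 cells, the serum response was 5.31 with control siRNA and 4.93 with Lap2 siRNA for Egr1 (edgeR interaction test, adjusted p = 0.026, lost in 6 of the 12 fits that each left out a library), 6.46 and 5.35 for Egr3 (adjusted p = 4.9e-07), and 6.67 and 6.63 for Fos (adjusted p = 0.94). Fos itself had a log2FC with Lap2 siRNA in 15% FBS of 0.21 (adjusted p = 0.076). It was called higher with scaling to total counts (0.30, adjusted p = 0.0085), with all genes with any count (0.20, adjusted p = 0.019), with the replicate block (0.20, adjusted p = 0.028) and in 2 fits that left out a library (0.27 and 0.34, adjusted p = 0.041 and 0.0015). Egr3 holds a match to the seed of the siRNA guide in its 3' untranslated region. Srf had a response of 3.74 with control siRNA and 3.12 with Lap2 siRNA (adjusted p = 2.2e-06). Mrtfa and Gapdh had log2FC of 0.10 and 0.08 with Lap2 siRNA in 0.3% FBS, neither past the threshold. With scaling to total counts both passed it (0.21, adjusted p = 0.020, and 0.19, adjusted p = 0.013), and Mrtfa also did with a library left out (0.19, adjusted p = 0.013).

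From mouse dermal fibroblasts, the paper lists genes with an MRTF-A peak, an SRF motif and Pol II S5P raised by serum in WT cells. The 57 tested genes had a mean log2FC with Lap2 siRNA of -0.38 in 15% FBS (camera adjusted p = 3.1e-23, 39 called lower and 3 higher). In 0.3% FBS the mean was -0.13 (camera adjusted p = 0.24). The 702 serum-induced genes of control siRNA treated cells had a mean of -0.32 in 15% FBS. A list chosen for serum activation therefore does not isolate an effect of MRTF-A binding. Of the 31 listed genes that were serum-induced in control siRNA treated cells, 7 were decreased with Lap2 siRNA (odds ratio 1.09, Fisher's exact test across genes, p = 0.82). It was also asked whether serum-induced genes near an MRTF-A or SRF peak in the paper's Table S1.2 fell more with Lap2 siRNA. The 50 genes with a peak within 1 kb had a mean log2FC in 15% FBS that differed by -0.14 from that of the 339 genes with no peak within 100 kb (permutation test across genes, p = 0.088, adjusted p = 0.26), a difference not past the threshold.

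Cell-cycle genes were higher in serum-starved Lap2-depleted cells. All 40 genes of a list written for this test had a log2FC above 0 in 0.3% FBS, with a mean of 0.92 (1.03 with scaling to total counts). In 15% FBS, 36 of the 40 genes still had a log2FC above 0, with 15 called higher and 2 lower. The effect in 15% FBS was smaller, with a mean of 0.21 and a mean difference of -0.71 between the serum conditions. After serum, 34 of the 40 genes were called lower in Lap2-depleted cells (mean log2FC -0.53). Less complete starvation of the Lap2-depleted cultures in 0.3% FBS alone may account for this. An effect of Lap2 on the cell cycle that was in place before serum would be expected to remain after 45 min, and most of the difference did not remain. The half-lives of these transcripts were not measured. The paper's introduction describes inefficient cell-cycle arrest after loss of Lap2α, so an effect of Lap2 itself is not excluded.

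Above a minimum mean CPM, 5601 genes were not called for serum in control siRNA treated cells and had a log2FC under 0.3 in size. Uncalled genes with lower counts or a larger log2FC were left out. The 5601 genes often responded in Lap2-depleted cells, 1167 higher and 851 lower. The effect of Lap2 siRNA on these genes had an SD of 0.49 across genes in 0.3% FBS and of 0.32 in 15% FBS, and of 287 genes changed by more than 1 in 0.3% FBS, 282 changed less in 15% FBS. A candidate explanation is that the Lap2-depleted cultures of the 2 serum conditions differed before serum was added. On a list of 40 genes of long-lived transcripts (matrix, lysosomal, metabolic and translation genes), the mean absolute serum log2FC was 2.33 times as large in Lap2-depleted cells as in control siRNA treated cells (28 of 40 genes larger, permutation test across genes, p = 4.0e-05). This is consistent with a difference between the cultures in place before stimulation, but faster turnover of these transcripts would give the same. The ratio was 2.21 with upper-quartile normalization (32 of 40 genes larger, permutation test across genes, p = 1.0e-05) and only 1.34 with scaling to total counts (26 of 40 genes larger, permutation test across genes, p = 0.050, at the threshold), so that its size depends on the scaling. These scalings were tried after the first ratio had been seen.

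Among genes the paper does not discuss, the largest changes with Lap2 siRNA in 0.3% FBS were those of Fam110c (log2FC 4.16), Gpnmb (3.36) and Slc40a1 (3.30), and of H19 (-4.17), Igfbp5 (-3.87) and Pi16 (-3.84). In 15% FBS they were those of Vip (2.73), Gpnmb (2.62) and Rasl11a (1.86), and of Nppb (-2.40) and Dcxr (-2.35). Both rankings are among genes past the threshold, with a mean of at least 100 normalized counts and groups that did not overlap. Fam110c had a mean of only 3.25 normalized counts in 0.3% FBS with control siRNA, so the size of its rise is uncertain. Igfbp5 and Dcxr hold the seed match in their 3' untranslated regions. H19 and Igf2 had log2FC of -4.17 and -3.49 in 0.3% FBS. In 15% FBS the log2FC of H19 was -1.26, and for Igf2 no difference was detectable (-0.36, adjusted p = 0.075). No biological explanation was tested for these genes.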
